# rRNA biogenesis regulates mouse 2C-like state by 3D structure reorganization of peri-nucleolar heterochromatin

**DOI:** 10.1038/s41467-021-26576-2

**Published:** 2021-11-09

**Authors:** Hua Yu, Zhen Sun, Tianyu Tan, Hongru Pan, Jing Zhao, Ling Zhang, Jiayu Chen, Anhua Lei, Yuqing Zhu, Lang Chen, Yuyan Xu, Yaxin Liu, Ming Chen, Jinghao Sheng, Zhengping Xu, Pengxu Qian, Cheng Li, Shaorong Gao, George Q. Daley, Jin Zhang

**Keywords:** Cell biology, Developmental biology

## Abstract

The nucleolus is the organelle for ribosome biogenesis and sensing various types of stress. However, its role in regulating stem cell fate remains unclear. Here, we present evidence that nucleolar stress induced by interfering rRNA biogenesis can drive the 2-cell stage embryo-like (2C-like) program and induce an expanded 2C-like cell population in mouse embryonic stem (mES) cells. Mechanistically, nucleolar integrity maintains normal liquid-liquid phase separation (LLPS) of the nucleolus and the formation of peri-nucleolar heterochromatin (PNH). Upon defects in rRNA biogenesis, the natural state of nucleolus LLPS is disrupted, causing dissociation of the NCL/TRIM28 complex from PNH and changes in epigenetic state and reorganization of the 3D structure of PNH, which leads to release of Dux, a 2C program transcription factor, from PNH to activate a 2C-like program. Correspondingly, embryos with rRNA biogenesis defect are unable to develop from 2-cell (2C) to 4-cell embryos, with delayed repression of 2C/ERV genes and a transcriptome skewed toward earlier cleavage embryo signatures. Our results highlight that rRNA-mediated nucleolar integrity and 3D structure reshaping of the PNH compartment regulates the fate transition of mES cells to 2C-like cells, and that rRNA biogenesis is a critical regulator during the 2-cell to 4-cell transition of murine pre-implantation embryo development.

## Abstract (web summary)

The role of the nucleolus in cell fate is not well known. Here the authors show nucleolar integrity maintained by rRNA-mediated liquid-liquid phase separation and 3D chromatin structure of perinucleolar heterochromatin regulates the fate transition of mouse embryonic stem cells to 2 cell-stage embryo-like cells, and that rRNA biogenesis regulates the 2-cell-to-4-cell transition of development.

## Introduction

Two-cell (2C) stage embryonic cells are totipotent cells in an earlier stage of embryo development and can generate all cell types of embryonic and extraembryonic tissues. In the culture of mouse embryonic stem (mES) cells, a rare population of mES cells sporadically transit into a 2C stage embryo-like (2C-like) cells with similar molecular features of totipotent 2C-stage embryos^1–3^. Recent works have demonstrated that the conversion of mES cells to 2C-like cells is regulated by a variety of factors related to epigenetic modification, including histone methylation and acetylation^1,4,5^ and DNA methylation^6,7^. In addition, it was also found that RNA hydroxymethylation^8^ and protein sumoylation^9^ can affect the epigenetic state of chromatin to regulate the activation of ERV genes. The structure of chromatin is an important epigenetic factor and is closely related to the regulation of gene expression and cell fate transition. Interestingly, chromatin structure appears to emerge as an important factor in 2C gene regulation and transition of mES cells to 2C-like cells. For instance, 2C/ERV gene activation is regulated by a pioneer transcription factor DUX which increases chromatin accessibility^10–15^, and two recent studies reported that the pluripotency factors DAPP2 and DAPP4 and the maternal factor NELFA can bind to the promoter region of *Dux* and directly trans-activate its expression^16,17^. Moreover, 2C-like cells can be induced by downregulation of chromatin remodeling factor CAF-1^18^. However, the molecular players of chromatin structure in mES cell to 2C-like cell transition have yet to be fully understood.

With the emergence and development of high-throughput chromatin conformation capture technology (Hi-C), the dynamic changes of higher-order chromatin structures during early embryonic development and stem cell differentiation have been elucidated^19–22^. Two-cell embryo or 2C-like cells show contrasting differences from inner cell mass or ES cells^21,23^, suggesting that the 3D chromatin structure is a key factor mediating the transition of mES cells to 2C-like cells. Importantly, one of the mechanisms of *Dux* expression is dependent on a complex of nucleolin NCL and heterochromatin factor TRIM28 in the Peri-Nucleolar Heterochromatin (PNH) region^14,24,25^. However, it is not completely known how nucleolus integrity influences higher-order chromatin structure and how the chromatin structure determines *Dux* expression.

Here, we find that inhibition of nucleolar rRNA biogenesis triggered nucleolar stress, which activated 2C-like transcriptional program and induced an expanded 2C-like cell population in mES cells with a mechanism involving 3D structure reorganization of the PNH and the *Dux* expression. Consistently, the 3D structure of the PNH reorganizes after early 2-cell during murine early embryo development, which coincides with rRNA biogenesis and *Dux* repression. Moreover, in mouse early embryos, rRNA biogenesis and matured nucleolus are indispensable for the 2-cell to 4-cell transition. Taken together, our findings provide a mechanistic perspective of rRNA biogenesis in regulating the homeostasis between 2C-like and mES cells, and highlight that rRNA biogenesis in the nucleolus is a critical molecular switch from ZGA gene expressing 2-cell stage to nucleolus-matured blastocyst stage embryos.

## Results

### Inhibition of rRNA biogenesis activated the 2C-like transcriptional program and induced an expanded 2C-like cell population in mES cells

We first explored whether nucleolar stress produced by inhibiting rRNA biogenesis could induce cell fate reprogramming to 2C-like cells (2CLCs) by performing RNA-seq analysis of mES cells treated by three inducers of cellular stress, including CX-5461, an RNA polymerase I (Pol I) inhibitor; rotenone, an electron transport chain complex 1 inhibitor, and rapamycin, a mTOR pathway inhibitor (CX-5461 treatment dosage: 2 μM, CX-5461 treatment time: 12 h; rotenone treatment dosage: 1 μM, rotenone treatment time: 12 h; rapamycin treatment dosage: 2 μM, rapamycin treatment time: 12 h). We found that nucleolar stress induced by CX-5461^26,27^ activated the 2-cell marker genes *Zscan4d*, *Dux*, and *Gm12794* and repressed pluripotent marker gene *Pou5f1*. However, the other two cellular stresses upon rotenone or rapamycin treatment did not influence the expression of these genes (Fig. 1a, b and Supplementary Fig. S1a,b). The 2C-like transcriptional program was characterized by activation of transposable elements (TEs), particularly major satellite repeats (GSAT_MM) and ERVL subclasses MERVL-int and MT2_Mm. We systematically examined ERV genes and found global up-regulation of GSAT_MM and each LTR class (Fig. 1c and Supplementary Fig. S1e), particularly GSAT_MM, MERVL-int and MT2_Mm sub-classes, in CX-5461-treated mES cells (Fig. 1c, and Supplementary Fig. S1c, d). However, the other two types of stress, did not activate these repeat elements (Fig. 1c, and Supplementary Fig. S1c, d). Using unsupervised K-means clustering analysis, we identified four gene clusters specifically expressed in different stages during mouse pre-implantation embryo development (Supplementary Fig. S1f)^28^. We found that CX-5461 treatment upregulated 2-cell expressing cluster 1 (C1) and 2-cell/4-cell expressing cluster 2 (C2) genes, and decreased genes expressed in other two stages (C3 and C4) (Fig. 1d and Supplementary Fig. S1f). Yet, other two cellular stresses did not induce this expression pattern (Fig. 1d and Supplementary Fig. S1f). Moreover, unsupervised hierarchical clustering of transcriptomes of pre-implantation embryos and mES cells from published studies of 2C-like cells confirmed that mES cells treated with CX-5461 were most like the sorted 2CLCs from mES cells, or genetically modified mES cells with 2CLC signatures from other studies as well as the 2C embryos^1,11,14,16–18,29–31^ (Fig. 1e). As expected, we observed the abundance of rRNA is significantly reduced under CX-5461 treatment (Supplementary Fig. S1g). Together, these results demonstrate that nucleolar stress induced by rRNA biogenesis defect activated 2C-like transcriptional program in mES cells.

**Fig. 1:**
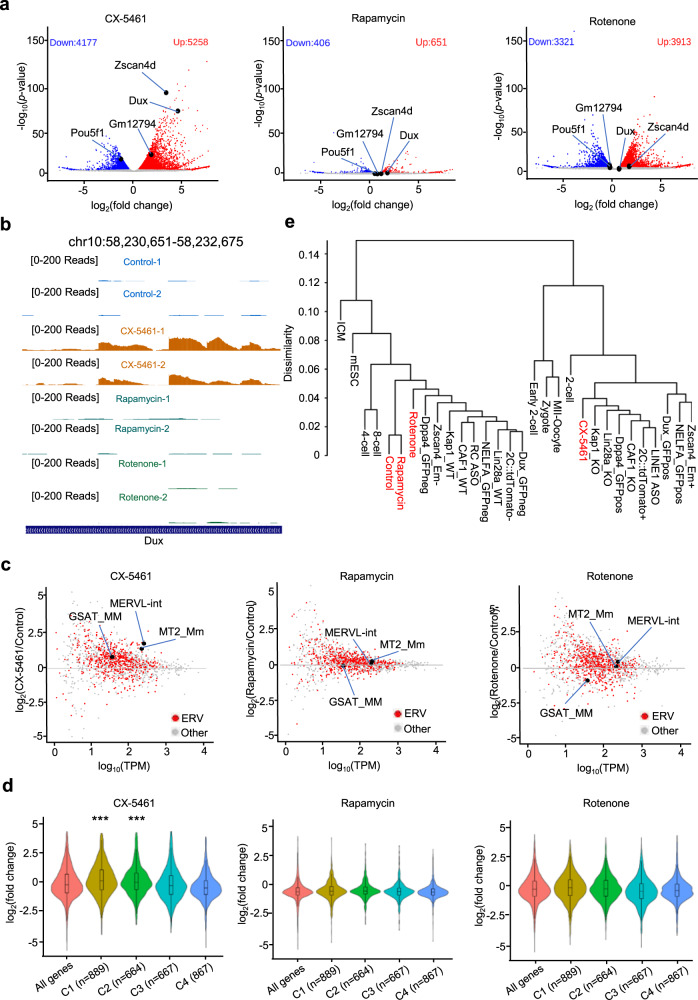
Inhibition of rRNA biogenesis activated 2C-like transcriptional program. **a** Volcano plots of RNA-sequencing data comparing gene expression of control and cellular stress inducer-treated mES cells. GEO accession code GSE166041, *N* = 2 biologically independent RNA-seq experiments. **b** UCSC Genome Browser viewing of RNA-sequencing results at the *Dux* locus, GEO accession code GSE166041, *N* = 2 biologically independent RNA-seq experiments. **c** MA plots of RNA-sequencing data comparing repeat sequence expression of control and cellular stress inducer-treated mES cells. GEO accession code GSE166041, *N* = 2 biologically independent RNA-seq experiments. **d** Violin plots demonstrating the expressional changes of stage-specific gene clusters of mouse pre-implantation embryos under different types of cellular stress treatment; C1 vs. all genes: *p* = 4.71E−11(***), C2 vs. all genes: *p* = 2.96E−05(***), two-sided, Mann–Whitney *U*-test. GEO accession code GSE166041, *N* = 2 biologically independent RNA-seq experiments. **e** Hierarchical clustering of transcriptomes from our study, published 2C-like cell model studies and pre-implantation mouse embryos; Control, CX-5461, Rotenone and Rapamycin: GEO accession code GSE166041; 2C::*tdTomato*^+^ and 2C::*tdTomato*^-^: GEO accession code GSE33923; Zscan4_Em^+^ and Zscan4_Em^-^: GEO accession code GSE51682; Kap1_KO and Kap1_WT: GEO accession code GSE74278; CAF1_WT and CAF1_KO: GEO accession code GSE85632, Dux_GFPpos and Dux_GFPneg: GEO accession code GSE85632; LINE1 ASO and RC ASO: GEO accession code GSE100939; Dppa4_GFPpos and Dppa4_GFPneg: GEO accession code GSE120953, NELFA_GFPpos and NELFA_GFPneg: GEO accession code GSE113671; Lin28a_KO and Lin28a_WT: GEO accession GSE164420; MII-Oocyte, zygote, early 2-cell, 2-cell, 4-cell, 8-cell, ICM and mES cells: GEO accession code GSE66390. Gene expression levels of two biological replicates in same developmental stage were averaged for clustering. **d** The center line is the median, the bottom of the box is the 25th percentile boundary, the top of the box is the 75th, and the top and bottom of vertical line define the bounds of the data that are not considered outliers, with outliers defined as greater/lesser than ±1.5× IQR, where IQR inter-quartile range.

We next asked how the population homeostasis of 2CLCs and ES cells altered in response to rRNA biogenesis defect at the single cell level. 

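Single-cell RNA-seq libraries were made on the 10x Genomics droplet system from untreated mouse embryonic stem (mES) cells and from mES cells treated with CX-5461, a small molecule that inhibits RNA polymerase I and thereby rRNA synthesis. The sample labels list 4 samples per condition, while the legend of Supplementary Fig. S2 gives 1 biologically independent experiment, and the cells of a condition lie in 1 table whose barcodes carry no sample of origin. Each condition was therefore analysed as 1 library, and no test between conditions was run, since cells of 1 library are not replicates. The authors deposited counts of unique molecular identifiers (UMIs), which mark single captured RNA molecules, per gene and barcode, without normalization. The control table held 3838 barcodes with 49610287 UMIs, a median of 12800 UMIs per barcode. The CX-5461 table held 4922 barcodes with 69841836 UMIs, a median of 13952. The 25th percentile was 3324 UMIs per barcode in the control table and 10696 in the CX-5461 table, so shallow cells were more frequent in the control library. Of the 54146 gene identifiers, 54079 matched the GENCODE annotation of GRCm38 (mm10) when version numbers were ignored. MERVL and other repeats were not analysed here. Cells were filtered as in the methods, UMIs were summed over the kept cells of a library and given as CPM, relative to the library's total, and log2 ratios are CX-5461 over control. Intervals are exact Poisson intervals for summed UMIs and exact Clopper-Pearson intervals for shares of cells, at 95%, and cover counting error only. Gene lists held 41 2C genes, of which 40 were found in the tables, 19 pluripotency genes, 99 ribosome biogenesis genes and 79 ribosomal protein genes. Across the 12358 genes with at least 200 UMIs over both libraries, the median log2 ratio was 0.34, so that the direction of small changes depended on the scaling. With the TMM factor between the libraries in place of library totals, every log2 ratio was lower by 0.35.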

In line with bulk RNA-seq data, we observed that the 2C marker genes are up-regulated and pluripotent genes were downregulated in CX-5461-treated mES cells (Supplementary Fig. S2a, b). 

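The pooled level of each 2C marker gene was higher in the CX-5461 library. Dux, listed as Duxf3 (ENSMUSG00000075046.7, chromosome 10 of GRCm38, 58229979 to 58232675), had 3 UMIs in control cells, 0.0606 CPM (0.0125 to 0.177), and 53 UMIs in CX-5461-treated cells, 0.771 CPM (0.578 to 1.01), a ratio of 12.7 (4.12 to 63.6). The gene AW822073, listed beside it, had 0 and 1 UMIs. Zscan4d (ENSMUSG00000090714.10, chromosome 7, 11161374 to 11166159) rose from 2.10 CPM (1.72 to 2.55) to 5.48 CPM (4.94 to 6.07), a ratio of 2.61 (2.09 to 3.27). Gm12794 (ENSMUSG00000070890.3, chromosome 4, 101940407 to 101943183) had 4 UMIs in control cells and 149 in CX-5461-treated cells, a ratio of 26.8 (10.3 to 99.7). Gm4340 (ENSMUSG00000090854.9, chromosome 10, 104194042 to 104196522) had 2 UMIs in control cells and 40 UMIs in only 7 CX-5461-treated cells, a ratio of 14.4 (3.73 to 123). These genes are annotated as protein coding and belong to families with similar copies, so that their own levels are uncertain where a read could come from more than 1 copy. The authors marked at most 1 count per gene and library as shared with another gene. The 2C genes together stood at 38.3 CPM in control cells and 193.2 CPM in CX-5461-treated cells. A few cells carried much of these sums, with 755 of 1893 UMIs in 1 control cell and 1613 of 13280 in 1 CX-5461-treated cell, without which the levels were 23.0 CPM and 169.7 CPM. All 16 of them with at least 200 UMIs had a higher level after treatment, with a median log2 ratio of 2.32 on library totals and 1.97 with the TMM factor, at the 100th percentile of 10000 random gene lists matched on mean expression. For Zscan4d the log2 ratio was 1.38 for summed UMIs and 0.54 for the mean over cells of each cell's CPM. On library totals the pluripotency genes showed no common direction. Of 19 genes, 10 were higher and 9 were lower in the CX-5461 library on library totals, and the median log2 ratio was 0.067 (counting interval -0.016 to 0.14). The log2 ratio of their sums was 0.11 and the mean of their log2 ratios -0.15, so that the measures differed in sign. Dppa5a alone, with a log2 ratio of 0.27, held 226516 of the 367193 control UMIs of the list and 379305 of 551027 after treatment. With the TMM factor the median was -0.28, and 6 of the 19 genes lay above the median of all genes. The list median stood at the 16.5th percentile of random lists. Pou5f1 (ENSMUSG00000024406.16, chromosome 17, 35506018 to 35510772) fell from 840.3 CPM (832.3 to 848.4) to 700.5 CPM (694.3 to 706.8), a log2 ratio of -0.26 on library totals, which ranged from -0.61 with the TMM factor to -0.16 as a mean over cells.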

As expected, we found a marked expansion of the population with MERVL expression in mES cells treated with CX-5461 (Fig. 2a). Strikingly, we observed that the expression level of MERVL genes showed significant negative correlation with ribosomal protein genes (Fig. 2b–d and Supplementary Fig. S2c). Using a 2C::*tdTomato* reporter in which a *tdTomato* gene is under control of a MERVL promoter, we examined 2C status of individual cells by fluorescence activated cell sorting (FACS) analysis. Consistent with single-cell RNA-seq data, we observed that CX-5461-treatment induced a significant increase in the number of *tdTomato* positive (2C::*tdTomato*+) mES cells in a dose-dependent manner (Fig. 2e and Supplementary Fig. S2d). Moreover, the percentage of *tdTomato* positive cells was largely maintained even at 24 h after CX-5461 withdrawal (Fig. 2f). Importantly, although CX-5461, mostly at a high concentration, induced mild cell apoptosis, the majority of *tdTomato* positive cells were negative for the apoptosis markers Annexin-V and DAPI^32^ (Supplementary Fig. S2e–g), suggesting that the emergence of 2C::*tdTomato*^+^ cells under CX-5461 treatment was not due to the activation of apoptosis pathway. Collectively, these results demonstrate that inhibiting rRNA biogenesis induced a shift of the ES cell homeostasis toward the MERVL-expressing and ribosomal gene repressed 2CLCs^33,34^.

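The size of the population with 2C gene expression was counted per cell as the number of cells that reached a minimum number of UMIs of the 2C genes. With at least 1 UMI there were 162 of 3767 control cells, 4.30% (3.68 to 5.00), and 818 of 4697 CX-5461-treated cells, 17.4% (16.3 to 18.5). Fibroblast-like cells, named from their marker genes in these cultures on fibroblast feeder cells, served as a background, and 10.2% of 216 such control cells and 14.2% of 162 such CX-5461-treated cells had at least 1 UMI, at median depths of 20618 and 23608 UMIs. Sp110 gave 31 of the 36 UMIs in fibroblast-like control cells and 15 of the 54 in fibroblast-like CX-5461-treated cells, and was singled out after its values were seen. In the control library it stood at 6.81 CPM (4.63 to 9.67) in fibroblast-like cells and 0.467 CPM (0.289 to 0.714) in the others, so that the full list gives no background there. Without Sp110, 3.69% of all control cells and 15.5% of all CX-5461-treated cells had a UMI of the list, and 2.31% (0.756 to 5.32) and 6.17% (3.00 to 11.1) of the fibroblast-like ones. At least 5 UMIs were found in 17 control cells, 0.451% (0.263 to 0.722), and 138 CX-5461-treated cells, 2.94% (2.47 to 3.46). At least 20 UMIs were found in 12 control cells, 0.319% (0.165 to 0.556), and 64 CX-5461-treated cells, 1.36% (1.05 to 1.74). Of the fibroblast-like cells, 1 of 216 and 1 of 162 had at least 5 UMIs, 0.463% (0.0117 to 2.55) and 0.617% (0.0156 to 3.39), and the latter interval includes the share of all CX-5461-treated cells. Between 5 and 19 UMIs lay 5 control cells and 74 CX-5461-treated cells, so that the number of 2C-like cells after treatment depended on the minimum chosen. When every cell was thinned to 3100 UMIs, which left out 824 control and 21 CX-5461-treated cells with fewer, the share with at least 1 UMI was 1.43% (1.03 to 1.92) and 7.49% (6.75 to 8.28). Ribosomal genes were then compared within each library. The 2C-like cluster held 12 control cells, whose median share of UMIs on ribosomal protein genes was 27.5% (quartiles 20.0 and 28.9), beside 28.8% (27.3 and 30.6) in ES-like control cells. In the CX-5461 library the 88 cells of the 2C-like cluster had a median of 24.1% (22.4 and 25.4) and ES-like cells 23.9% (22.4 and 25.1). For ribosome biogenesis genes the medians were 0.981% in 2C-like and 1.31% in ES-like control cells, and 1.02% in 2C-like and 1.11% in ES-like CX-5461-treated cells, lower in the 2C-like cells of both libraries. From the single-cell data on MERVL and ribosomal genes, together with the reporter assays, the paper concludes that blocking rRNA biogenesis moved the balance of ES cells toward 2C-like cells that express MERVL and have repressed ribosomal genes.

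**Figure D1:**
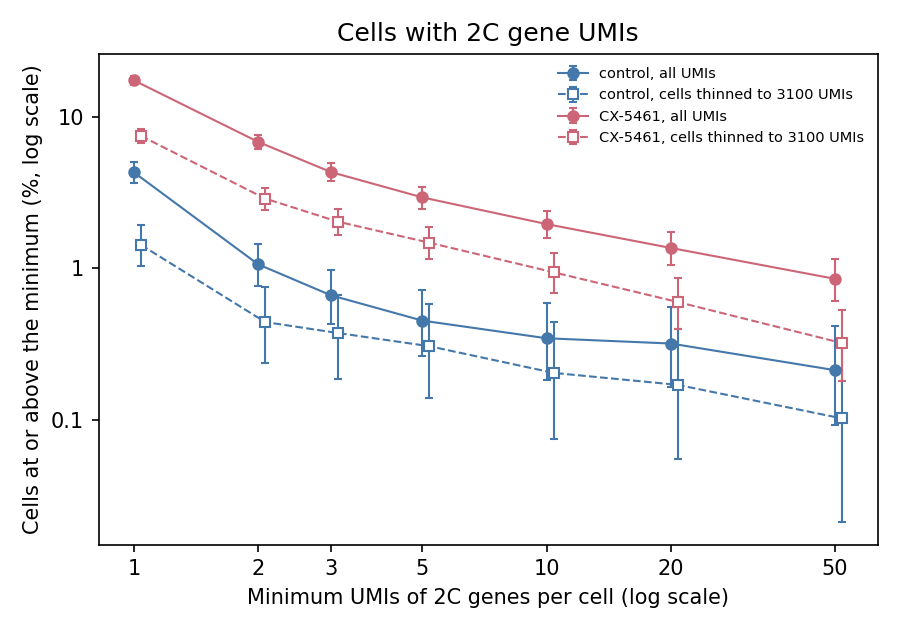
Percentage of kept cells (vertical axis, log scale) with at least the given number of UMIs of the 2C genes (horizontal axis, log scale) in the control and CX-5461 libraries. Circles use all UMIs and squares cells thinned to 3100 UMIs, bars are exact 95% binomial intervals for counting error, and at a minimum of 5 UMIs the control library stands at 0.451% and the CX-5461 library at 2.94%.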

**Fig. 2:**
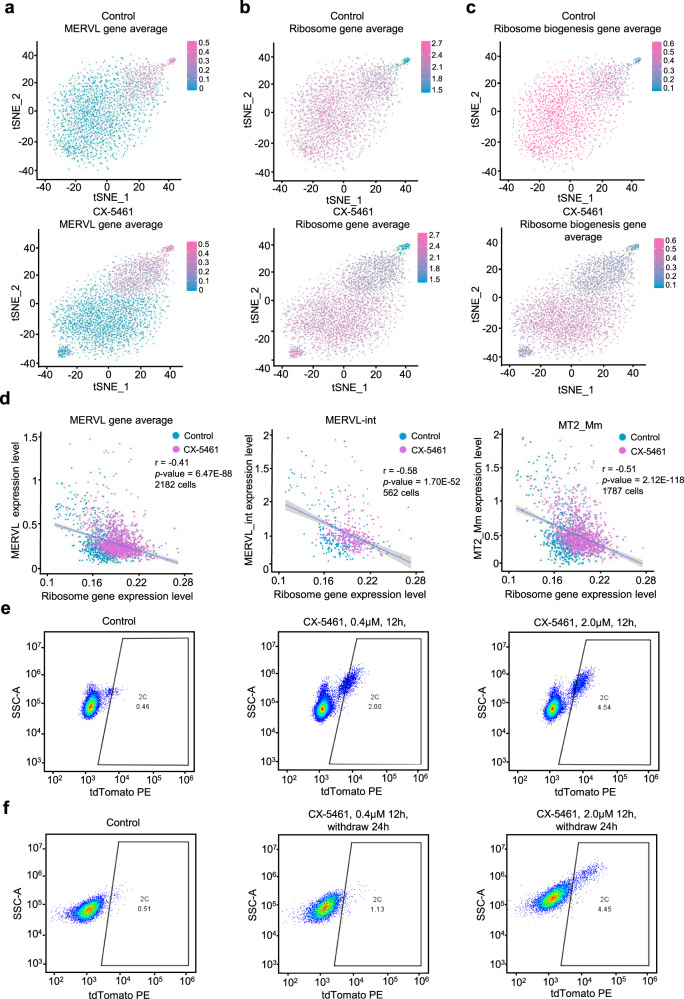
Inhibition of rRNA biogenesis induced an expanded 2C-like cell population in mES cells. **a** tSNE feature plots demonstrating the averaged expression levels of *MERVL* genes in 2981 control mES cells and 3219 CX-5461-treated mES cells. GEO accession code GSE166041. **b** tSNE feature plots demonstrating the averaged expression levels of ribosome genes in 2981 control mES cells and 3219 CX-5461-treated mES cells. GEO accession code GSE166041. **c** tSNE feature plots demonstrating the averaged expression levels of ribosome biogenesis genes in 2981 control mES cells and 3219 CX-5461-treated mES cells. GEO accession code GSE166041. **d** Scatter plots demonstrating negative correlation of expression level between MERVL/MERVL-int/MT2_Mm and ribosome genes; Each dot represents a single cell with detectable ERV expression; *r* denotes correlation coefficient; *p*-value was obtained by cor.test function in R software. GEO accession code GSE166041. **e** FACS analysis on 2C::*tdTomato*^+^ mES cells upon different treatment doses of CX-5461, showing the change of percentage of 2C-like cells. **f** FACS analysis on 2C::*tdTomato*^+^ mES cells after 12 h of treatment and 24 h withdrawal of CX-5461, showing the change of percentage of 2C-like cells.

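Ribosomal protein genes took 28.6% of all UMIs of control cells and 23.6% of all UMIs of CX-5461-treated cells, a log2 ratio of the sums of -0.28. With the TMM factor this log2 ratio was -0.63, and as a mean over cells it was -0.19. Of the 79 ribosomal protein genes, 57 were lower in the CX-5461 library on library totals and 8 lay above the median of all genes. The median log2 ratio over the 79 genes was -0.25 (counting interval -0.26 to -0.24), at the 0.05th percentile of matched random lists. The 1 library per condition gives no replicate check of this difference. Per cell, the average of log-normalized values over the list had a median of 3.36 in control cells and 3.12 in CX-5461-treated cells, and after thinning to the same depth 3.33 and 3.04. The level was not uniform within a library. In the control library, 1174 cells in unnamed clusters with a median of only 2393 UMIs and 11.9% of UMIs on mitochondrial genes had a median of 21.0% of UMIs on ribosomal protein genes. In the CX-5461 library an ES-like cluster of 508 cells, led by the stress gene Hspa5, Lefty2 and mitochondrial genes, had a median of 5947 UMIs, 15.7% mitochondrial UMIs and 14.5% of UMIs on ribosomal protein genes.

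**Figure D2:**
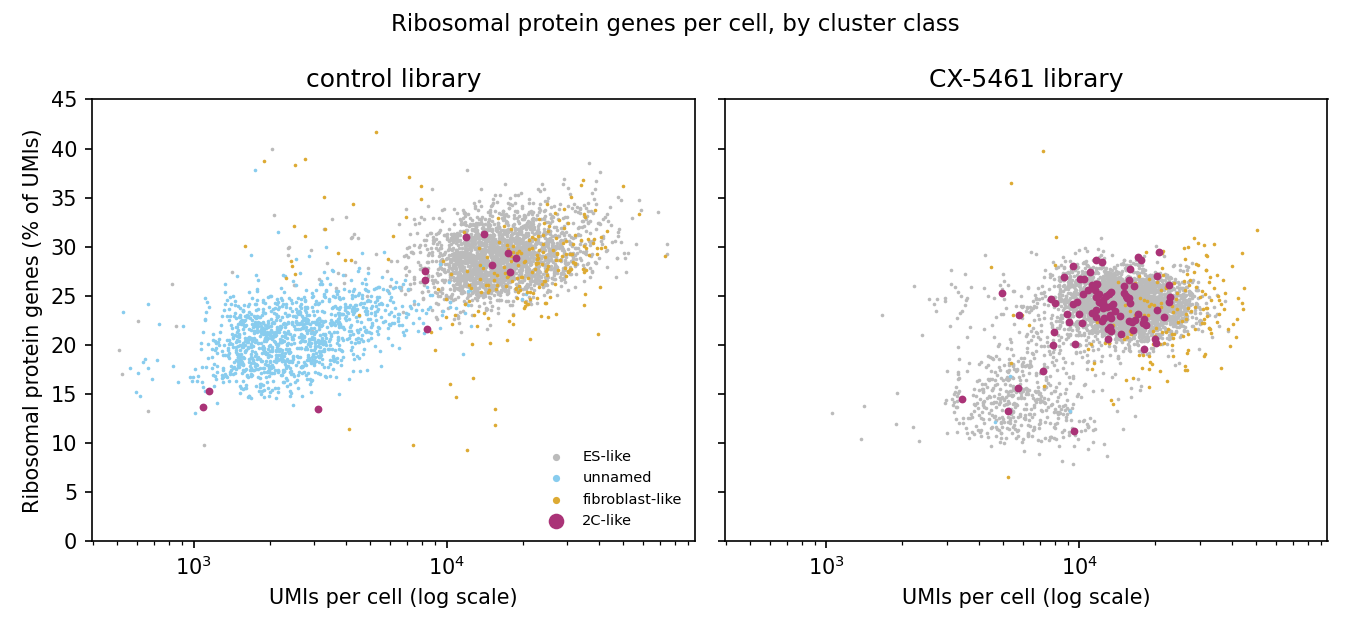
Share of each cell's UMIs on ribosomal protein genes (vertical axis, percent) against the cell's total UMIs (horizontal axis, log scale) for kept cells of the control library (left) and the CX-5461 library (right), with 1 point per cell coloured by cluster class. ES-like cells had medians of 28.8% in the control library and 23.9% in the CX-5461 library.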

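Ribosome biogenesis genes stood at 12294 CPM in control cells (12263 to 12325) and 10861 CPM in CX-5461-treated cells (10836 to 10885), a log2 ratio of the sums of -0.18. Single genes of the list went both ways on library totals, with 51 of 99 higher and 48 lower in the CX-5461 library and a median log2 ratio of 0.028 (counting interval -0.0052 to 0.050), so that the median and the sums differed in sign. With the TMM factor the list median was -0.32, and 18 of the 99 genes lay above the median of all genes. Among matched random lists, whose median was 0.25, the list median stood at the 0.05th percentile. The average of log-normalized values per cell had a median of 0.468 in control cells and 0.479 in CX-5461-treated cells at the deposited depth, and of 0.365 and 0.346 after thinning, which also left out shallow cells, most of them control cells. Among ES-like cells at the deposited depth it was 0.510 and 0.483, so that its direction between the libraries depended on the cells used. Among ES-like cells, ribosome biogenesis genes took a median of 1.31% of UMIs in the control library (quartiles 1.13 and 1.47) and 1.11% in the CX-5461 library (0.984 and 1.24).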

### Deficiency of rRNA biogenesis disrupted the normal state of nucleolar liquid–liquid phase separation (LLPS) and the epigenetic state of the PNH

As it has been reported that ribosomal RNA plays a critical role in maintaining phase separation of nucleolus^35–37^ and phase transition is involved in nucleolar stress^37,38^, we examined whether nucleolar stress induced by rRNA biogenesis defect leads to changes of nucleolar phase separation. Using electron microscopy, we observed that CX-5461-treated mES cells displayed abnormal nucleolar structure, missing the outer layer usually associated with dense electron intensity (Fig. 3a). Immunofluorescence of key granular compartment (GC) and nucleolar dense fibrillar component (DFC) marker proteins NPM1 and NCL revealed that CX-5461 treatment led to disappearance of the NPM1-marked and NCL-marked “ring” structure (Fig. 3b, c). Indeed, this molecular phenotype was observed in ~93% CX-5461 treated mES cells (26 out of 28 detected CX-5461 treated mES cells). Immunofluorescence of FBL and RPA194 protein also showed abnormal distribution and morphology with aggregated pattern in the nucleolus upon treatment (Fig. 3d, e). Consistently, fluorescence recovery after photobleaching (FRAP) analysis revealed that CX-5461 treatment markedly increased the mobility of NCL, NPM1, and FBL (Fig. 3f–h). Together, these data demonstrate that nucleolar stress caused disrupted assembly of the phase-separated nucleolar sub-compartments, which became fused and more dynamic liquid-like droplets^37,38^.

**Fig. 3:**
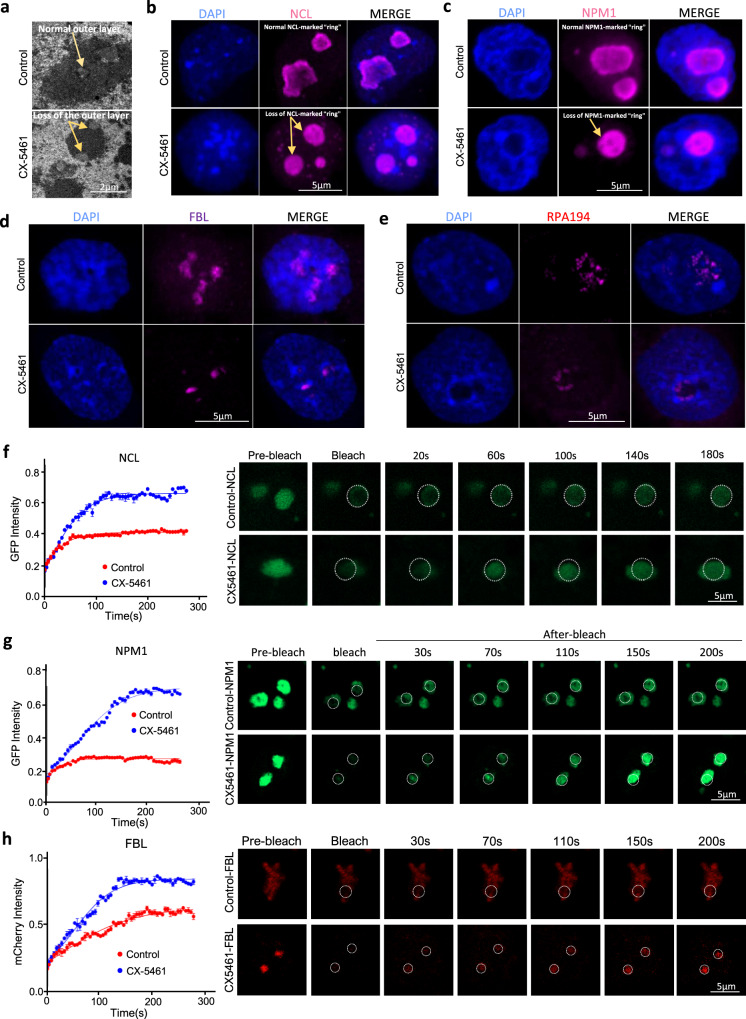
Deficiency of rRNA biogenesis disrupted the normal state of nucleolar LLPS. **a** CX-5461 treatment causes abnormal nucleolar structure with electron microscopy; Experiment was repeated independently three times with similar results. **b** Immunofluorescence staining of NCL in control mES cells and CX-5461-treated mES cells; Experiment was repeated independently three times with similar results. **c** Immunofluorescence staining of NPM1 in control mES cells and CX-5461-treated mES cells; Experiment was repeated independently three times with similar results. **d** Immunofluorescence staining of FBL in control mES cells and CX-5461 treated mES cells; Experiment was repeated independently three times with similar results. **e** Immunofluorescence staining of RPA194 in control and CX-5461 treated mES cells; Experiment was repeated independently three times with similar results. **f** FRAP analysis showing CX-5461 treatment causes accelerated recovery after photobleaching of NCL; *N* = 3 biologically independent experiments; Data are presented as mean values +/− SEM. SEM standard error of mean. Shown images are representative of three times of biologically independent experiments. **g** FRAP analysis showing CX-5461 treatment causes accelerated recovery after photobleaching of NPM1; *N* = 3 biologically independent ChIP-seq experiments; Data are presented as mean values +/− SEM. SEM standard error of mean. Shown images are representative of three times of biologically independent experiments. **h** FRAP analysis showing CX-5461 treatment causes accelerated recovery after photobleaching of FBL; *N* = 3 biologically independent ChIP-seq experiments; Data are presented as mean values +/− SEM. SEM standard error of mean. Shown images are representative of three times of biologically independent experiments. Source data are provided as a Source Data file.

As it has been observed that phase separation can regulate the epigenetic state of chromatin^39–41^, we examined the epigenetic changes at the loci of the peri-nucleolar heterochromatin (PNH) region in CX-5461-treated mES cells. It has been reported that transcriptionally inactive genomic regions organize into Inactive Hubs around the nucleolus^42^. In addition, the nucleolar associated domains (NAD) or LINE1/L1 repeat sequence regions are also defined as repressive chromosomal segments enriched with peri-nucleolar heterochromatin^43–49^. We thus examined the epigenetic changes on these regions and found decreased H3K9me3 and H3K27me3 levels in CX-5461 treated cells (Fig. 4a, b and Supplementary Fig. S3a–c). Moreover, we observed increased H3K4me3 and H3K27ac levels and improved chromatin accessibility at Inactive Hub^42^, NAD^43,45^, and L1 regions (downloaded from UCSC Table Browser) in CX-5461 treated cells (Fig. 4c–g and Supplementary Fig. S3d–f). Previous work has reported that nucleolar protein nucleolin NCL and its interacting partner the heterochromatin protein TRIM28 repress 2C-like program by maintaining the PNH region in mES cells^14^. The disappeared NCL-marked “ring” structure suggested that rRNA biogenesis defect promoted the dissociation of NCL/TRIM28 complex from PNH region. To validate this, we conducted ChIP-seq experiment to investigate the binding changes of NCL/TRIM28 complex on the loci of the PNH region in CX-5461-treated mES cells and found decreased binding of NCL and TRIM28 proteins on Inactive Hub, NAD, and L1 regions (Fig. 4h, i and Supplementary Fig. S3g–i). Altogether, these results demonstrated the rRNA biogenesis defect affected the normal state of nucleolar phase separation and changed the epigenetic state of the heterochromatic regions at the periphery of nucleolus by breaking up the binding of NCL/TRIM28 complex on the PNH region.

**Fig. 4:**
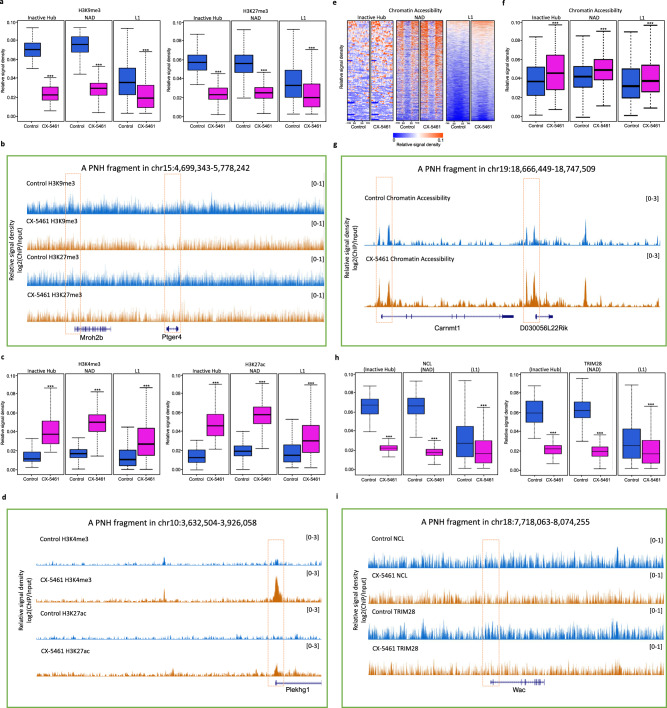
Deficiency of rRNA biogenesis changed the normal epigenetic state of PNH region. **a** Boxplots demonstrate the averaged H3K9me3 and H3K27me3 levels of 101 Inactive Hub fragments, 578 NAD fragments and 34888 L1 sequences; H3K9me3 of PNH: *p* = 2.56E−34(***), H3K9me3 of NAD: *p* = 9.64E−185(***), H3K9me3 of L1: *p* = 0(***), H3K27me3 of PNH: *p* = 1.89E−33(***), H3K27me3 of NAD: *p* = 2.35E−160(***), H3K27me3 of L1: *p* = 0(***), two-sided, Wilcox signed rank test; *N* = 1 biologically independent ChIP-seq experiment. GEO accession code GSE166041 . **b** UCSC Genome Browser viewing of H3K9me3 and H3K27me3 ChIP-seq signals in control and CX-5461 treated mES cells around a representative PNH fragment at chr15:4,699,343–5,778,242. GEO accession code GSE166041. **c** Boxplots demonstrate the averaged H3K4me3 and H3K27ac levels of 101 Inactive Hub fragments, 578 NAD fragments and 34888 L1 sequences; H3K4me3 on PNH: *p* = 1.86E−23(***), H3K4me3 on NAD: *p* = 8.48E−172(***), H3K4me3 on L1: *p* = 0(***), H3K27ac on PNH: *p* = 6.46E−26(***), H3K27ac on NAD: *p* = 2.22E−172(***), H3K27ac on L1: *p* = 0(***), two-sided, Wilcox signed rank test, *N* = 1 biologically independent ChIP-seq experiment. GEO accession code GSE166041. **d** UCSC Genome Browser viewing of H3K4me3 and H3K27ac ChIP-seq signals in control mES cells and CX-5461 treated mES cells around a representative PNH fragment at chr10:3,632,504–3,926,058. GEO accession code GSE166041. **e** Heatmap plots demonstrate the levels of chromatin accessibility on within 1 mb region around start and end sites of Inactive Hub and NAD, and within 1 kb region around start and end sites of L1. The regions of different lengths of Inactive Hub and NAD fragments were fitted to 1 mb. The regions of different lengths of L1 sequences were fitted to 1 kb. SS: start site of a chromatin fragment of PNH; ES: end site of a chromatin fragment of PNH. The PNH fragment was defined as the L1 contained regions overlapped with Inactive Hub and NAD. GEO accession code GSE166041. **f** Boxplots demonstrate the averaged chromatin accessibility of 101 Inactive Hub fragments, 578 NAD fragments and 34,888 L1 sequences; chromatin accessibility of PNH: *p* = 0(***), chromatin accessibility of NAD: *p* = 2.65E−09(***), chromatin accessibility of L1: *p* = 9.17E−74(***), two-sided, Wilcox signed rank test, *N* = 1 biologically independent ChIP-seq experiment. GEO accession code GSE166041. **g** UCSC Genome Browser viewing of ATAC-seq signals in control and CX-5461 treated mES cells around a representative PNH fragment at chr19:18,666,449–18,747,509. GEO accession code GSE166041. **h** Boxplots demonstrate the averaged binding signals of NCL and TRIM28 on 101 Inactive Hub fragments, 578 NAD fragments and 34,888 L1 sequences; NCL on PNH: *p* = 2.56E−34(***), NCL on NAD: *p* = 1.71E−179(***), NCL on L1: *p* = 0(***), TRIM28 on PNH: *p* = 3.16E−34(***), TRIM28 on NAD: *p* = 1.04E−175(***), TRIM28 on L1: *p* = 0(***), two-sided, Wilcox signed rank test, *N* = 1 biologically independent ChIP-seq experiment. GEO accession code GSE166041. **i** UCSC Genome Browser viewing of NCL and TRIM28 ChIP-seq signals in control and CX-5461 treated mES cells around a representative PNH fragment at chr18:7,718,063–8,074,255. GEO accession code GSE166041. **a**, **c**, **f**, **h** The center line is the median, the bottom of the box is the 25th percentile boundary, the top of the box is the 75th, and the whiskers define the bounds of the data that are not considered outliers, with outliers defined as greater/lesser than ±1.5× IQR, where IQR inter-quartile range.

### 2C/ERV genes were activated through *Dux*

Recent studies have reported that a pioneer transcription factor, the DUX protein, directly binds to promoters and LTR elements on 2C genes and repetitive elements and activates their transcription^10–12^. As *Dux* expression has been reported to be influenced by nucleolar protein NCL^14^, we speculated that *Dux* is the key molecular regulator for nucleolar stress-mediated activation of 2C-like transcriptional program. To this end, we performed the binding motif sequence enrichment analysis of transcription factors on 5258 genes induced by CX-5461. We found that the significantly enriched motifs include both P53 binding sites and DUX binding sites (Fig. 5a). In line with this, we found that 1229 CX-5461-induced genes are P53 direct target genes (Fig. 5b, hypergeometric test, *p*-value = 0)^50^, consistent with the fact that p53 signaling is usually activated under nucleolar stress^51–57^. We further analyzed the overlap between CX-5461 treatment-induced genes and *Dux* over-expression-induced genes using published RNA-seq data^11^, and found 621 genes are overlapped (Fig. 5b, hypergeometric test, *p*-value = 2.96e−195). Using P53 and DUX ChIP-seq data in mES cells^11,50^, we further observed that both P53 and DUX showed a pattern of binding to the transcriptional start site (TSS) of CX-5461-induced genes (Fig. 5c). The binding pattern of DUX on these genes is weaker when comparing with the strong binding of P53 on CX-5461-induced genes. This was expected as CX-5461 induces many genes that are P53 target, but not DUX target. Interestingly, we found that P53 favors to bind specifically to CX-5461-induced genes, while DUX exclusively binds to the commonly induced genes between CX-5461-treated and *Dux*-overexpressed cells (Fig. 5d), and to ERV genes induced by CX-5461 (Fig. 5e, f). Consistently, a significant increase of chromatin accessibility in the promoter region is not observed for 4637 CX-5461-induced genes but is observed for 621 commonly induced genes or 10,173 CX-5461-induced ERV genes in *Dux*-overexpressed mES cells^11^ (Supplementary Fig. S4a). In addition, we observed the decreased H3K9me3 and H3K27me3 levels and increased H3K4me3 and K3K27ac levels around *Dux* locus (Supplementary Fig. S4b). These analyses suggested that nucleolar stress-induced 2C activation is through *Dux*. To validate this hypothesis, we silenced *Dux* expression in CX-5461-treated mES cells and found that it reversed the 2C/ERV gene induction (Fig. 5g). We further performed ChIP-qPCR experiments to assess the changes of H3K9me3 & H3K27me3 levels and *Dux* binding of CX-5461-induced 2C marker genes after *Dux* silencing. We observed that, after *Dux* silencing, both H3K9me3 and H3K27me3 were increased. In contrast, *Dux* binding is decreased for CX-5461-induced 2C genes (Fig. 5h–j). When the *Dux* was silenced in CX-5461-treated mES cells, we observed that H3K9me3 and H3K27me3 levels, and DUX binding on CX-5461-induced 2C genes were reversed (Fig. 5h–j). We also performed ATAC-seq experiment to assess the changes of chromatin accessibility after *Dux* silencing. In well support with these results, we observed that chromatin accessibility of CX-5461-induced 2C genes was reversed by *Dux* silencing (Fig. 5k). These results demonstrated that nucleolar stress induced 2C/ERV gene activation through *Dux*. In line with DUX’s role in chromatin accessibility, we observed that the 621 commonly induced genes and 10173 CX-5461 induced ERV genes have increased chromatin accessibility, and decreased H3K9me3 and H3K27me3 levels when comparing CX-5461 treated mES cells with control mES cells or comparing 2-cell embryos with ICM stage embryos^28,29,58^ (Supplementary Fig. S4c–h). In addition, we also found increased H3K4me3 and H3K27ac levels of 621 commonly induced genes and 10,173 CX-5461 induced ERV genes in CX-5461 treated mES cells (Supplementary Fig. S4i, j). Collectively, these results demonstrated that nucleolar stress induced a 2C-like transcriptional and epigenetic program in mES cells through *Dux*.

**Fig. 5:**
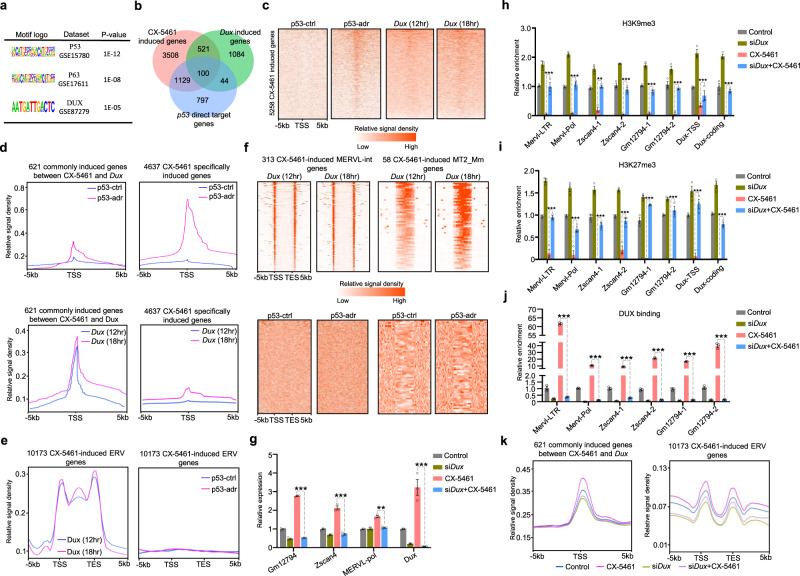
2C/ERV genes were activated through the *Dux*. **a** Enriched binding motifs of 5258 genes induced by CX-5461 treatment. **b** Venn diagrams showing the overlap among CX-5461 treatment induced genes, *p53* activated direct target genes and *Dux*-overexpression induced genes. **c** Heatmap plots demonstrate the binding of *p53* and *Dux* proteins on within 5 kb region around transcription start sites of 5258 CX-5461 induced genes using published P53 ChIP-seq data and DUX ChIP-seq data. GEO accession code GSE26360 for P53 and GEO accession code GSE85632 for DUX . **d** Line plots demonstrate the meta-analysis results of P53 and DUX on within 5 kb region around transcription start sites of 621 commonly induced genes between CX-5461 treatment and *Dux* overexpression and 4637 specifically induced genes by CX-5461 using published P53 ChIP-seq data and DUX ChIP-seq data. GEO accession code GSE26360 for P53 and GEO accession code GSE85632 for DUX. **e** Line plots demonstrate the meta-analysis results of P53 and DUX protein on within 5kb region around transcription start and end sites of 10,173 CX-5461 induced ERV genes using published P53 ChIP-seq data and DUX ChIP-seq data. The regions of different lengths of gene body were fitted to 5 kb. GEO accession code GSE26360 for P53 and GEO accession code GSE85632 for DUX. **f** Heatmap plots demonstrate the binding of P53 and DUX proteins on within 5 kb region around transcription start and end sites of 5258 CX-5461 induced MERVL-int and MT2_Mm genes; The regions of different lengths of gene body were fitted to 5 kb. GEO accession code GSE26360 for P53 and GEO accession code GSE85632 for DUX. **g** qRT-PCR showing the expression of *Dux* or 2C-related genes in *Dux* silenced mES cells; *GM12794*: *p* = 1.21E−13(***), *Zscan4*: *p* = 3.00E−09(***), MERVL-pol: *p* = 4.55E−03(**), *Dux*: *p* = 9.60E−14(***), two-way ANOVA; *N* = 3 biologically independent ChIP-qPCR experiment; Data are presented as mean values +/− SEM. SEM standard error of mean. **h** ChIP-PCR showing H3K9me3 levels of *Dux* or 2C-related genes in *Dux* silenced mES cells; MERVL-LTR: *p* = 1.04E−11(***), MERVL-Pol: *p* = 9.68E−12(***), Zscan4-1: *p* = 2.51E−10(**), Zscan4-2: *p* = 1.67E−11(***), Gm12794-1: *p* = 1.90E−09(***), Gm12794-2: *p* = 2.66E−11(***), Dux-TSS: *p* = 1.35E−04(*), Dux-coding: *p* = 4.92E−11(***), two-way ANOVA; *N* = 3 biologically independent ChIP-qPCR experiment; Data are presented as mean values +/− SEM. SEM standard error of mean. **i** ChIP-PCR showing H3K27me3 levels of *Dux* or 2C-related genes in *Dux* silenced mES cells; MERVL-LTR: *p* = 9.87E−12(***), MERVL-Pol: *p* = 2.05E−08(***), Zscan4-1: *p* = 1.12E−11(***), Zscan4-2: *p* = 5.81E−10(**), Gm12794-1: *p* = 9.56E−12(***), Gm12794-2: *p* = 9.55E−12(***), Dux-TSS: *p* = 9.55E−12(***), Dux-coding: *p* = 1.02E−11(***), two-way ANOVA; *N* = 3 biologically independent ChIP-qPCR experiment; Data are presented as mean values +/− SEM. SEM standard error of mean. **j** ChIP-PCR showing DUX protein binding levels on 2C-related genes in *Dux* silenced mES cells; MERVL-LTR: *p* < 1.00E−15(***), MERVL-Pol: *p* < 1.00E−15 (***), Zscan4-1: *p* < 1.00E−15(***), Zscan4-2: *p* < 1.00E−15(***), Gm12794-1: *p* < 1.00E−15(***), Gm12794-2: *p* < 1.00E−15(***), two-way ANOVA; *N* = 3 biologically independent ChIP-qPCR experiment; Data are presented as mean values +/− SEM. SEM standard error of mean. **k** Line plots demonstrate the meta-analysis results of chromatin accessibility in *Dux* silenced mES cells within 5 kb region around transcription start sites or transcription start and end sites of 621 commonly induced genes between CX-5461 treatment and *Dux* overexpression and 10,173 CX-5461 induced ERV genes. The regions of different lengths of ERV genes were fitted to 5 kb. GEO accession code GSE166041. p53-ctrl: untreated mES cells, p53-adr: mES cells treated with adriamycin, a DNA damage agent widely used to activate *p53*, *Dux* (12 h): mES induced with doxycycline for 12 h, *Dux* (18 h): mES induced with doxycycline for 18 h. Source data are provided as a Source Data file.

### rRNA biogenesis defect drove 3D chromatin structure reorganization of PNH and MERVL regions towards the 2C-like state

The disassembly of PNH region suggested that the 3D chromatin structure within PNH region might have reshaped under CX-5461 treatment. To explore the reorganization of 3D chromatin conformation landscape of CX-5461-treated mES cells relative to control mES cells, we performed in situ Hi-C with more than four hundred million sequenced raw read pairs per sample. We observed markedly decreased higher-order chromatin interactions within PNH region indicated by the Inactive Hub, NAD, and L1 regions in the treated cells (Fig. 6a–c, compared with randomly selected genomic regions, Mann–Whitney *U*-test, the replicates of experiment *N* = 10, averaged *p* = 0, 0, 3.42E−06 for Inactive Hub, NAD, and L1, respectively). Moreover, the *Dux* locus is significantly further away from the PNH region as characterized by the largely decreased Hi-C contacts (Fig. 6a–c, g–i) compared with randomly selected genomic regions, Mann–Whitney *U*-test, the replicates of experiment *N* = 10, averaged *p* = 1.65E−05, 7.82E−05, 2.68E−03 for Inactive Hub, NAD, and L1, respectively). We further analyzed the 3D chromatin structural correlation within PNH region, and between the *Dux* locus and PNH region by comparing Hi-C pearson correlation coefficient (PCC) matrix of control and CX-5461-treated mES cells. We observed the obviously decreased 3D chromatin structural correlation within PNH region (compared with randomly selected genomic regions, Mann–Whitney *U*-test, the replicates of experiment *N* = 10, averaged *p* = 0 for all Inactive Hub, NAD, and L1) and between the *Dux* locus and PNH region (compared with randomly selected genomic regions, Mann–Whitney *U*-test, the replicates of experiment *n* = 10, averaged *p* = 1.86E−6, 5.03E−6, 4.02E−5 for Inactive Hub, NAD, and L1, respectively) (Fig. 6d–f, j–l). We further validated the above findings using DNA fluorescence in situ hybridization (FISH) and found that the *Dux* locus and a locus within PNH region located further from the peri-nucleolar region indicated by NCL staining in the CX-5461-treated cells (Fig. 6m). Interestingly, by performing the same analysis as above on public Hi-C data of mouse pre-implantation embryo development^21^, we observed that a similar trend of 3D chromatin structure reorganization of PNH and *Dux* regions when comparing early two-cell embryos with ICM stage embryos, namely, the two-cell embryos showed less organized PNH and less contacts between the *Dux* Locus and the PNH (Supplementary Fig. S5a–d), suggesting a process of maturation of PNH 3D structure organization and of the *Dux* release from the PNH during embryo development. Interestingly, we observed that 3D structure reorganization of PNH was initiated during early two-cell to late two-cell transition, which coincides with the beginning of shutting down *Dux* gene expression during murine early embryo development (Supplementary Figs. S5a–d and  S9d).

**Fig. 6:**
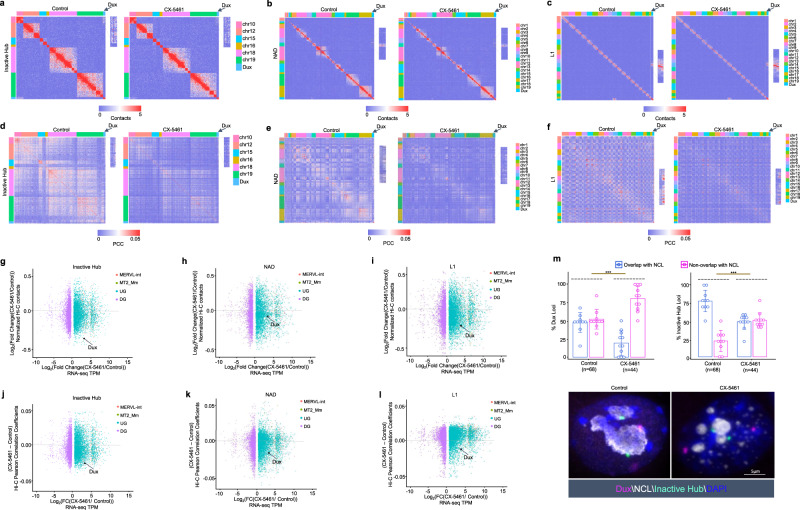
rRNA biogenesis defect drove 3D chromatin structure reorganization of PNH region towards the 2C-like state. **a** Hi-C contact maps of Inactive Hub and 1.5 Mb genomic regions around *Dux* at 150 kb resolution. GEO accession code GSE166041. **b** Hi-C contact maps of NAD and 1.5 Mb genomic regions around *Dux* at 150 kb resolution. GEO accession code GSE166041. **c** Hi-C contact maps of L1 and 1.5 Mb genomic regions around *Dux* at 150 kb resolution. The zoomed-in regions aim to demonstrate the change of Hi-C contacts between *Dux* and chromosome 10 in control mES cells and CX-5461 treated mES cells. GEO accession code GSE166041. **d** Hi-C pearson correlation coefficient (PCC) heat maps of Inactive Hub and 1.5 Mb genomic regions around *Dux* at 150 kb resolution. GEO accession code GSE166041. **e** Hi-C pearson correlation heat maps of NAD and 1.5 Mb genomic regions around *Dux* at 150 kb resolution. GEO accession code GSE166041. **f** Hi-C pearson correlation heat maps of L1 and 1.5 Mb genomic regions around *Dux* at 150 kb resolution. The zoomed-in regions aim to demonstrate the change of Hi-C PCC between *Dux* and chromosome 10 in control mES cells and CX-5461 treated mES cells. GEO accession code GSE166041. **g** Scatter plot demonstrates the log_2_(fold change) of Hi-C contacts between Inactive Hub and different types of genes in control and CX-5461 treated mES cells. GEO accession code GSE166041. **h** Scatter plot demonstrates the log_2_(fold change) of Hi-C contacts between NAD and different types of genes in control and CX-5461 treated mES cells. GEO accession code GSE166041. **i** Scatter plot demonstrates the log_2_(fold change) of Hi-C contacts between L1 and different types of genes in control and CX-5461 treated mES cells. GEO accession code GSE166041. **j** Scatter plot demonstrates the PCC difference between Inactive Hub and different types of genes in control and CX-5461 treated mES cells. GEO accession code GSE166041. **k** Scatter plot demonstrates the PCC difference between NAD and different types of genes in control and CX-5461 treated mES cells. GEO accession code GSE166041. **l** Scatter plot demonstrates the PCC difference between L1 and different types of genes in control and CX-5461 treated mES cells. The difference of PCC is defined as the average (PCC) of Inactive Hub regions and different types of genes in CX-5461 treated mES cells minus the average PCC of Inactive Hub regions and different types of genes in wild type mES cells. PCC Pearson correlation coefficient, MERVL-int: upregulated MERVL-int genes, MT2_Mm upregulated MT2_Mm genes, UG upregulated genes, DG downregulated genes. GEO accession code GSE166041. **m** DNA FISH analysis with a *Dux* locus probe and Inactive Hub locus probe, and co-immunostained with NCL protein. The percentage of Nucleolus-localized (overlapped with NCL) and Nucleoplasm-localized (nonoverlapped with NCL) of FISH signals is calculated. *Dux*: *p* = 3.67E−05(***), Inactive Hub: *p* = 4.13E−05(***), chi-square test; *N* denotes the number of observed mES cells; *N* = 11 biologically independent observations; Data are presented as mean values +/− SEM. SEM standard error of mean. GEO accession code GSE166041. Source data are provided as a Source Data file.

As it has been reported that 2CLCs display increased three-dimensional structural plasticity relative to mES cells^23^, we next asked whether the global 3D chromatin architecture is changed in CX-5461-treated mES cells. We compared control and CX-5461-treated mES cells Hi-C maps, with lymphoblastoid cells as a reference for fully differentiated cells^59^. A global analysis of A(active)/B(inactive) compartment strength showed a slight decrease of contacts within the B compartments in CX-5461-treated mES cells compared with control mES cells (Supplementary Fig. S6a–d). However, at topologically associating domain (TAD) or chromatin loop level, we found a mild increase in their strength in CX-5461-treated mES cells (Supplementary Fig. S6e–i). To specifically investigate 2C-related genes, we further performed an analysis of local architectural differences around MERVL loci. We found that the insulation scores^60^ of chromatin around MERVL genes activated by CX-5461 treatment is markedly increased both globally (Supplementary Fig. S7a) and at local MERVL sites (Fig. 7a and Supplementary Fig. S7b), similar as observed in two-cell embryos compared with ICM^23^ (Fig. 7a, b and Supplementary Fig. S7b), and the topological associated domain (TAD) structure around MERVL gene loci is more obvious (Fig. 7a, b and Supplementary Fig. S7b), showing a more similar pattern as that in two-cell embryos^21^ (Fig. 7a, b and Supplementary Fig. S7b). The chromatin structure reorganization around MERVLs is accompanied with more open chromatin states around *MERVLs* both globally (Supplementary Fig. S7a) and locally (Fig. 7a and Supplementary Fig. S7b) and with their increased expression (Fig. 7a and Supplementary Fig. S7b). These results together demonstrate that nucleolar stress promoted the transformation of mES cells to 2C-like cells with reshaped 3D chromatin structure and its associated epigenetic status to facilitate gene expression, particularly at the PNH and MERVL regions.

**Fig. 7:**
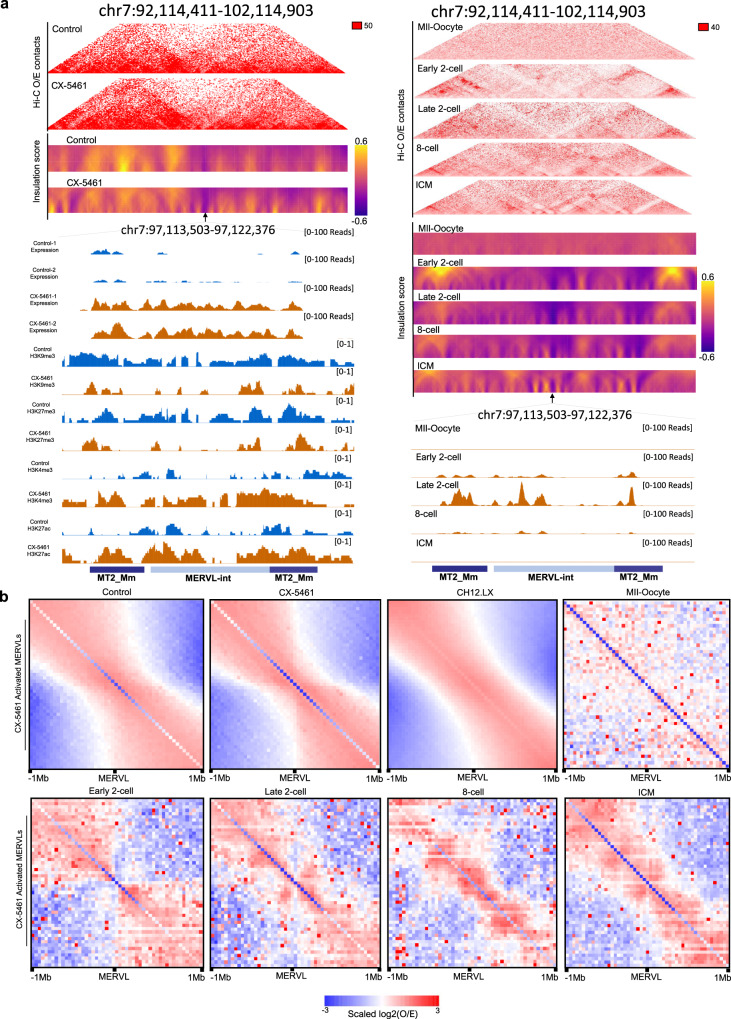
rRNA biogenesis defect drove 3D chromatin structure reorganization of MERVL region towards the 2C-like state. **a** Aggregate Observed(O)/Expected(E) Hi-C matrices centered on CX-5461 induced MERVL genes in control, CX-5461 treated mES cells and mouse embryos throughout mouse pre-implantation embryonic development. GEO accession codes GSE166041, GSE63525, and GSE82185. **b** Representative 40 kb Hi-C O/E interaction matrices of a MERVL loci located at TAD boundaries (chr7:97,113,503–97,122,376) are shown as heatmaps, along with the insulation score and genome browser tracks of RNA-Seq, H3K9me3, H3K27me3, H3K4me3, and H3K27ac ChIP-Seq signals of the expanded genomic region containing the TAD boundary (arrows) in control and CX-5461 treated mES cells as well as in mouse early embryos. GEO accession code GSE166041 and GSE82185.

### Genetic perturbation of rRNA biogenesis recapitulated CX-5461-induced 2C-like molecular phenotypes

To further investigate the critical role of rRNA biogenesis in regulating the 2C program and the homeostasis between mES cells and 2C-like cells, we generated two rRNA biogenesis-inhibited mES cell lines: 1) a line with degraded Pol I protein (PRA1) by an auxin-inducible degron system^61^ (Supplementary Fig. S8a), and 2) a snoRNA knockout line (SNORD113-114 gene cluster, a gift from Pengxu Qian) (Supplementary Fig. S8b), as snoRNAs are required for rRNA modification and biogenesis. Using these two cell lines, we performed DNA FISH experiments and found the similar molecular phenotypes of CX-5461-treated mES cells, i.e., the *Dux* locus and a representative locus within PNH region located further from the peri-nucleolar region (Fig. 8a–d). We then carried out FRAP experiments and consistently observed significantly increased mobility of NCL and NPM1 proteins in these two cell lines compared with their wild-type controls (Fig. 8e–h and Supplementary Fig. S8c–f). In line with these, we found that the 2C marker genes, including *MERVL*, *Dux*, *Zscan4d*, *Gm12794*, and *Gm4340*, were significantly activated in these two cell lines (Fig. 8i, j). Moreover, using FACS analysis, we observed a significant increase of the percentage of *tdTomato* positive cells in these two cell lines compared with control cells (Fig. 8k, l and Supplementary Fig. S8g,h). Collectively, these results further confirmed that repressing rRNA biogenesis can activate 2C-like program and induce the transition of mES cells to 2C-like cells.

**Fig. 8:**
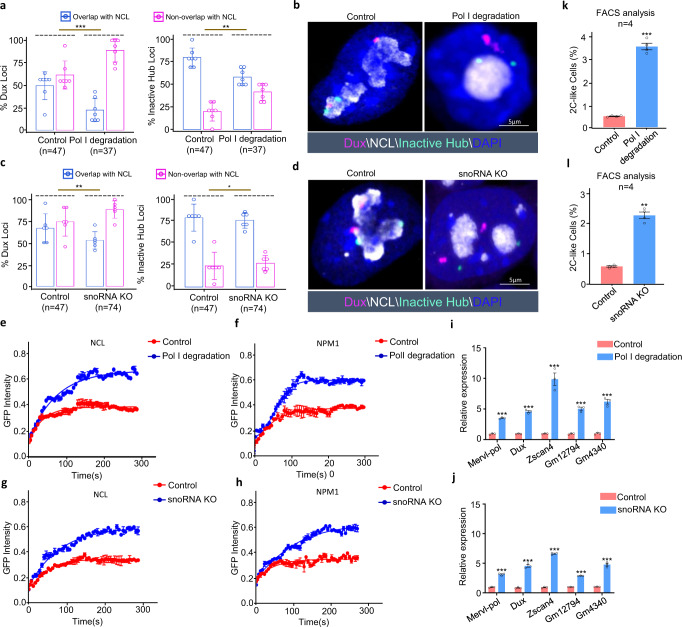
Genetic interferences of rRNA biogenesis recapitulated CX-5461-induced 2C-like molecular phenotypes. **a** The percentage of Nucleolus-localized (overlapped with NCL) and Nucleoplasm-localized (nonoverlapped with NCL) of FISH signals in control and Pol I degradation mES cell lines; *Dux*: *p* = 3.77E−04(***), Inactive Hub: *p* = 1.96E−03(**), chi-square test; *N* denotes the number of observed mES cells; *N* = 7 biologically independent observations; Data are presented as mean values +/− SEM. SEM standard error of mean. **b** DNA FISH analysis with a *Dux* locus probe and Inactive Hub locus probe, and co-immunostained with NCL protein in control and Pol I degradation mES cell lines; Experiment was repeated independently three times with similar results. **c** The percentage of Nucleolus-localized (overlapped with NCL) and Nucleoplasm-localized (nonoverlapped with NCL) of FISH signals in control and snoRNA knockout mES cell lines; *Dux*: *p* = 7.09E−03(**), Inactive Hub: *p* = 0.04(*), chi-square test; *N* denotes the number of observed mES cells, *N* = 6 biologically independent observations; Data are presented as mean values +/− SEM. SEM standard error of mean. **d** DNA FISH analysis with a *Dux* locus probe and Inactive Hub locus probe, and co-immunostained with NCL protein in control and snoRNA knockout mES cell lines; Experiment was repeated independently three times with similar results. **e** FRAP analysis showing Pol I degradation causes accelerated recovery after photobleaching of NCL; *N* = 3 biologically independent experiments; Data are presented as mean values +/− SEM. SEM standard error of mean. **f** FRAP analysis showing Pol I degradation causes accelerated recovery after photobleaching of NPM1; *N* = 3 biologically independent experiments; Data are presented as mean values +/− SEM. SEM standard error of mean. **g** FRAP analysis showing snoRNA knockout causes accelerated recovery after photobleaching of NCL; *N* = 3 biologically independent experiments; Data are presented as mean values +/− SEM. SEM standard error of mean. **h** FRAP analysis showing snoRNA knockout causes accelerated recovery after photobleaching of NPM1; *N* = 3 biologically independent experiments; Data are presented as mean values +/− SEM. SEM standard error of mean. **i** qRT-PCR quantification of 2C marker gene expression in control mES cells and Pol I degraded mES cell lines; MERVL-pol: *p* = 3.15E−04(***), *Dux*: *p* = 3.50E−06(***), *Zscan4*: *p* = 8.25E−13(***), *Gm12794*: *p* = 5.68E−07(***), *Gm4340*: *p* = 1.26E−08(***), two-way ANOVA; *N* = 3 biologically independent experiments; Data are presented as mean values +/− SEM. **j** qRT-PCR quantification of 2C marker gene expression in control mES cells and snoRNA knockout mES cell lines; MERVL-pol: *p* = 4.34E-07(***), *Dux*: p=2.61E-09(***), *Zscan4*: *p* = 3.46E−11(***), *Gm12794*: *p* = 3.70E−06(***), *Gm4340*: *p* = 2.13E−09(***), two-way ANOVA; *N* = 3 biologically independent experiments; Data are presented as mean values +/− SEM. **k** The percentage of 2C::*tdTomato* positive cells was quantified using FACS analysis in control mES cells and Pol I degraded mES cells; *p* = 9.10E−04 (***), two-way ANOVA; *N* = 4 biologically independent experiments; Data are presented as mean values +/− SEM. SEM standard error of mean. **l** The percentage of 2C::*tdTomato* positive cells was quantified using FACS analysis in control mES cells and snoRNA knockout mES cells; *p* = 1.64E−03(**), two-way ANOVA; *N* = 4 biologically independent experiments; Data are presented as mean values +/− SEM. SEM standard error of mean. Source data are provided as a Source Data file.

### rRNA biogenesis is critically required at the two-cell-to-four-cell stage transition during pre-implantation embryo development

To better understand whether the physiological function of rRNA biogenesis is to facilitate embryo development during and after the two-cell exit, we first inspected rRNA expression levels in all stages of pre-implantation mouse embryos. The precursor and matured rRNA levels were low in MII-oocyte, pronuclear zygote, early two-cell and middle two-cell stages but increased sharply from the late two-cell stage to the blastocyst stage (Fig. 9a). We then analyzed the expression levels of different subunit genes of RNA polymerase I (Pol I) in pre-implantation embryos. Different from rRNA expression, Pol I gene mRNA levels increased significantly from the late two-cell stage to four-cell stage but decreased markedly as embryos progressed through eight-cell, morula stages, and reached to blastocysts which still had a higher level than those stages before the late two-cell (Fig. 9b). Consistent with Pol I genes, we observed the similar pattern of increased expression of ribosome biogenesis genes (Supplementary Fig. S9a). This indicated that while the levels of rRNA was gradually accumulated during pre-implantation embryo development, the rRNA biogenesis rate reached to a peak during the late two-cell to the four-cell stage. In contrast, the ERV and 2C marker genes, such as *Dux*, *Zscan4d*, and *Gm12794* were significantly decreased during the late two-cell-to-four-cell stage (Supplementary Fig. S9b–d). This reciprocal expression pattern between 2C marker genes and rRNA biogenesis genes suggested that rRNA biogenesis may play a key role in shutting down the 2C program, as revealed by our 2CLC emergence analysis in cultured mES cells, and in promoting the transition from the two-cell to the four-cell stage. We next applied CX-5461 (an embryo tolerable concentration) to mouse early embryos as they progress through pronuclear zygotes to blastocysts. When compared with the control embryos, we found that CX-5461-treated embryos were indeed blocked before the four-cell stage (Supplementary Fig. S9e). We further divided mouse embryos into four groups according to the different stages of CX-5461 treatment, including transitions of zygote-to-two-cell, two-cell-to-four-cell, and morula-to-blastocyst, respectively (Fig. 9c). Compared with the untreated control, we found that blastocyst formation rates of all three CX-5461-treated groups were decreased, and the two-cell-to-four-cell-treated group showed the strongest decrease of the blastocyst formation rate at both early and late blastocyst stages (Fig. 9d). This is consistent with the pattern of Pol I gene RNA expression and the pattern of PNH reshaping after early two-cell stage during pre-implantation embryo development (Supplementary Fig. S5a–d), indicating that rRNA biogenesis is most critically required during the two-cell-to-four-cell transition compared with other stages. In well support with this, the knockout of *Polr1a* gene led to mouse embryos arrested at two-cell^62^. Moreover, upon successful inhibition of rRNA biogenesis at the morula/blastocyst stage (Fig. 9e), we found the disappearance of the NPM1-marked and NCL-marked “ring” structure and abnormal localization and reduced signal density of FBL in the nucleolus (Supplementary Fig. S9f). Importantly, we observed increased expression of 2C genes such as *Zscan4d*, *Gm4340*, *Dux*, and *Mervl-pol* (Fig. 9f). RNA-seq also demonstrated upregulated C1 and C2 clusters of 2C genes (Fig. 9g) defined before (Supplementary Fig. S1f) as well as ERV genes (Fig. 6h–j) in CX-5461-treated embryos compared with controls, consistent with the results from mES cells described above (Fig. 1a–d and Supplementary Fig. S1a–e). Altogether, these data demonstrated rRNA biogenesis and nucleolar integrity is a molecular switch for the transition from the two-cell to the four-cell embryos.

**Fig. 9:**
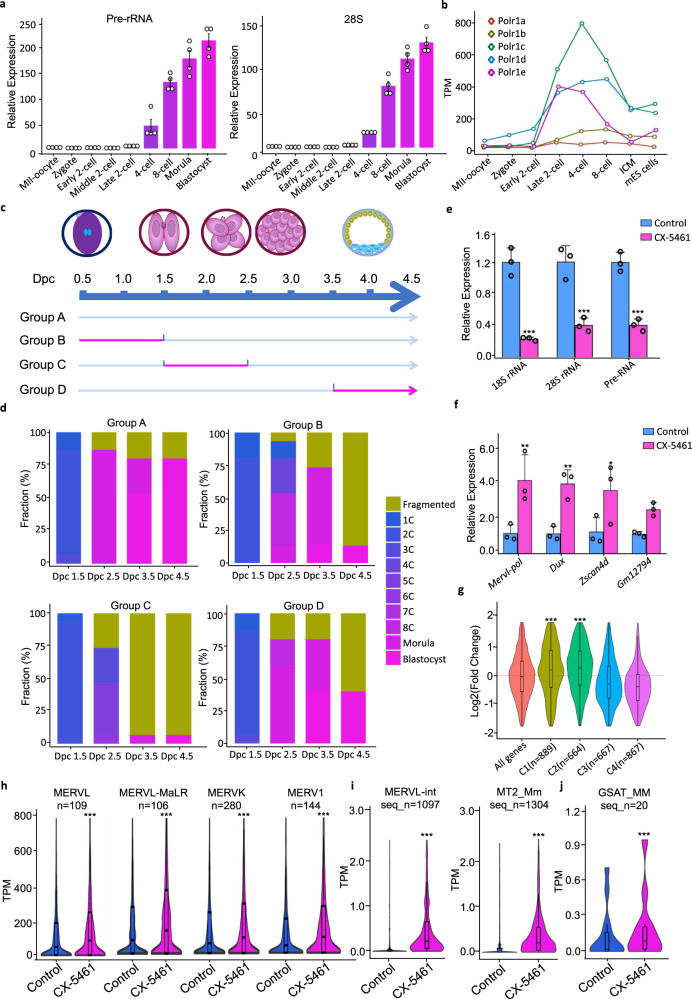
rRNA biogenesis is critically required at the two-cell-to-four-cell stage transition during pre-implantation embryo development. **a** Expression of Pre-rRNA and 28S rRNA across different embryo developmental stages; *N* = 4 biologically independent experiments; Data are presented as mean values +/− SEM. SEM standard error of mean. **b** Expression of different subunit genes of RNA polymerase I across different embryo developmental stages using public pre-implantation mouse embryos RNA-seq data; Gene expression levels of two biological replicates in same developmental stage were averaged for plotting. GEO accession code GSE66390. **c** Different schemes of treatment with CX-5461. The 24 h time window for CX-5461 treatment is highlighted in red; Dpc days post-coitum. **d** Stacked bar plots showing fraction of embryos at different developmental stages with the different CX-5461 treatment schemes in Fig. 6c. The numbers of embryos of group A to group D were all 15 embryos. **e** qRT-PCR showing rRNA expression level in blastocysts, after CX-5461 treatment of morula embryos followed by in vitro culture of the treated embryos; 18S rRNA: *p* = 2.68E−06 (***), 28S rRNA: *p* = 1.98E−05 (***), Pre-rRNA: *p* = 2.17E−05 (***), two-way ANOVA; *N* = 3 biologically independent experiments; Data are presented as mean values +/− SEM. SEM standard error of mean. **f** qRT-PCR showing 2C marker gene expression level in blastocysts, after CX-5461 treatment of morula embryos followed by in vitro culture of the treated embryos. *Dux*: *p* = 4.09E−03(**), MERVL-pol: *p* = 6.82E−03(**), *Zscan4*: *p* = 2.56E−02(*), *Gm12794*: *p* = 2.82E−01, two-way ANOVA; *N* = 3 biologically independent experiments; Data are presented as mean values +/− SEM. SEM standard error of mean. **g** Violin plots demonstrating the expression level changes of stage-specific gene clusters of mouse pre-implantation embryos (as defined in Supplementary Fig. S1) in CX-5461-treated and control blastocyst embryos, C1 vs. All genes: *p* = 4.55E−09, C2 vs. all genes: *p* = 2.30E−14, two-sided, Mann–Whitney *U*-test, *N* = 2 biologically independent RNA-seq experiments. GEO accession code GSE166041. **h** Violin plots show expression levels of major ERV gene classes in control blastocyst embryos and CX-5461 treated blastocyst embryos; *N* denotes the number of sub-classes of ERV genes; MERVL: *p* = 5.11E−05(***), MERVL-MaLR: *p* = 1.65E−07(***), MERVK: *p* = 3.65E−07(***), MERV1: *p* = 3.67E−07(***), two-sided, Wilcox signed rank test; *N* = 2 biologically independent RNA-seq experiments. GEO accession code GSE166041. **i** Violin plots show expression levels of ERV gene sub-classes of MERVL-int and MT2_Mm in control blastocyst embryos and CX-5461 treated blastocyst embryos; seq_n denotes the number of annotated MERVL-int and MT2_Mm sequences; MERVL-int: p=2.65E-18(***), MT2_Mm: *p* = 8.51E−05(***), two-sided, Wilcox signed rank test, *N* = 2 biologically independent RNA-seq experiments. GEO accession code GSE166041. **j** Violin plots show expression levels of ERV gene sub-classes of GSAT_MM in control blastocyst embryos and CX-5461-treated blastocyst embryos; seq_n denotes the number of annotated GSAT_MM sequences; *p* = 3.01E−04(***), two-sided, Wilcox signed rank test, *N* = 2 biologically independent RNA-seq experiments. GEO accession code GSE166041. **g**–**j** The center line is the median, the bottom of the box is the 25th percentile boundary, the top of the box is the 75th, and the top and bottom of vertical line define the bounds of the data that are not considered outliers, with outliers defined as greater/lesser than ±1.5× IQR, where IQR inter-quartile range. Source data are provided as a Source Data file.

## Discussion

Starting from zygotic genome activation (ZGA) at the early two-cell stage, an embryo undergoes multiple developmental stages to be ready for itself for implantation. Along with the pre-implantation embryo development, the activity of anabolic metabolism and translation is progressively increased. Nucleoli, a nuclear sub-compartment responsible for the biogenesis of ribosome, originally derived from nucleolar precursor bodies (NPB), become mature structurally and functionally during this process^63–65^. Interestingly, a recent study reported that TRIM28/Nucleolin/LINE1 complex can regulate both *Dux* repression and rRNA biogenesis^14^. This finding suggests a tight interconnection between turning off ZGA and initiating nucleoli formation. However, we did not completely known how the switch between ZGA and nucleolar formation occurs in the nucleus.

Here, we reported that nucleolar rRNA biogenesis and higher-order 3D chromatin structure remodeling of PNH might coordinate to develop during the two-cell to later stage transition, and we found that mES cells cultured in vitro can transform into 2C-like cells upon nucleolar stress caused by repressing rRNA biogenesis. We propose a mechanistic model for the role of rRNA biogenesis in regulating mouse 2C-like state (Fig. 10). In the unperturbed mouse embryonic stem cells, nucleolar integrity mediated by rRNA biogenesis maintains the normal the liquid–liquid phase separation (LLPS) of nucleolus and the establishment of peri-nucleolar heterochromatin (PNH), and this normal nucleolar LLPS facilitates NCL/TRIM28 complex occupancy on the *Dux* locus and repression of *Dux* expression. In contrast, in the rRNA biogenesis-repressed mouse embryonic stem cells, the natural liquid-like phase of nucleolus is disrupted, causing the dissociation of the NCL/TRIM28 complex from PNH and alterations of epigenetic state and 3D structure of PNH, which finally leads to *Dux* released from PNH region, activation of 2C-like program and transition of mES cells to 2C-like cells. Given the dynamic regulation of nucleolus and rRNA gene chromatin during early embryo development and the sensitivity of embryos to environmental stress at the early stages, it is conceivable that embryos may use the mechanisms elucidated above to ensure its safe development.

**Fig. 10:**
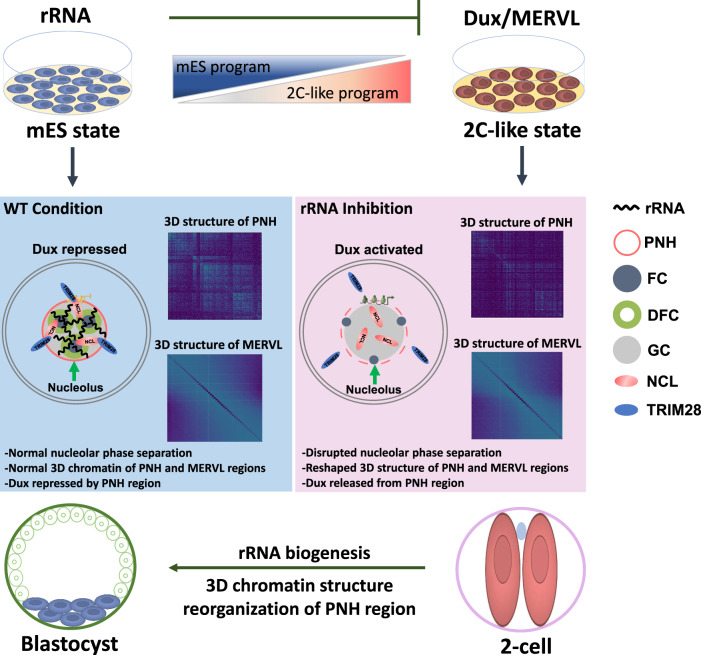
A mechanistic model for the role of rRNA biogenesis in regulating mouse 2C-like state. In the unperturbed mES cells, nucleolar integrity mediated by rRNA biogenesis maintains the normal liquid-liquid phase separation (LLPS) of nucleolus and the formation of peri-nucleolar heterochromatin (PNH) containing *Dux*, and this normal nucleolar LLPS facilitates NCL/TRIM28 complex occupancy on the *Dux* locus and repression of Dux expression. In contrast, in the rRNA biogenesis-inhibited mES cells, the natural liquid-like phase of nucleolus is disrupted, causing dissociation of the NCL/TRIM28 complex from PNH and changes of epigenetic state and 3D structure of PNH, which eventually leads to *Dux* released from PNH, activation of 2C-like program and transition of mES cells to 2C-like cells.

Nucleolus, the largest membrane-less condensate in a cell, is a stress-sensitive organelle and ensure quality control of nuclear proteome under stress^37,38^. Its association with heterochromatin in its periphery confers genetic regulation of key cell fate decision factors such as *Dux* in pluripotent stem cells. Previous studies on nucleolus in stem cells mainly focused on the role of rRNA and its associated chromatin in the context of ES cell self-renewal and differentiation or exit of pluripotency^44,57,66^. In contrast, our work provided a perspective in reprogramming mES cells back to 2C-like cell, and in nucleolar phase separation and 3D chromatin structure remodeling at the PNH. These findings are in line with the emerging notion that phase-separated condensates regulate transcription, epigenetics, and higher-order chromatin structure^39–41,67–70^, and shed light on a previously neglected area of nucleolus-associated condensates in chromatin control during early development. It is worth-mentioning that we do not intend to overstate that the fate transition of mES to 2C-like cell triggered by rRNA biogenesis defect is only explained by LLPS^71^. What we observed is that the integrity of nucleolus mediated by rRNA biogenesis maintains the normal nucleolar LLPS and 3D structure of the PNH. It is possible that 3D structure reshaping of the PNH mediated by nucleolar LLPS is a common thread of RNA and RNA binding protein-mediated Dux silencing and 2C repression (e.g., through rRNA, snoRNA, LINE1 RNA, NCL, TRIM28, or LIN28)^14,72^. The NCL/TRIM28 complex or other proteins localized at the nucleolus and its peripheral heterochromatin are possibly the key factors coordinately connecting nucleolar LLPS and the establishment and maintenance of the PNH. Our study provides initial evidence that the LLPS model is helpful in explaining how the assembly and function of nucleolus^37^ participate in the gene regulation process in the nucleolus, and the quantitative models merit future investigations^73^.

## Methods

### Cell culture

E14 wild-type mES cells were cultured on 0.1% gelatin-coated plates with mouse embryonic fibroblast feeder cells in LIF/2i medium (1:1 mix of DMEM/F12 (11320-033, Gibco) and Neurobasal medium (21103-049, Gibco) containing 1× N2 and B27 supplements (17502-048/17504-044, Life Technologies), 100 µM non-essential amino acids (GNM71450, GENOM), and 1000 U/ml LIF (PEPRO TECH), 1 μM PD03259010 and 3 μM CHIR99021 (STEMCELL Technologies) and 100 U/ml penicillin, 100 µg/ml streptomycin (15140-122, Gibco). For primed state media, 20 ng/ml Activin, 10 ng/ml FGF2, and 1% KSR were added to the 1:1 DMEM/F12 and Neurobasal medium containing N2 and B27. To investigate DUX binding, an N-terminal FLAG-DUX protein was expressed in our clonal cell lines. In control group, mES cells were treated with doxycycline for 12 h to induce FLAG-DUX expression and then treatment of negative-control Silencer Select siRNA. In siDux group, mES cells were treated with doxycycline for 12 h and then siDux for two days. In CX-5461 treatment group, mES cells were treated with doxycycline for 12 h and then treatment of CX5461. In siDux+CX-5461 group, mES cells were treated with doxycycline for 12 h and then siDux for 2 days followed by treatment of CX-5461.

### Fluorescence activated cell sorting (FACS) analysis

E14 wild-type mES cells, snoRNA KO and Pol I degraded mES cells were transfected with 2C::*tdTomato* using Lipofectamine 2000 and selected with 150 μg/ml hygromycin 48 h after transfection and for 7 days. Mouse E14 wild-type cells were subjected to 0.4 μM CX-5461 treatment for 12 h or 2 μM CX-5461 treatment for 12 h. Cells were isolated by FACS to measure the ratio of 2C-like cells. Apoptosis was measured using the Annexin V and DAPI Staining. Flow cytometry was performed on Beckman CytoFLEX LX (Version 9). FACS data was collected using (CytExpert, Version 2.3) and was processed using (FlowJo, Version 9).

### Cell line immunofluorescence staining

E14 mES cells were grown on gelatin-coated glass coverslips with MEFs and cultured 12 h before fixed with 4% PFA for 10 min, and then permeabilized with 0.5% Triton X-100 in PBS for 20 min at room temperature (RT). The cell samples were blocked in blocking buffer (3% BSA, 2% donkey serum in PBS) for 10 min at RT and then stained with a primary antibody (1:100, Nucleolin, CST, cat. no. 145745; 1:500, NPM1, Sigma, cat. no. B0556; 1:100, Fibrillarin, Abcam, cat. no. ab4566; RPA194, 1:200, Santa Cruz, cat. no. sc-48385) for 12 h at 4 °C. After three washes with 0.1% Triton X-100 in PBS, cells were stained with a secondary antibody (1:200, Goat polyclonal Secondary Antibody to Mouse IgG, Abcam, cat. no. ab150113) for 2–12 h at 4 °C. Followed by washing three times with 0.5% Triton X-100/PBS, DAPI was used for nucleus staining. The samples were then imaged by Zeiss LSM880 fluorescence microscope at a 63× oil objective. For high regulation microscopy imaging, LSM800 with Airyscan module was used.

### Fluorescence recovery after photobleaching (FRAP) analysis

E14 wild-type and CX-5461 treatment mES cells cultured on MEF cells were grown in LIF/2i conditions and maintained at 37 °C and with 5% CO_2_ during imaging. Cells were transduced with Lenti-NCL-eGFP/Lenti-NPM1-eGFP/Lenti-FBL-mCherry lentivirus. FRAP experiments were performed on a ZEISS (Jena, Germany) LSM800 confocal laser scanning microscope equipped with a ZEISS Plan-APO 63×/NA1.46 oil immersion objective. Circular regions of constant size were bleached and monitored overtime for fluorescence recovery. Imaging was taken once every 5 s for a total of 10 min. Fluorescence intensity data was corrected for background fluorescence and normalized to initial intensity before bleaching using GraphPad software. Resulting FRAP curves were fitted with Four parameter logistic (4PL) curve.

### siRNA-mediated knockdown in mES cells

siRNA was transfected into mES cells with Lipofectamine 2000 (Thermo Fisher Scientific). mES cells were seeded into 12-well plate and cultured in LIF/2i medium for overnight. The next day, 800 μl LIF/2i medium without antibiotics was added into each well. Then, the transfect mixture (40 pmol of three independent siRNA targeting each gene/a non-targeting siRNA (negative control, NC) and 2 μl of Lipo 2000 which was diluted in 200 μl Opti-MEM medium (Gibco)) was added into each well and incubated for 6 h at 37 °C followed by exchanging for fresh complete LIF/2i medium, and then cells were collected for RNA extraction about 48 h. The sequences of siRNA are listed in Supplementary Table 1.

### Cell line RNA extraction and qRT-PCR

Total RNA was isolated from mES cells using miRNeasy kit (217004, QIAGEN) according to the manufacturer’s protocol, and 1 μg RNA was reverse transcribed to cDNA with HiScript II Q RT Super Mix (R223-01, Vazyme). Gene expression was analyzed with SYBR-Green qPCR Master mix (Bio-Rad) on Bio-Rad PCR machine (CFX-96 Touch). Each gene was normalized to Actin or Gapdh. All primers used are listed in Supplementary Table 2.

### Oligopaint DNA FISH

The Oligopaint DNA FISH probes were designed by OligoMiner^74–76^. The probe pools synthesized by Synbio Technologies were used as templates and the dye-labeled secondary probes were produced by Sunya Biotechnology. All sequences used in this work were listed in Supplementary Data 1. Briefly, the synthesized probe pool was first used as template to amplify via 30 PCR cycles and was subsequently purified by ammonium acetate precipitation. Then, the PCR products was used as template to amplify and convert into RNA via an in vitro transcription of high yield (New England Biolabs, E2040S); the RNA product above were converted back into single-stranded DNA via reverse transcription. At last, the product was subjected to the alkaline hydrolysis to remove template RNA and was further purified by ammonium acetate precipitation. For the secondary probe, a 30 bp random oligo was designed attached with Cy3 or Alexa Flour 647 at 5′ end.

For DNA FISH, the cell samples were fixed in 4% Paraformaldehyde (Sigma, 158127) for 10 min and washed two times with PBS, followed by permeabilizing with 0.5% Triton X-100 (Sigma, T8787) in PBS. Then the samples were incubated in 0.1% w/v sodium borohydride (Sigma, 71320) for 10 min and treated with 0.1 M HCl for 5 min. After that, the cell samples were incubated in 0.1 mg/ml RNase A diluted in PBS for 45 min in 37 °C. After washing three times in 2× SSCT (2× SSC + 0.1% Tween-20), the samples were immersed in 50% formamide diluted in 2× SSCT for 15 min at room temperature then transferred to 85 °C for 10 min. The primary probe and secondary probe were freshly mixed into hybridization buffer (2× SSC, 50% formamide, 20% dextran sulfate) at 6 and 1 µM final concentration and dropped on samples. The samples were heated at 85 °C for 20 min and transferred to a 37 °C incubator before hybridization overnight. For the co-immunostaining, the cell samples above were washed three times in PBS and then incubated with primary antibody (1:200, Nucleolin, CST, cat. no. 145745) for 12 h at 4 °C. After three times of washing with PBS, Donkey anti-Rabbit secondary antibody (1:200, Abcam, cat. no. ab150077) was performed and incubated for 4 h. After washing three times with PBS, DAPI was used for nucleus staining.

### Transmission electron microscope (TEM)

For transmission electron microscopy, massive mouse E14 ES cells cultured in one 10 cm dish with three days, and then were collected to get rid of feeder cells, and subsequently fixed with 2.5% glutaraldehyde. After that, the cell mass was dispersed into several small pieces and fixed at least 6 h at 4 °C. Next, the cell samples were treated with standard procedures and cut into ultra-thin sections meeting the imaging requirements. Finally,  the obtained samples were imaged on FEI Spirit 120 kV LaB6 Routine Cryo-EM Capable Electron Microscope.

### Embryo collection and culture

The animal facility of Zhejiang University was used to house the C57BL/6J mice. The C57BL/6J mice were cultivated on 12 h light/dark cycle. All embryo experiments were carried out according to the Animal Research Committee guidelines of Zhejiang University. To collect pre-implantation embryos, C57BL/6J female mice (4–6 weeks old) were intraperitoneally injected with 7.5 IU each of PMSG (San-Sheng Pharmaceutical) for 48 h followed by injection of 7.5 IU of hCG (San-Sheng Pharmaceutical). The superovulated female mice were mated with adult males overnight after hCG administration. Embryos at different stages of pre-implantation development were collected at defined time periods after the administration of hCG: 30 h (early two-cell), 44–48 h (two-cell), 54–56 h (four-cell), 68–70 h (eight-cell), 76–78 h (morula) and 92–94 h (blastocysts) in HEPES-buffered CZB medium. Zygotes were collected from ampullae of oviducts and released with hyaluronidase for removing cumulus cells.

### Embryo immunofluorescence staining

Embryos were first fixed with 1 and 2% paraformaldehyde (PFA) in 1× PBS for 3 min sequentially, followed by treatment with 4% PFA for 30 min at room temperature (RT). Embryos were washed three times with 1× PBS, permeabilized for 15 min in PBS/0.25% Triton X-100 and blocked-in blocking buffer (PBS/0.2% BSA/0.01% Tween-20) for 1 h at RT, followed by incubation overnight with primary antibodies (1:200, Nucleolin, CST, 145745; 1:400, NPM1, Sigma, B0556; 1:200, Fibrillarin, Abcam, ab4566; RPA194, 1:50, Santa Cruz, sc-48385) at 4° or for 1 h at 37 °C. Subsequently, embryos were washed four times for 10 min each and incubated with a secondary antibody (daylight 488-conjugated anti-rabbit, 1:100 or daylight 594-conjugated anti-mouse, 1:200) for 1 h at 37 °C and washed three times with PBS. Nuclei were stained with DAPI for 1 min. Embryos were observed under Zeiss LSM880 fluorescence microscope at 63× magnification with an oil immersion objective.

### Embryo collection, cDNA synthesis, and qRT-PCR

Ten embryos were rinsed in 0.2% BSA/PBS without Ca2+ and Mg2+ and placed in 0.2 ml PCR tube, immediately transferred in liquid nitrogen, and stored at −80 °C. It was hybridized with 0.5 µl oligo-dT30 (10 μM, Takara) and 1 μl random (1 M) and 1 µl dNTP mix (10 mM) in 2 μl cell lysis buffer (2 U RNase inhibitor, 0.01% Triton X-100) at 72 °C for 3 min. Then, the reaction was immediately quenched on ice. After the reaction tube was centrifuged, 2 µl was used for reverse transcription with Super Script II Reverse Transcriptase 5× first strand buffer, 0.25 µl RNase inhibitor (40 U), 0.06 µl MgCl2 (1 M), 2 µl betaine (5 M), and 0.5 µl Reverse Transcriptase Superscript II (Takara). Reverse transcription was carried out in the thermocycler at 42 °C for 90 min, 70 °C for 15 min, and then 4 °C for holding. Subsequently, cDNA was diluted 1:10 (v/v) with RNase free water and used for a qPCR amplification in triplicate with SYBR Green Master (Vazyme) in a final volume of 20 µl per reaction as manufacturer’s instructions.

### Embryo RNA-seq library preparation and sequencing

Embryos were collected (five embryos per sample) in 0.2 ml PCR tubes with a micro-capillary pipette and processed into cDNA with Superscript II reverse transcriptase. The cDNA is amplified with KAPA Hifi HotStart using 12 cycles. Sequencing libraries were constructed from 1 ng of pre-amplified cDNA using DNA library preparation kit (TruePrep DNA Library Prep Kit V2 for Illumina, Vazyme). Libraries were sequenced on a HiSeq-PE150, with paired end reads of 150 bp length each.

### Bulk RNA-seq library preparation and sequencing

A total amount of 2 μg RNA per sample was used as input materials for the RNA sample preparation. mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Purified mRNA was fragmented at 94 °C for 15 min by using divalent cations under elevated temperature in NEBNext first strand synthesis reaction buffer (5×). First strand cDNA was synthesized using random primer and ProtoScript II reverse transcriptase in a preheated thermal cycler as follows: 10 min at 25 °C; 15 min at 42 °C; 15 min at 70 °C. Immediately finished, second strand synthesis reaction was performed by using second strand synthesis reaction buffer (10×) and enzyme mix at 16 °C for 1 h. The library fragments were purified with QiaQuick PCR kits and elution with EB buffer, then terminal repair, A-tailing and adapter added were implemented. The products were retrieved, and PCR was performed for library enrichment. The libraries were sequenced on an Illumina platform.

### 10× single-cell mRNA library preparation and sequencing

Single-cell suspensions of control and CX-5461 treated mES cells were resuspended in DPBS-0.04% BSA at 1 × 10^6^ cells/mL. Then scRNA-seq libraries were generated from the 10× Single Cell 3′ Solution Reagents V2 according to the manufacturer’s protocol (10× Genomics). After the GEM-RT incubation, barcoded-cDNA was purified with DynaBeads cleanup mix, followed by 10-cycles of PCR amplification (98 °C for 3 min; [98 °C for 15 s, 67 °C for 20 s, 72 °C for 1 min] × 10; 72 °C for 1 min). The total cDNA of single-cell transcriptomes was fragmented, double-size selected with SPRI beads (Beckman), followed by 12 cycles sample index PCR amplification (98 °C for 45 s; [98 °C for 20 s, 54 °C for 30 s, 72 °C for 1 min] × 10; 72 °C for 1 min), then another double-size selection with SPRI beads was performed before sequencing. Libraries were sequenced on the Illumina HiseqX10 platform according to the manufacturer’s instructions (Illumina). Read 1 and Read 2 (paired end) were 150 bp, and the length of index primer was designed as 8 bp.

### ChIP-seq library preparation and sequencing

mES cells were cross-linked in 1% formaldehyde for 10 min at 37 °C, followed by adding glycine to a final concentration of 125 mM and incubated for 5 min at room temperature. Spin the cells for 5 min at 4 °C, 111×*g*, and wash twice in ice-cord PBS. Cell pellet was resuspended with lysis buffer containing 1× Protease Inhibitor Cocktail and incubated on ice for 10 min, then vortexed vigorously for 10 s and centrifuged at 825×*g* for 5 min. The pellet was re-suspended in ChIP lysis buffer and incubated on ice for 10 min and vortexed occasionally. Afterwards, the chromatin lysate was transferred to a 1.5 mL centrifuge tube and chromatin sheared using water bath sonication with the following conditions: shear 15 cycles at 4 °C, 15 s on, 30 s off. Centrifuge and transfer supernatant to a new tube. Taking 5 μL (1%) from the 500 μL containing sheared chromatin as input. Each chromatin sample was incubated with antibodies for H3K9me3 Rabbit polyclonal antibody (1:100, abcam, cat. no. ab8898), H3K27me3 Rabbit mAb (1:50, CST, cat. no. 9733), H3K4me3 Rabbit mAb (1:50, CST, cat. no. 9751), H3K27ac Rabbit mAb (1:100, CST, cat. no. 8173), Nucleolin (D4C7O) Rabbit (1:100, CST, cat. no. 14574), TRIM28 Mouse monoclonal (20C1) (1:100, abcam, cat. no. ab22553) overnight on a rotating platform at 4 °C. The next day, the sample was incubated with protein A+G magnetic beads (HY-K0202, MCE) for 3 h at 4 °C with rotation. The beads-antibody/chromatin complex was washed three times with low-salt wash buffer and once with high-salt wash buffer and resuspended with elution buffer. The elute DNA was treated with RNase A at 42 °C for 30 min, then treated with protease K at 60 °C for 45 min followed by heat inactivation at 95 °C for 15 min. The purified DNA was subjected to library preparation or analyzed by qPCR. The libraries were sequenced on an Illumina platform. All primers of ChIP-qPCR used are listed in Supplementary Table 3.

### In situ Hi-C library preparation and sequencing

10^6^ cells were cross-linked for 10 min with 1% final concentration fresh formaldehyde and quenched with 0.2 M final concentration glycine for 5 min. The cross-linked cells were subsequently lysed in lysis buffer (10 mM Tris-HCl (pH 8.0), 10 mM NaCl, 0.2% NP40, and complete protease inhibitors (Roche)). The extracted nuclei were re-suspended with 150 μL 0.1% SDS and incubated at 65 °C for 10 min, then SDS molecules were quenched by adding 120 μL water and 30 μL 10% Triton X-100, and incubated at 37 °C for 15 min. The DNA in the nuclei was digested by adding 30 μL 10× NEB buffer 2.1 (50 mM NaCl, 10 mM Tris-HCl, 10 mM MgCl_2_, 100 μg/mL BSA, pH 7.9) and 150U of MboI, and incubated at 37 °C overnight. On the next day, the MboI enzyme was inactivated at 65 °C for 20 min. Next, the cohesive ends were filled in by adding 1 μL of 10 mM dTTP, 1 μL of 10 mM dATP, 1 μL of 10 mM dGTP, 2 μL of 5 mM biotin-14-dCTP, 14 μL water and 4 μL (40 U) Klenow, and incubated at 37 °C for 2 h. Subsequently, 663 μL water, 120 μL 10× blunt-end ligation buffer (300 mM Tris-HCl, 100 mM MgCl_2_, 100 mM DTT, 1 mM ATP, pH 7.8), 100 μL 10% Triton X-100 and 20 U T4 DNA ligase were added to start proximity ligation. The ligation reaction was placed at 16 °C for 4 h. After ligation, the cross-linking was reversed by 200 µg/mL proteinase K (Thermo) at 65 °C overnight. DNA purification was achieved through QIAamp DNA Mini Kit (Qiagen) according to manufacturer’s instructions. Purified DNA was sheared to a length of ~400 bp. Point ligation junctions were pulled down by Dynabeads® MyOne™ Streptavidin C1 (Thermofisher) according to manufacturer’s instructions. The Hi-C library for Illumina sequencing was prepped by NEBNext® Ultra™ II DNA library Prep Kit for Illumina (NEB) according to manufacturer’s instructions. The final library was sequenced on the Illumina HiSeq X Ten platform (San Diego, CA, United States) with 150PEmode. Two replicates were generated for one group material.

### Bulk RNA-seq data analysis

All bulk RNA-seq reads were trimmed using Trimmomatic software (Version 0.36) with the following settings “ILLUMINACLIP:TruSeq3-PE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36”^77^ and were further quality-filtered using FASTX Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/) fastq_quality_trimmer command with the minimum quality score 20 and minimum percent of 80% bases that has a quality score larger than this cutoff value. The high-quality reads were mapped to the mm10 genome by HISAT2 (v2.1.0), a fast and sensitive spliced alignment program for mapping RNA-seq reads, with -dta parameter^78^. PCR duplicate reads were removed using Picard tools (https://broadinstitute.github.io/picard/) (v2.18.2). For subsequent analysis on single-copy genes, only uniquely mapped reads were kept. Considering the multi-mapping of reads derived from repeat sequences, we used all mapped reads for further analysis. The expression levels of genes and repeat sequences were independently calculated by StringTie^79^ (Version v1.3.4d) with -e -B -G parameters using Release M18 (GRCm38.p6) gene annotations downloaded from GENCODE data portal and annotated repeats (RepeatMasker) downloaded from the UCSC genome browser, respectively. To obtain reliable and cross-sample comparable expression abundance estimation for each gene and each family of repeat sequence, reads mapped to mm10 were counted as TPM (Transcripts Per Million reads) based on their genome locations. Differential expression analysis of genes in different samples was performed by DESeq2 (v1.32.0) using the reads count matrix produced from a python script “prepDE.py” in StringTie website (http://ccb.jhu.edu/software/stringtie/). We selected the genes with stage-specific scores larger than 0.2 to perform K-mean clustering analysis using pheatmap (v1.0.10) R package. The stage‐specific scores of genes expressed during mouse early embryo development were obtained by entropy‐based measure^80^.

Unsupervised hierarchical clustering was carried out to compare the transcriptomes of mES cells from our study and other reports of 2C-like cell (2C::*tdTomato*^+^ and 2C::*tdTomato*^−^(GEO accession GSE33923); Zscan4_Em^+^ and Zscan4_Em^−^ (GEO accession GSE51682); Kap1_KO and Kap1_WT (GEO accession GSE74278); CAF1_KO and CAF1_WT (GEO accession GSE85632), Dux_GFPpos and Dux_GFPneg (GEO accession GSE85632); LINE1 ASO and RC ASO (GEO accession GSE100939); Dppa4_GFPpos and Dppa4_GFPneg (GEO accession GSE120953), NELFA_GFPpos and NELFA_GFPneg (GEO accession GSE113671); Lin28a_KO and Lin28a_WT (GEO accession GSE164420). Additionally, pre-implantation mouse embryos of different developmental stages (GSE66582) were included for comparison. TPM were obtained for each sample using the StringTie described above. Only genes that were expressed TPM ≥ 0 were included for analysis. A log2 transformation was applied after adding one pseudo-count (log2[TPM+1]). The ComBat function from R package sva (https://bioconductor.org/packages/release/bioc/html/sva.html) (v3.40.0)^81^ was applied on log2 expression values to correct for batch effects caused by different experiments and sequencing platforms.

### Single-cell RNA-seq data analysis

For single cell RNA-seq, we used 10× Genomics system following the manufacturer’s protocol. We followed the previously published pipeline^82^ to produce digital gene expression matrices of the droplet microfluidics-based single-cell RNA-seq sequencing data derived from control and CX-5461 treated mouse ES cells. Single-cell gene expression matrix was further analyzed with Seurat^83^ (https://satijalab.org/seurat/) (v2.3.4). 

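In the control library 8 barcodes had fewer than 500 UMIs and a further 63 had more than 0.2 of their UMIs on mitochondrial genes, which left 3767 cells. In the CX-5461 library 0 barcodes fell below the UMI minimum and 225 lay above the mitochondrial limit, which left 4697 cells. The paper's Fig. 2 reports 2981 control and 3219 CX-5461-treated cells. With the mitochondrial limit at 0.1, 2996 control and 4212 CX-5461-treated cells were kept, and with a minimum of 1000 UMIs 3743 and 4697. The kept cells had a median of 12987 UMIs and 3011 genes in the control library and 14213 UMIs and 3568 genes in the CX-5461 library. Genes seen in at least 3 kept cells numbered 20670 in the control library, 22969 in the CX-5461 library and 24249 over both together. Scrublet, run on each library, called 1 control and 4 CX-5461-treated cells as doublets at its own threshold, too few for the call to have worked, so no cell was removed on that account and the cells with the highest scores were left out as an alternative.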

We excluded the genes with expressed cell number smaller than three and the cells with nUMIs smaller than 500 or the expression percentages of mitochondrial genes larger than 0.2 and used 16 principle components (PCs) for tSNE analysis. Especially, we modified the published pipeline by substituting the aligner of Bowtie with HISAT2 (v2.1.0) for calculating the expression of repeat sequences. Considering the multi-mapping of reads derived from repeat sequences, we used all mapped reads for further analysis.

### ChIP-seq and ATAC-seq data analysis

To tailor and filter ATAC-seq and ChIP-seq reads, we used the same procedure as RNA-seq reads processing. To avoid the potential effects of inconsistent sequencing depths on subsequent data analyses, we randomly sampled equal numbers read pairs from each experimental sample. For each sample, the ATAC-seq and ChIP-seq reads were first aligned to mm10 genomes using Bowtie2 (version 2.3.4.1)^84^. The ATAC-seq reads were aligned with the parameters: -t -q -N 1 -L 25 -X 2000 no-mixed no-discordant. The ChIP-seq reads were aligned to mm10 with the options: -t -q -N 1 -L 25. The ATAC-seq reads were aligned with the parameters: -t -q -N 1 -L 25 -X 2000 no-mixed no-discordant. The ChIP-seq reads were aligned to mm10 with the options: -t -q -N 1 -L 25. For meta-analysis of genome regions, all unmapped reads, multiple mapped reads, and PCR duplicates were removed. For demonstrating the sequencing signal around *Dux* locus in UCSC genome browser, we maintained all multiple mapped reads for visualization. The bamCoverage and bamCompare commands contained in deepTools^85^ (version 2.5.3) were adopted for downstream analysis. Using BamCoverage command with the parameters: -normalizeUsing BPM -of bigwig -binSize 100, we normalized the raw reads signal to Bins per Million mapped reads (BPM) signal and converted the alignment bam files to bigwig signal files. The bigwig files were imported into UCSC genome browser for visualization. To minimize the effect of chromatin structure and sequencing bias in our ChIP-seq data, we corrected ChIP-seq signal using log_2_ ratio transformation between H3K9me3 signal and input signal by BamCompare command. We only considered the log_2_ ratio larger than 0 as effective ChIP-seq signals. The “computeMatrix” and “plotProfile” commands of deepTools were used to produce the reads density distribution plot of ATAC-seq and ChIP-seq signal in the given genomic region. For meta-analysis of sequencing signals in L1 regions, we only used their subsets which have overlaps with Inactive Hub regions. Homer (v4.11)^86^ was used for motif discovery and enrichment analysis. For motifs across gene promoters, the search space was defined as a 4 kilobase (kb) window centered at the transcription start site (findMotifs.pl geneInput.txt mouse out/ -start -2000 -end 2000 -len 8,12 -p 4).

### Hi-C data analysis

The paired-end reads of fastq files were aligned, processed, and iteratively corrected using HiC-Pro software (version 2.11.1)^87^. Firstly, short sequencing reads were cleaned and then independently mapped to the mouse mm10 reference genome (https://hgdownload.soe.ucsc.edu/downloads.html#mouse) using bowtie2 aligner (v2.3.5.1) with end-to-end algorithm and “-very-sensitive” option. To rescue the chimeric fragments spanning the ligation junction, the ligation site was detected and the 5′ fraction of the reads was aligned back to the reference genome. Unmapped reads, multiple mapped reads and singletons were then discarded. Pairs of aligned reads were then assigned to *MboI* restriction fragments. Read pairs from the uncut DNA, self-circle ligation and PCR artifacts were filtered out and the valid read pairs involving two different restriction fragments were used to build the contact matrix. To eliminate the possible effects on data analyses of variable sequencing depths, we randomly sampled equal numbers read pairs from each condition for downstream analyses involving comparison analyses between conditions. Valid read pairs were then binned at a 40, 150, and 500 kb resolutions by dividing the genome into bins of equal size. The binned interaction matrices were then corrected by Knight–Ruiz matrix balancing method using hicCorrectMatrix command with the parameter–correctionMethod KR in HiCExplorer (https://hicexplorer.readthedocs.io/en/latest/) (v3.3)^88^. The Observed/Expected (O/E) Hi-C matrix was obtained by HiCExplorer hicTransform command with–method obs_exp_norm option. Pearson correlation coefficients Hi-C matrix was obtained by HiCExplorer hicTransform command with–method pearson option.

A and B compartments were identified using the first eigenvector (PC1) from principal component analysis on correlation Hi-C matrix^89^. We used Homer software (v4.11) with parameters -res 500,000 -window 1,000,000 to obtain the PC1 value based on Pearson Correlation Coefficients (PCC) Hi-C matrix. Sometimes the entry signs of PC1 need to be inverted to ensure that we are assigning the correct signs to individual regions. As GC content is well correlated with A and B compartments^90^, we calculated the GC content of each region and inverted the eigenvector sign if the average GC content of negative-eigenvector entries is higher than that of positive-eigenvector entries. To obtain the heatmap plot of enrichment of A/B interaction, an A/B compartment profile for each chromosome was then separated into five bins: (min to 20th percentile), (20th percentile to 40th percentile), etc. For each pair of bins (25 pairs total), the averaged *O*/*E* values were then calculated for loci belonging to each pair of bins. The compartment strength was calculated as the natural logarithm of (AA*BB)/AB^2^. AA was defined as the sum of rows 1–3 and columns 1–3 of compartment enrichment matrix. BB was defined as the sum of rows 3–5 and columns 3–5 of compartment enrichment matrix. AB was defined as the sum of rows 1–3 (rows 3–5) and columns 3–5 (column 1–3) of compartment enrichment matrix. For the error bar in evaluating the compartment strength, we obtained 100 5 × 5 compartment enrichment matrices by bootstrapping. For each pixel of the 5 × 5 compartment enrichment map, we took all the *O*/*E* values that contributed to this pixel and took a random sample with replacement of the same size that the contributing values. We then proceeded with downstream for each of the 100 reshuffled maps.

TADs and loops annotated in CH12.LX were obtained from^59^ and lifted over to the mm10 genome version using the UCSC genome browser liftOver tool. Aggregated plots of TAD enrichment map were obtained by averaging *O*/*E* values over annotated TAD positions at 40 kb resolution^91^. For each domain of length *L*, a map for the region ((Start − *L*) to (End + *L*)) was obtained. This produced a contact that is three times bigger than a given domain. This contact map was then rescaled to a (90 × 90) pixel map using linear interpolation and block-averaging. In the resulting map, the mid-region pixels 30 to 60 correspond to the TAD body. TAD strength for boxplots was quantified as the ratio of two numbers. The first number is the within-TAD intensity: the sum of the central square of the enrichment map, rows 30–59 and columns 30–59. The second number is the between-TAD intensity, ½ of the sums of the regions [0:30, 30:60] and [30:60, 60:90]. Aggregated plots of loop enrichment map were obtained by averaging *O*/*E* values around loop anchors of 310 kb window at 10 kb resolution. To quantify loop strength, we took an average Hi-C O/E values at the loop base, averaging over 31 × 31 kb square centered at the bin containing the loop base. We then divided it by the same average, but in the offset loops (loop positions were offset by the corresponding loop length).

Hi-C de novo boundary aggregate plots at MERVLs are centered on 5′ to 3′-oriented MERVL and show a window of 2 mb around the MERVL element at 40 kb resolution. For illustrating the change of insulation around MERVL genes, the log_2_ transformed Hi-C *O*/*E* matrix was further scaled by *z*-score normalization across each row. We calculated the insulation score as originally defined^60^ with minor modifications. For each region *i* in the genome, we calculated the average number of *O*/*E* interactions in 40 kb Hi-C matrix in a quadratic window with the lower left corner at (*i* − 1, *i* + 1), and the top right corner at (*i* − 5, *i* + 5), where 5 is the window size in bins. We normalized insulation scores by dividing each region’s score by the average scores of the nearest 50 regions, and log_2_-transforming the resulting vector, thus accounting for local biases in insulation score. Visualization of Hi-C matrix was carried out by the Juicer tool (https://github.com/aidenlab/juicer) (v1.9.9)^92^ and R software (https://www.r-project.org/) (v4.0.2). For heatmap visualization in Juicer, we converted valid read pairs into .hic format files with the juicer tool pre command.

### Statistical analysis

All statistical analyses for Next Generation Sequencing (NGS) data were performed with R (v4.0.2)/Bioconductor (v3.10) software utilizing custom R scripts. The other statistical analyses were performed with GraphPad Prism 8 software. For *p*-value produced by GraphPad, only 15 digits after decimal, the upper limit of this software, are shown in the figure legend. Details of individual tests are outlined within each figure legend, including number of replications performed (*n*) and the reported error as standard error of the mean (SEM). All statistics are *p < 0.05, **p < 0.01, ***p < 0.001, and were calculated by Wilcox signed rank test (for paired samples), Mann–Whitney *U*-test (for independent samples), two-way ANOVA and chi-square test as described in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. All bulk RNA-seq, single-cell RNA-seq, ChIP-seq, ATAC-seq, and Hi-C data generated in this study have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database under the accession codes GSE166041 and GSE164420. Previously published RNA-Seq data that were re-analyzed here are available under accession codes GSE33923, GSE51682, GSE74278, GSE85632, GSE100939, GSE120953, GSE113671, GSE97778, and GSE66582. Published ChIP-seq data for DUX are available under accession code GSE85632. Published ChIP-seq data for P53 are available under accession code GSE26360. Published ATAC-seq data are available under accession codes GSE66390 and GSE85632. Published Hi-C data of mouse pre-implantation embryos are available under accession code GSE82185. Published Hi-C data of lymphoblastoid cells are available under accession code GSE63525. Supplementary Table 4 provides a summary for all analyzed NGS datasets used in this study. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Macfarlan TS (2012). Embryonic stem cell potency fluctuates with endogenous retrovirus activity. Nature.

[2] Choi, Y. J. & Lin, C. P. Deficiency of microRNA miR-34a expands cell fate potential in pluripotent stem cells. *Science*10.1126/science.aag1927 (2017).10.1126/science.aag1927PMC613825228082412

[3] Zalzman M (2010). Zscan4 regulates telomere elongation and genomic stability in ES cells. Nature.

[4] Matsui T (2010). Proviral silencing in embryonic stem cells requires the histone methyltransferase ESET. Nature.

[5] Rowe HM (2010). KAP1 controls endogenous retroviruses in embryonic stem cells. Nature.

[6] Fu X, Wu X, Djekidel MN (2019). Myc and Dnmt1 impede the pluripotent to totipotent state transition in embryonic stem cells. Nat. Cell Biol..

[7] Dan J (2017). Zscan4 inhibits maintenance DNA methylation to facilitate telomere elongation in mouse embryonic stem cells. Cell Rep..

[8] Guallar D (2018). RNA-dependent chromatin targeting of TET2 for endogenous retrovirus control in pluripotent stem cells. Nat. Genet..

[9] Yang BX (2015). Systematic identification of factors for provirus silencing in embryonic stem cells. Cell.

[10] De Iaco A (2017). DUX-family transcription factors regulate zygotic genome activation in placental mammals. Nat. Genet..

[11] Hendrickson PG (2017). Conserved roles of mouse DUX and human DUX4 in activating cleavage-stage genes and MERVL/HERVL retrotransposons. Nat. Genet..

[12] Whiddon JL, Langford AT, Wong CJ, Zhong JW, Tapscott SJ (2017). Conservation and innovation in the DUX4-family gene network. Nat. Genet..

[13] Yang F (2020). DUX-miR-344-ZMYM2-mediated activation of MERVL LTRs induces a totipotent 2C-like state. Cell Stem Cell.

[14] Percharde M (2018). A LINE1-nucleolin partnership regulates early development and ESC identity. Cell.

[15] Wu K (2020). SETDB1-mediated cell fate transition between 2C-like and pluripotent states. Cell Rep..

[16] Eckersley-Maslin M, Alda-Catalinas C (2019). Dppa2 and Dppa4 directly regulate the Dux-driven zygotic transcriptional program. Gene Dev..

[17] Hu Z, Tan DEK (2020). Maternal factor NELFA drives a 2C-like state in mouse embryonic stem cells. Nat. Cell Biol..

[18] Ishiuchi T (2015). Early embryonic-like cells are induced by downregulating replication-dependent chromatin assembly. Nat. Struct. Mol. Biol..

[19] Zhang Y, Li T, Preissl S (2019). Transcriptionally active HERV-H retrotransposons demarcate topologically associating domains in human pluripotent stem cells. Nat. Genet..

[20] Chen X (2019). Key role for CTCF in establishing chromatin structure in human embryos. Nature.

[21] Du Z (2017). Allelic reprogramming of 3D chromatin architecture during early mammalian development. Nature.

[22] Hug CB, Vaquerizas JM (2018). The birth of the 3D genome during early embryonic development. Trends Genet..

[23] Kruse, K. et al. Transposable elements drive reorganisation of 3D chromatin during early embryogenesis. *bioRxiv*10.1101/523712 (2019).

[24] Guetg C, Santoro R (2012). Formation of nuclear heterochromatin: the nucleolar point of view. Epigenetics.

[25] Németh A, Längst G (2011). Genome organization in and around the nucleolus. Trends Genet..

[26] Bywater MJ (2012). Inhibition of RNA polymerase I as a therapeutic strategy to promote cancer-specific activation of p53. Cancer Cell.

[27] Fujiwara Y (2018). A nucleolar stress-specific p53-miR-101 molecular circuit functions as an intrinsic tumor-suppressor network. EBioMedicine.

[28] Wang C, Liu X, Gao Y (2018). Reprogramming of H3K9me3-dependent heterochromatin during mammalian embryo development. Nat. Cell Biol..

[29] Wu J (2016). The landscape of accessible chromatin in mammalian preimplantation embryos. Nature.

[30] Akiyama T (2015). Transient bursts of Zscan4 expression are accompanied by the rapid derepression of heterochromatin in mouse embryonic stem cells. DNA Res..

[31] Ecco G (2016). Transposable elements and their KRAB-ZFP controllers regulate gene expression in adult tissues. Dev. Cell.

[32] Bastola P, Neums L, Schoenen FJ, Chien J (2016). VCP inhibitors induce endoplasmic reticulum stress, cause cell cycle arrest, trigger caspase-mediated cell death and synergistically kill ovarian cancer cells in combination with Salubrinal. Mol. Oncol..

[33] Hung SS (2013). Repression of global protein synthesis by Eif1a-like genes that are expressed specifically in the two-cell embryos and the transient Zscan4-positive state of embryonic stem cells. DNA Res..

[34] Eckersley-Maslin MA (2016). MERVL/Zscan4 network activation results in transient genome-wide DNA demethylation of mESCs. Cell Rep..

[35] Yao RW, Xu G, Wang Y, Shan L, Chen LL (2019). Nascent Pre-rRNA sorting via phase separation drives the assembly of dense fibrillar components in the human nucleolus. Mol. Cell.

[36] Feric M (2016). Coexisting liquid phases underlie nucleolar subcompartments. Cell.

[37] Lafontaine DLJ, Riback JA, Bascetin R, Brangwynne CP (2020). The nucleolus as a multiphase liquid condensate. Nat. Rev. Mol. Cell Biol..

[38] Frottin F, Schueder F (2019). The nucleolus functions as a phase-separated protein quality control compartment. Science.

[39] Strom AR (2017). Phase separation drives heterochromatin domain formation. Nature.

[40] Sanulli S (2019). HP1 reshapes nucleosome core to promote phase separation of heterochromatin. Nature.

[41] Hnisz D, Shrinivas K, Young RA, Chakraborty AK, Sharp PA (2017). A phase separation model for transcriptional control. Cell.

[42] Quinodoz SA (2018). Higher-order inter-chromosomal hubs shape 3D genome organization in the nucleus. Cell.

[43] Lu JY (2020). Genomic repeats categorize genes with distinct functions for orchestrated regulation. Cell Rep..

[44] Gupta S, Santoro R (2020). Regulation and roles of the nucleolus in embryonic stem cells: from ribosome biogenesis to genome organization. Stem Cell Rep..

[45] Bizhanova A, Yan A, Yu J, Zhu LJ, Kaufman PD (2020). Distinct features of nucleolus-associated domains in mouse embryonic stem cells. Chromosoma.

[46] Németh, A. et al. Initial genomics of the human nucleolus. *PLoS Genet.*10.1371/journal.pgen.1000889 (2010).10.1371/journal.pgen.1000889PMC284566220361057

[47] Guetg C (2010). The NoRC complex mediates the heterochromatin formation and stability of silent rRNA genes and centromeric repeats. EMBO J..

[48] Lu JY (2021). Homotypic clustering of L1 and B1/Alu repeats compartmentalizes the 3D genome. Cell Res..

[49] Bersaglieri, C. et al. Genome-wide maps of nucleolus interactions reveal distinct layers of repressive chromatin domains. *bioRxiv*10.1101/2020.11.17.386797 (2020).10.1038/s41467-022-29146-2PMC893345935304483

[50] Li M (2012). Distinct regulatory mechanisms and functions for p53-activated and p53-repressed DNA damage response genes in embryonic stem cells. Mol. Cell.

[51] Latonen L (2019). Phase-to-phase with nucleoli-stress responses, protein aggregation and novel roles of RNA. Front. Cell Neurosci..

[52] Boulon S, Westman BJ, Hutten S, Boisvert FM, Lamond AI (2010). The nucleolus under stress. Mol. Cell.

[53] Nicolas E (2016). Involvement of human ribosomal proteins in nucleolar structure and p53-dependent nucleolar stress. Nat. Commun..

[54] Yang K, Yang J, Yi J (2018). Nucleolar stress: hallmarks, sensing mechanism and diseases. Cell Stress.

[55] Golomb L, Volarevic S, Oren M (2014). p53 and ribosome biogenesis stress: the essentials. FEBS Lett..

[56] Zhang Y, Lu H (2009). Signaling to p53: ribosomal proteins find their way. Cancer Cell.

[57] Yang A (2011). Nucleolin maintains embryonic stem cell self-renewal by suppression of p53 protein-dependent pathway. J. Biol. Chem..

[58] Liu X (2016). Distinct features of H3K4me3 and H3K27me3 chromatin domains in pre-implantation embryos. Nature.

[59] Rao SS (2014). A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. Cell.

[60] Crane E (2015). Condensin-driven remodelling of X chromosome topology during dosage compensation. Nature.

[61] Jiang Y (2020). Genome-wide analyses of chromatin interactions after the loss of Pol I, Pol II, and Pol III. Genome Biol..

[62] Bello SM, Smith CL, Eppig JT (2015). Allele, phenotype and disease data at Mouse Genome Informatics: improving access and analysis. Mamm. Genome.

[63] Borsos M, Torres-Padilla ME (2016). Building up the nucleus: nuclear organization in the establishment of totipotency and pluripotency during mammalian development. Gene Dev..

[64] Fulka H, Aoki F (2016). Nucleolus precursor bodies and ribosome biogenesis in early mammalian embryos: old theories and new discoveries. Biol. Reprod..

[65] Kresoja-Rakic J, Santoro R (2019). Nucleolus and rRNA gene chromatin in early embryo development. Trends Genet..

[66] Savić N (2014). lncRNA maturation to initiate heterochromatin formation in the nucleolus is required for exit from pluripotency in ESCs. Cell Stem Cell.

[67] Boija A (2018). Transcription factors activate genes through the phase-separation capacity of their activation domains. Cell.

[68] Sabari BR (2018). Coactivator condensation at super-enhancers links phase separation and gene control. Science.

[69] Gibson BA (2019). Organization of chromatin by intrinsic and regulated phase separation. Cell.

[70] Wu M (2021). lncRNA SLERT controls phase separation of FC/DFCs to facilitate Pol I transcription. Science.

[71] Leslie M (2021). Separation anxiety. Science.

[72] Sun, Z. et al. LIN28 coordinately promotes nucleolar/ribosomal functions and represses the 2C-like transcriptional program in pluripotent stem cells. *Protein Cell*10.1007/s13238-021-00864-5 (2021).10.1007/s13238-021-00864-5PMC922622034331666

[73] Bhat, P., Honson, D. & Guttman, M. Nuclear compartmentalization as a mechanism of quantitative control of gene expression. *Nat. Rev. Mol. Cell Biol*. 10.1038/s41580-021-00387-1 (2021).10.1038/s41580-021-00387-1PMC1214513634341548

[74] Beliveau BJ (2015). Single-molecule super-resolution imaging of chromosomes and in situ haplotype visualization using Oligopaint FISH probes. Nat. Commun..

[75] Wang S (2016). Spatial organization of chromatin domains and compartments in single chromosomes. Science.

[76] Chen KH, Boettiger AN, Moffitt JR, Wang S, Zhuang X (2015). RNA imaging. spatially resolved, highly multiplexed RNA profiling in single cells. Science.

[77] Bolger AM, Marc L, Bjoern U (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[78] Daehwan K, Ben L, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat. Methods.

[79] Mihaela P (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat. Biotechnol..

[80] Cabili MN (2011). Integrative annotation of human large intergenic noncoding RNAs reveals global properties and specific subclasses. Gene Dev..

[81] Leek JT, Johnson WE, Parker HS, Jaffe AE, Storey JD (2012). The sva package for removing batch effects and other unwanted variation in high-throughput experiments. Bioinformatics.

[82] Zilionis R (2016). Single-cell barcoding and sequencing using droplet microfluidics. Nat. Protoc..

[83] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol..

[84] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[85] Ramírez F (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res..

[86] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[87] Servant N (2015). HiC-Pro: an optimized and flexible pipeline for Hi-C data processing. Genome Biol..

[88] Fidel R (2018). High-resolution TADs reveal DNA sequences underlying genome organization in flies. Nat. Commun..

[89] Lieberman-Aiden E (2009). Comprehensive mapping of long-range interactions reveals folding principles of the human genome. Science.

[90] Imakaev M (2012). Iterative correction of Hi-C data reveals hallmarks of chromosome organization. Nat. Methods.

[91] Flyamer IM (2017). Single-nucleus Hi-C reveals unique chromatin reorganization at oocyte-to-zygote transition. Nature.

[92] Durand NC (2016). Juicer provides a one-click system for analyzing loop-resolution Hi-C experiments. Cell Syst..

# Supplementary material for: rRNA biogenesis regulates mouse 2C-like state by 3D structure reorganization of peri-nucleolar heterochromatin
**Source:** Nat Commun. 2021 Nov 9;12:6365. doi: 10.1038/s41467-021-26576-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figure S1:

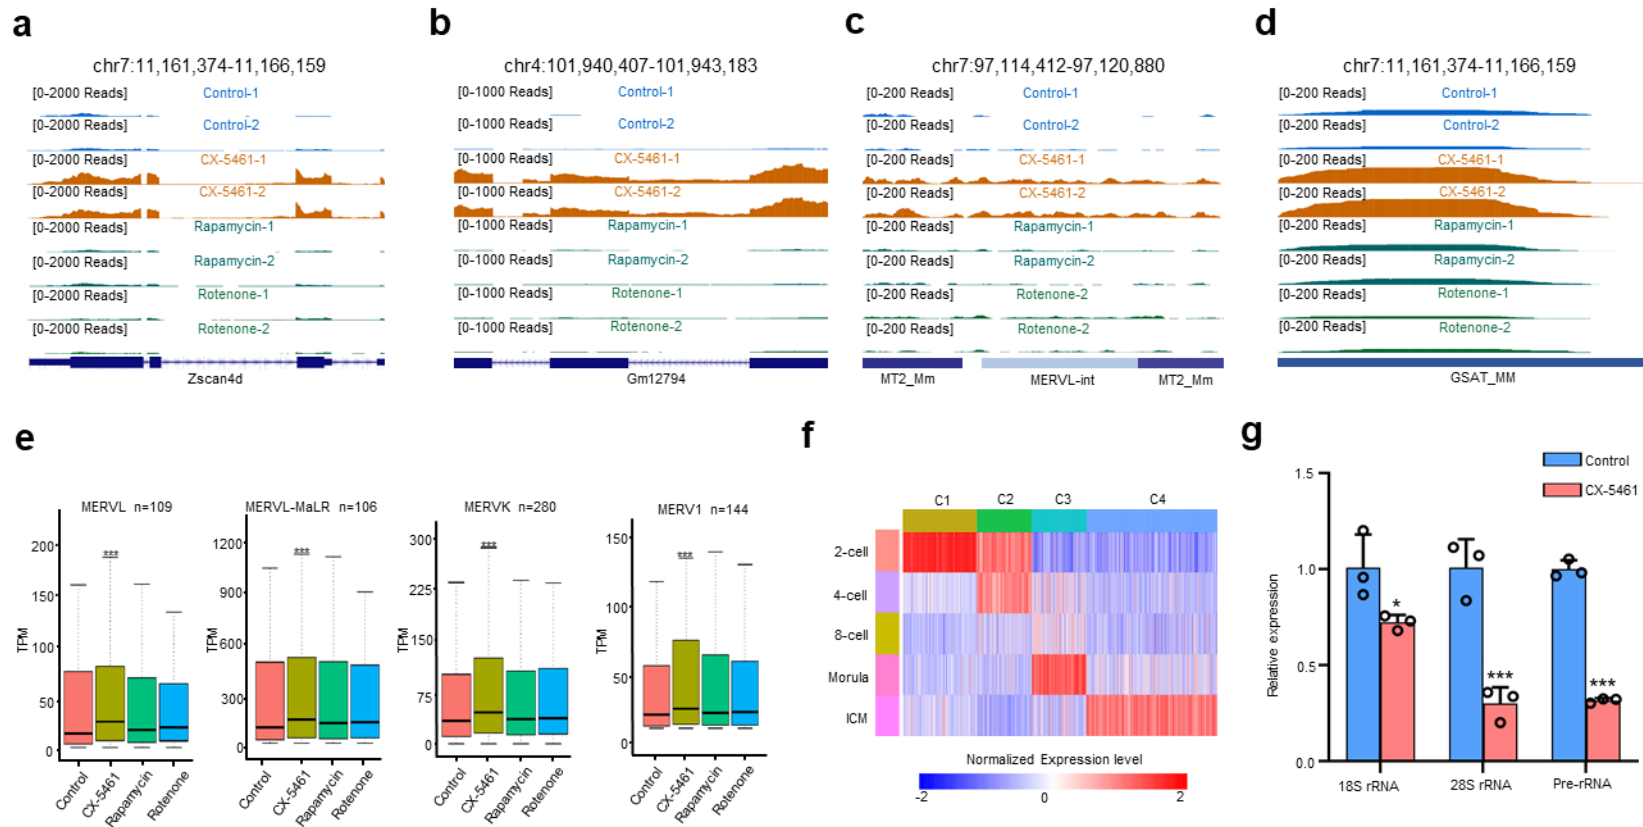

**Supplementary Figure S1: Inhibition of rRNA biogenesis activated 2C-like transcriptional program. a)** UCSC Genome Browser viewing of RNA-sequencing results in *Zscan4d* gene locus. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>).

**b)** UCSC Genome Browser viewing of RNA-sequencing results in *Gm12794* gene locus. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **c)** UCSC Genome Browser viewing of RNA-sequencing results in a representative ERV (MERVL-int and MT2\_Mm) gene locus. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **d)** UCSC Genome Browser viewing of RNA-sequencing results in a representative GSAT\_MM gene locus. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **e)** Boxplots show the expression levels of major ERV gene classes under different types of cellular stress treatment. n denotes the number of sub-classes of ERV genes, MERVL:  $p=1.48E-07$ , MERVL-MaLR:  $p=8.40E-12$ , MERVK:  $p=1.69E-18$ , MERV1:  $p=6.32E-09$ , two-sided, Wilcoxon signed rank test. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>), N=2 biologically independent RNA-seq experiments. **f)** A heatmap plot demonstrating four developmental stage-specific gene clusters derived from RNA-seq data of public pre-implantation mouse embryos, GEO accession GSE97778 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97778>). **g)** qRT-PCR quantification of rRNA expression in control mES cells and CX-5461 treated mES cells, 18S rRNA:  $p=1.51E-02$ (\*), 28S rRNA:  $p=6.38E-06$ (\*\*\*), Pre-rRNA:  $p=9.16E-06$ (\*\*\*), two-way ANOVA; N=3 biologically independent experiments; Data are presented as mean values  $\pm$  SEM, SEM: Standard Error of Mean. In **e)**, the center line is the median, the bottom of the box is the 25th percentile boundary, the top of the box is the 75th, and the whiskers define the bounds of the data that are not considered outliers, with outliers defined as greater/lesser than  $\pm 1.5 \times$  IQR, where IQR = inter quartile range.

Supplementary Figure S2:

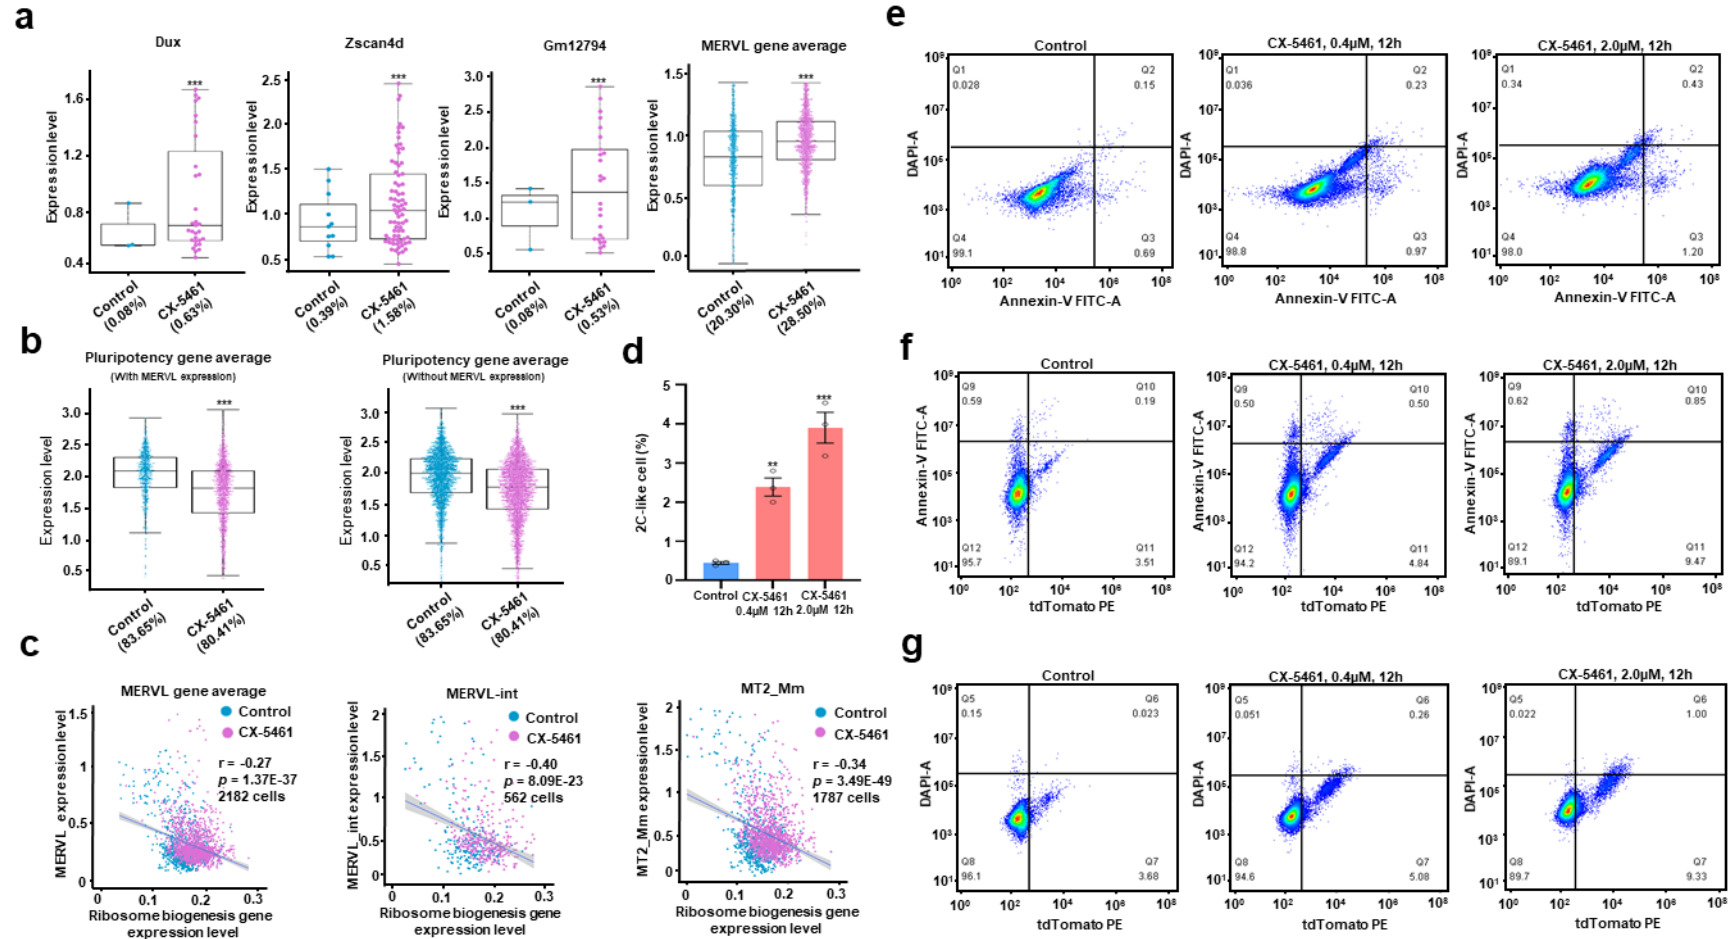

Supplementary Figure S2: Inhibition of rRNA biogenesis induced an expanded 2C-like cell population in mES cells. a) Boxplots demonstrating

the expression levels of 2C marker genes of *Dux*, *Zscan4d*, *Gm12794* and MERV1 in control mES cells and CX-5461 treated mES cells; Each point denoted a single cell; The number of parentheses denotes the percentage of cells expressing these genes; *Dux*:  $p=2.68E-11$ (\*\*\*), *Zscan4d*:  $p=2.32E-22$ (\*\*\*), *Gm12794*:  $p=7.42E-09$ (\*\*\*), MERV1:  $p=2.69E-123$ , two-sided, Wilcoxon signed rank test; N=1 biologically independent single-cell RNA-seq experiment. 

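Over all barcodes of the deposited tables, Dux (as Duxf3) had a UMI in 3 of 3838 control cells, 0.0782% (0.0161 to 0.228), and in 31 of 4922 CX-5461-treated cells, 0.63% (0.428 to 0.893). Zscan4d had a UMI in 15 control cells, 0.391% (0.219 to 0.644), and in 78 CX-5461-treated cells, 1.58% (1.25 to 1.97). Gm12794 had a UMI in 3 control cells, 0.0782%, and in 26 CX-5461-treated cells, 0.528% (0.345 to 0.773). These percentages match those printed in Supplementary Fig. S2a, although the cell numbers in Fig. 2 are smaller than the numbers of barcodes. Among the cells kept by the filter the shares were 0.0796% and 0.639% for Dux, 0.398% and 1.62% for Zscan4d, and 0.0796% and 0.532% for Gm12794. Fibroblast-like cells gave the background. Zscan4d had a UMI in 1 of 216 such cells in the control library and 1 of 162 in the CX-5461 library, while Dux and Gm12794 were at 0 in both, which allows a share of up to 1.39% and 1.85% by 3 counts and 1.69% and 2.25% by the exact interval, so that the number of fibroblast-like cells limits this comparison. After thinning to 3100 UMIs per cell, Zscan4d was found in 7 of 2943 control cells, 0.238% (0.0957 to 0.489), and in 37 of 4676 CX-5461-treated cells, 0.791% (0.558 to 1.09). Dux was then found in 0 control cells, which allows a share of up to 0.102% by 3 counts and 0.125% by the exact interval, and in 10 CX-5461-treated cells, 0.214% (0.103 to 0.393). The exact thinned intervals overlapped for Dux and for Gm12794, with 2 and 16 cells (0.00823 to 0.245 and 0.196 to 0.555). The tests in the legend take cells as replicates, and none was run here.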

GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **b)** The expression levels of pluripotency genes in control mES cells and CX-5461 treated mES cells; Each point denoted a single cell; The number of parentheses denotes the percentage of cells expressing these genes; With MERV1 expression:  $p=1.37E-36$ (\*\*\*), Without MERV1 expression:  $p=4.29E-65$ (\*\*\*), two-sided, Wilcoxon signed rank test; N=1 biologically independent single-cell RNA-seq experiment. 

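The average of log-normalized values over the 19 pluripotency genes had a median of 0.784 in control cells and 0.804 in CX-5461-treated cells. Among ES-like cells alone, it was 0.855 and 0.812. This class leaves out the unnamed low-UMI clusters of the control library but keeps the CX-5461 cluster low in UMIs and high in mitochondrial UMIs. With ES-like cells of both libraries held to at least 5000 UMIs and at most 0.1 mitochondrial, chosen after the data were seen, it was 0.857 and 0.825. After thinning to the same number of UMIs per cell it was 0.676 and 0.648 in all kept cells and 0.702 and 0.656 in ES-like cells. As a share of UMIs, the pluripotency genes took a median of 0.804% (quartiles 0.711 and 0.901) in ES-like control cells and 0.837% (0.679 and 0.983) in ES-like CX-5461-treated cells. Most UMIs of the list came from Dppa5a in both libraries. Cells with at least 10 UMIs of the 2C genes had a lower median share than cells without one in both libraries, 0.618% against 0.792% in control cells and 0.697% against 0.833% in CX-5461-treated cells, with 13 and 92 such cells. Pou5f1 had a UMI in 3260 of 3767 control cells, 86.5% (85.4 to 87.6), and in 4493 of 4697 CX-5461-treated cells, 95.7% (95.0 to 96.2). After thinning, which left out 824 control and 21 CX-5461-treated cells with fewer UMIs, the shares were 85.6% and 81.7%, the opposite order. The order was also opposite at the deposited depth among ES-like and 2C-like cells together, with 99.5% and 98.2%. Fibroblast-like cells, as background, had a Pou5f1 UMI in 49.5% of control and 27.2% of CX-5461-treated cells.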

GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **c)** Scatter plots demonstrating negative correlation of expression level between MERV1/MERV1-int/MT2\_Mm and ribosome biogenesis genes; Each dot represents a single cell with detectable ERV expression;  $r$  denotes correlation coefficient;  $p$ -value was obtained by cor.test function in R software; N=1 biologically independent single-cell RNA-seq experiment. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **d)** The percentage of 2C::*tdTomato* positive cells was quantified using FACS analysis in control mES cells and CX-5461-treated mES cells; CX-5461 0.4 $\mu$ M 12h vs Control:  $p=3.72E-03$ (\*\*), CX-5461 2.0 $\mu$ M 12h vs Control:  $p=1.84E-04$ (\*\*\*), two-way ANOVA; N=3 biologically independent experiment; Data are presented as mean values  $\pm$  SEM, SEM: Standard Error of Mean. **f)** FACS analysis on Annexin-V FITC, marker for early cell apoptosis, and DAPI, marker for late cell apoptosis upon different treatment doses of CX-5461; **n)** FACS analysis on Annexin-V FITC and 2C::*tdTomato* positive mES cells upon different treatment doses of CX-5461. **g)** FACS analysis on DAPI and 2C::*tdTomato* positive mES cells upon different treatment doses of CX-5461. In **a)** and **b)**, the center line is the median, the bottom of the box is the 25th percentile boundary, the top of the box is the 75th,

and the whiskers define the bounds of the data that are not considered outliers, with outliers defined as greater/lesser than  $\pm 1.5 \times \text{IQR}$ , where IQR = inter quartile range.

### Supplementary Figure S3:

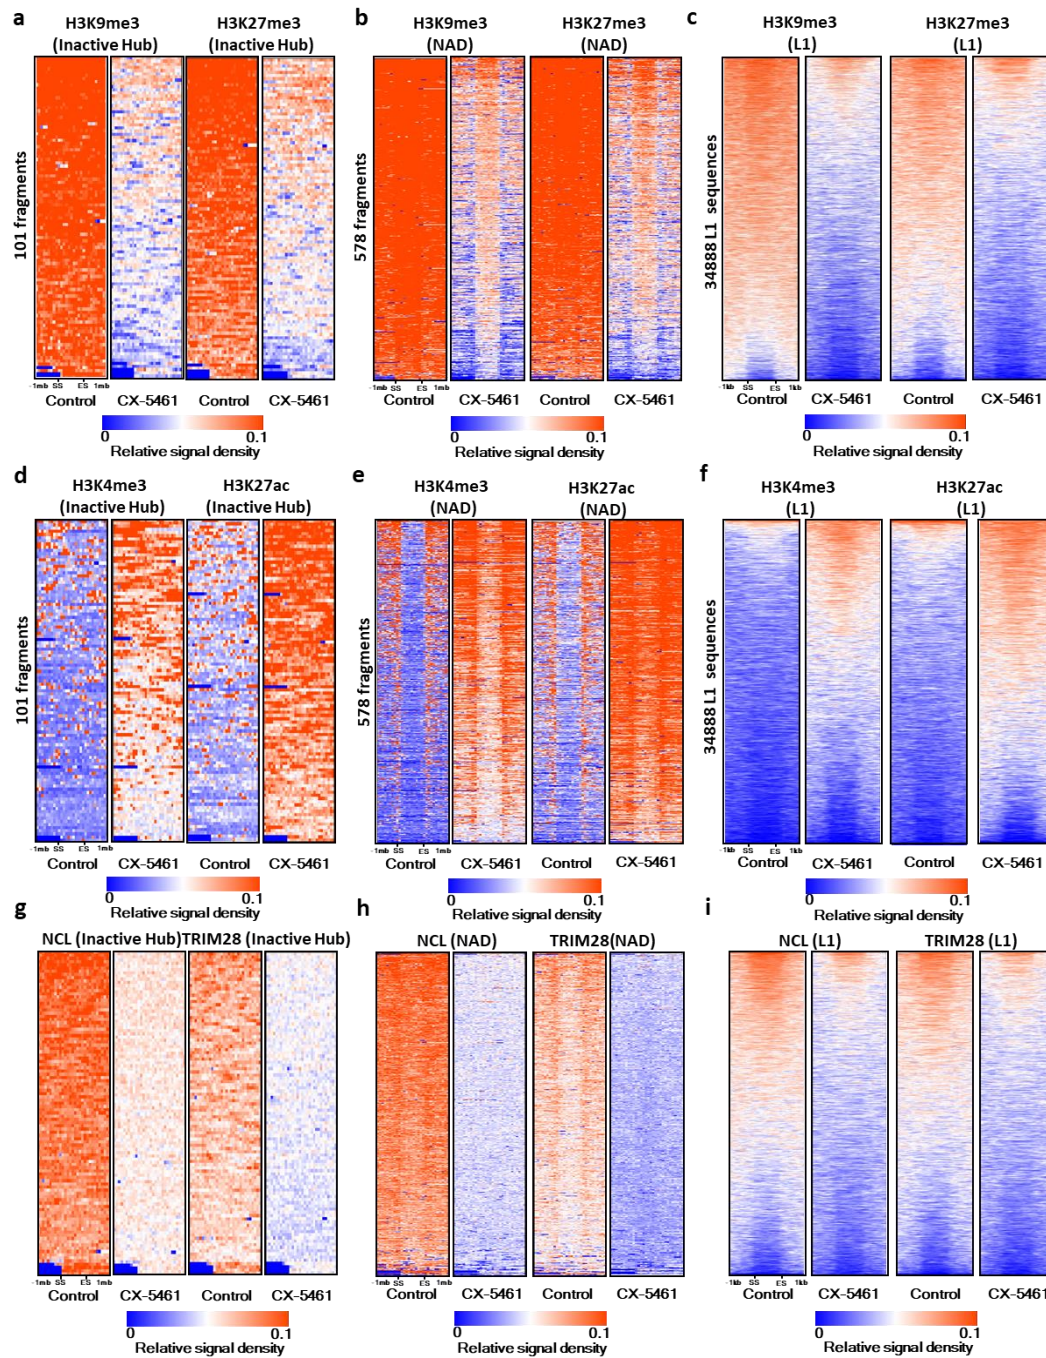

### Supplementary Figure S3: rRNA biogenesis defect changed the normal epigenetic

state of PNH region. **a)** Heatmap plots demonstrate the levels of H3K9me3 and H3K27me3 on within 1mb region around start and end sites of Inactive Hub. The regions of different lengths of Inactive Hub fragments were fitted to 1mb. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **b)** Heatmap

plots demonstrate the levels of H3K9me3 and H3K27me3 within 1mb region around

start and end sites of NAD. The regions of different lengths of NAD fragments were fitted to 1mb. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **c)** Heatmap plots demonstrate the levels of H3K9me3 and H3K27me3 within 1kb region around start and end sites of L1. The regions of different lengths of L1 sequences were fitted to 1kb. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **d)** Heatmap plots demonstrate the level of H3K4me3 and H3K27ac within 1mb region around start and end sites of Inactive Hub. The regions of different lengths of Inactive Hub fragments were fitted to 1mb. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **e)** Heatmap plots demonstrate the levels of H3K4me3 and H3K27ac within 1mb region around start and end sites of NAD. The regions of different lengths of NAD fragments were fitted to 1mb. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **f)** Heatmap plots demonstrate the level of H3K4me3 and H3K27ac on within 1kb region around start and end sites of L1. The regions of different lengths of L1 sequences were fitted to 1kb. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **g)** Heatmap plots demonstrate the level of NCL and TRIM28 within 1mb region around start and end sites of Inactive Hub. The regions of different lengths of Inactive Hub fragments were fitted to 1mb. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **h)** Heatmap plots demonstrate the levels of NCL and TRIM28 within 1mb region around start and end sites of NAD. The regions of different lengths of NAD fragments were fitted to 1mb. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **i)** Heatmap plots demonstrate the level of NCL and TRIM28 within 1kb region around start and end sites of L1. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). The regions of

different lengths of L1 sequences were fitted to 1kb.

Supplementary Figure S4:

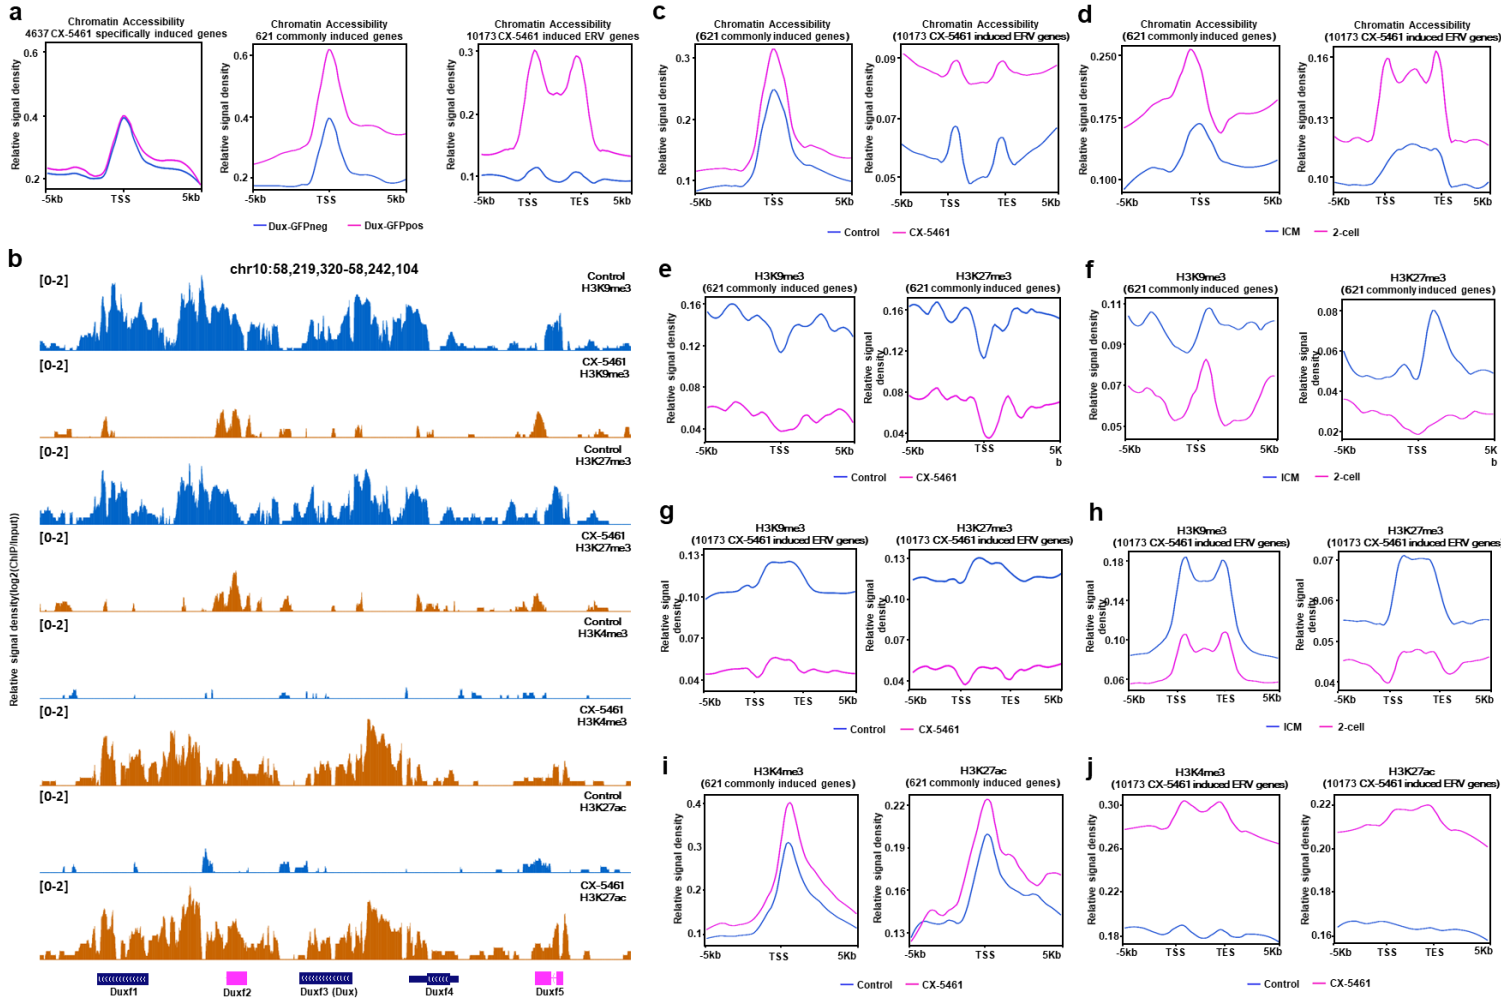

**Supplementary Figure S4: 2C/ERV genes were activated through *Dux*.** **a)** Line plots demonstrate the meta-analysis results of chromatin accessibility (BPM) in *Dux*-GFP positive mES cells and *Dux*-GFP negative mES cells within 5kb region around transcription start sites or transcription start and end sites of 621 commonly induced genes between CX-5461 treatment and *Dux* overexpression, 4637 specifically induced genes by CX-5461 and 10173 CX-5461 induced ERV genes using published ATAC-seq data. The regions of different lengths of ERV genes were fitted to 5kb. GEO accession code GSE85632 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85632>). **b)** UCSC Genome Browser viewing of ChIP-seq signals around *Dux* locus. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **c)** Line plots demonstrate the meta-analysis results of chromatin accessibility (BPM) of 621 commonly induced genes between CX-5461 treatment and *Dux* overexpression and 10173 CX-5461 induced ERV genes in control mES cells and CX-5461 treated mES cells. The regions of different lengths of ERV genes were fitted to 5kb. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **d)** Line plots demonstrate the meta-analysis results of chromatin accessibility (BPM) of 621 commonly induced genes between CX-5461 treatment and *Dux* overexpression and 10173 CX-5461 induced ERV genes in 2-cell embryo and ICM embryo. The regions of different lengths of ERV genes were fitted to 5kb. GEO accession code GSE66390 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66390>). **e)** Line plots demonstrates the meta-analysis results of H3K9me3 and H3K27me3 levels (relative signal density ( $\log_2(\text{ChIP}/\text{Input})$ )) of 621 commonly induced genes between CX-5461 treatment and *Dux* overexpression in control mES cells and CX-5461 treated mES cells. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **f)** Line plots demonstrate the meta-analysis results of H3K9me3 and H3K27me3 levels (relative signal density ( $\log_2(\text{ChIP}/\text{Input})$ )) of 621 commonly induced genes between CX-5461 treatment and *Dux*

overexpression in 2-cell embryo and ICM embryo. GEO accession code GSE66390

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66390>). **g)** Line plots demonstrate the meta-analysis results of H3K9me3 and H3K27me3 levels (relative signal density ( $\log_2(\text{ChIP}/\text{Input})$ )) of 10173 CX-5461 induced ERV genes in control mES cells and CX-5461 treated mES cells; The regions of different lengths of ERV genes were fitted to 5kb. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **h)** Line plots demonstrate the meta-analysis results of H3K9me3 and H3K27me3 levels (relative signal density ( $\log_2(\text{ChIP}/\text{Input})$ )) of 10173 CX-5461 induced ERV genes in 2-cell embryo and ICM embryo; The regions of different lengths of ERV genes were fitted to 5kb. GEO accession code GSE66390

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66390>). **i)** Line plots demonstrate the meta-analysis results of H3K4me3 and H3K27ac levels (relative signal density ( $\log_2(\text{ChIP}/\text{Input})$ )) of 621 commonly induced genes between CX-5461 treatment and *Dux* overexpression in control mES cells and CX-5461 treated mES cells. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **j)** Line plots demonstrate the meta-analysis results of H3K4me3 and H3K27ac levels (relative signal density ( $\log_2(\text{ChIP}/\text{Input})$ )) of 10173 CX-5461 induced ERV genes in control mES cells and CX-5461 treated mES cells; The regions of different lengths of ERV genes were fitted to 5kb. GEO accession code GSE166041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>).

## Supplementary Figure S5:

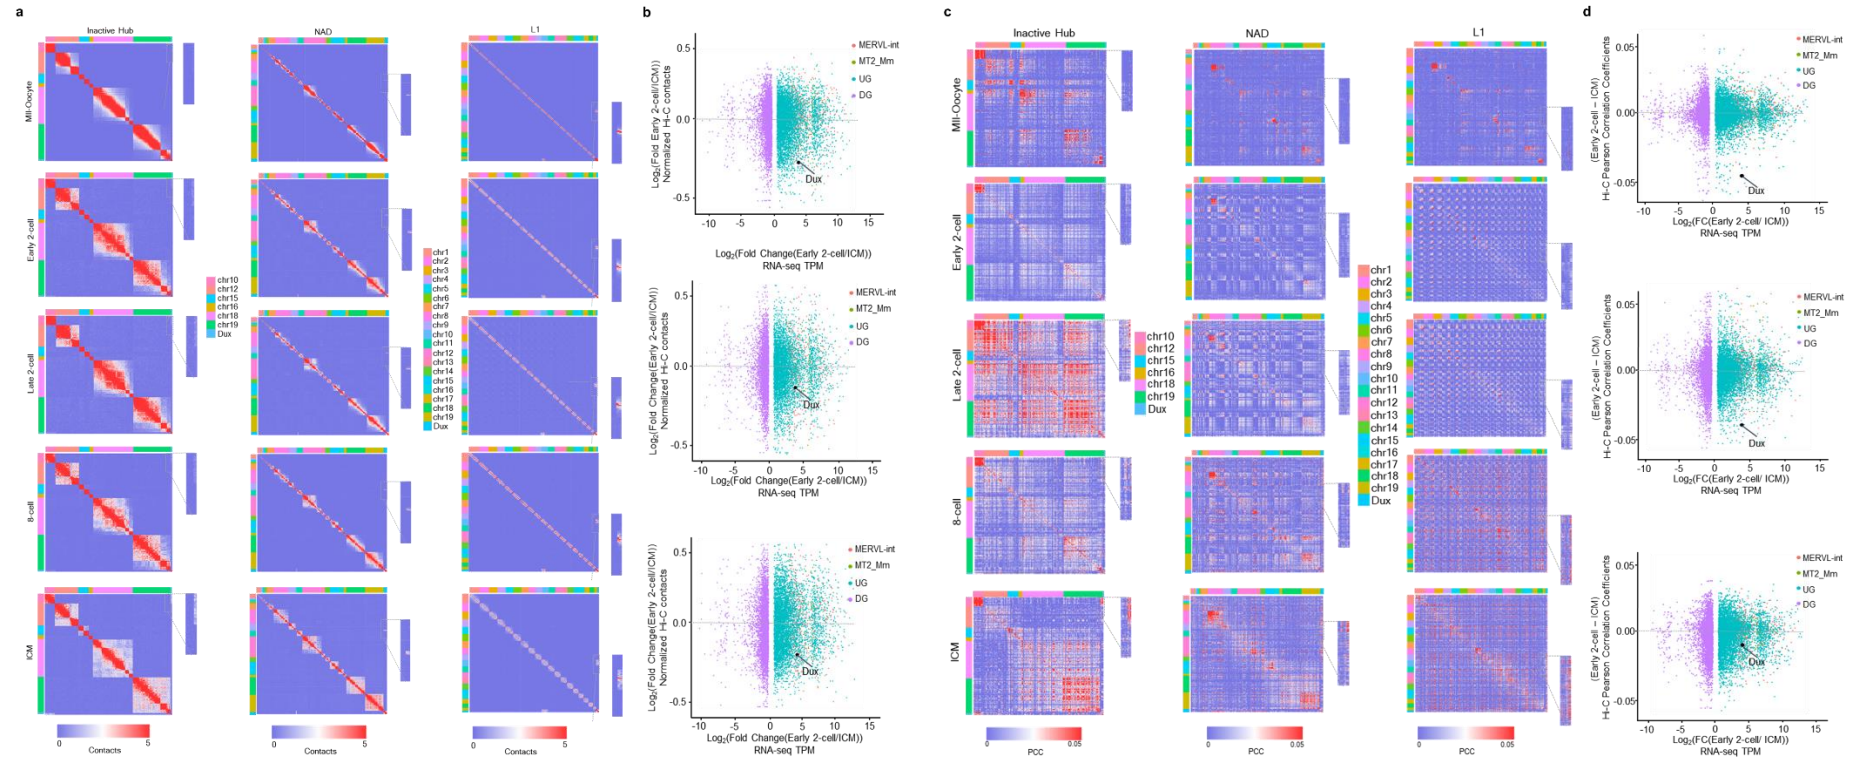

## Supplementary Figure S5: rRNA biogenesis defect drove 3D chromatin structure reorganization of PNH region towards the 2C-like state. a)

Hi-C contact maps of Inactive Hub/NAD/L1 and 1.5 Mb genomic regions around *Dux* at 150kb resolution during mouse pre-implantation embryos development. The zoomed-in regions aim to demonstrate the change of Hi-C contacts between *Dux* and chromosome 10 during mouse pre-implantation embryos development. GEO accession code GSE82185

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE82185>). **b)** Scatter plot demonstrates the  $\log_2$ (fold change) of Hi-C contacts between Inactive Hub/NAD/L1 and different types of genes in early 2-cell and ICM stage embryos. GEO accession code GSE82185 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE82185>). **c)** Hi-C pearson correlation heat maps of Inactive Hub/NAD/L1 and 1.5 Mb genomic regions around *Dux* at 150kb resolution during mouse pre-implantation embryos development. The zoomed-in regions aim to demonstrate the change of Hi-C PCC between *Dux* and chromosome 10 during mouse pre-implantation embryos development. GEO accession code GSE82185 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE82185>). **d)** Scatter plot demonstrates the PCC difference between Inactive Hub/NAD/L1 and different types of genes in early 2-cell and ICM stage embryos. GEO accession code GSE82185 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE82185>).

**Supplementary Figure S6:**

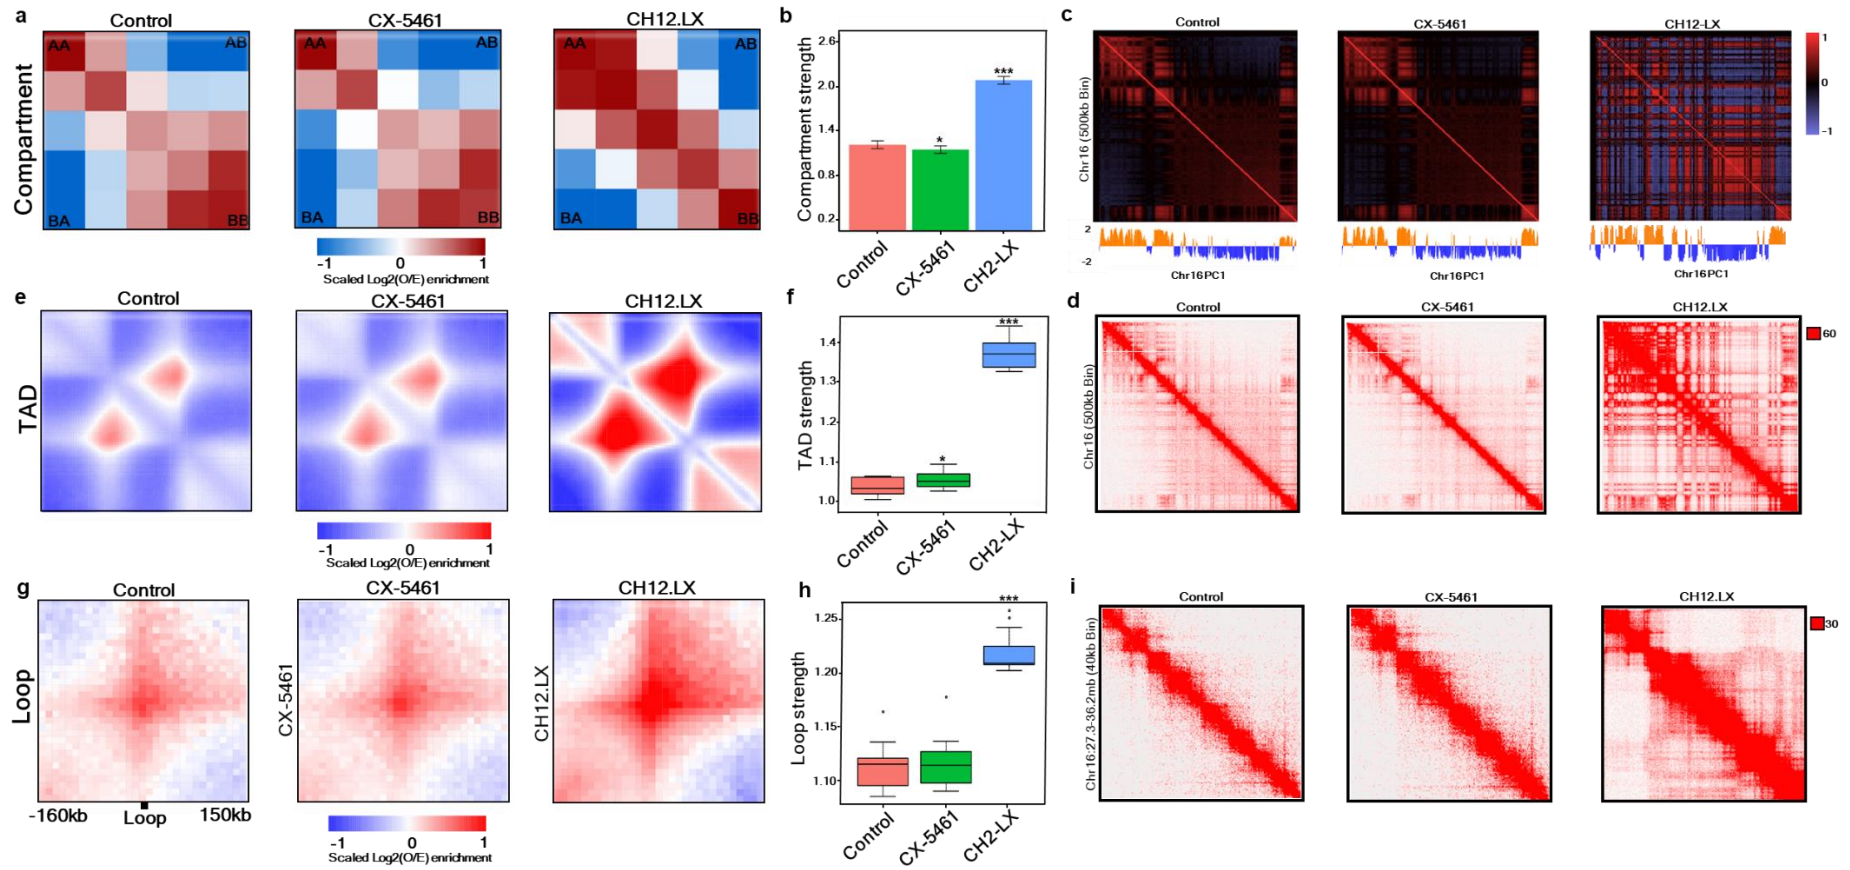

**Supplementary Figure S6: Global comparison of 3D chromatin structures between control mES cells and CX-5461 treated mES cells. a) A/B interaction profile showing contact enrichment between active and inactive compartments. GEO accession code GSE166041**

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>) and (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63525>). **b)** Quantification of compartment strength; Control vs CX-5461:  $p=4.62E-02$ (\*), Control vs CH12-LX:  $p=6.71E-7$ (\*\*\*), two-sided, Wilcoxon signed rank test, N=1 biologically independent Hi-C experiment; Data are presented as mean values  $\pm$  SEM, SEM: Standard Error of Mean. **c)** Pearson correlation heat maps for chromosome 16 at 500kb resolution to demonstrate A/B compartment. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>) and (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63525>). **d)** Hi-C contact maps for chromosome 16 at 500kb resolution for A/B compartment profile. **e)** Observed/Expected (O/E) aggregate plot of TADs (GEO accession GSE166041 and GSE63525). **f)** Quantification of TAD strength; Control vs CX-5461:  $p=4.30E-02$ (\*), Control vs CH12-LX:  $p=5.96E-11$ (\*\*\*), two-sided, Wilcoxon signed rank test, N=1 biologically independent Hi-C experiment. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>) and GSE63525 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63525>). **g)** O/E aggregate plots of chromatin loops. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>) and GSE63525 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63525>). **h)** Quantification of loop strength; Control vs CH12-LX:  $p=1.01E-11$ (\*\*\*), two-sided, Wilcoxon signed rank test, N=1 biologically independent Hi-C experiment. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>) and (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63525>). **i)** Hi-C contact maps for chromosome 16:27.3-36.2mb region at 40kb resolution to demonstrate TAD and chromatin loop. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>) and (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63525>). In **f)** and **h)**, the center line is the median, the bottom of the box is the 25th

percentile boundary, the top of the box is the 75th, and the whiskers define the bounds of the data that are not considered outliers, with outliers defined as greater/lesser than  $\pm 1.5 \times \text{IQR}$ , where IQR = inter quartile range.

## Supplementary Figure S7:

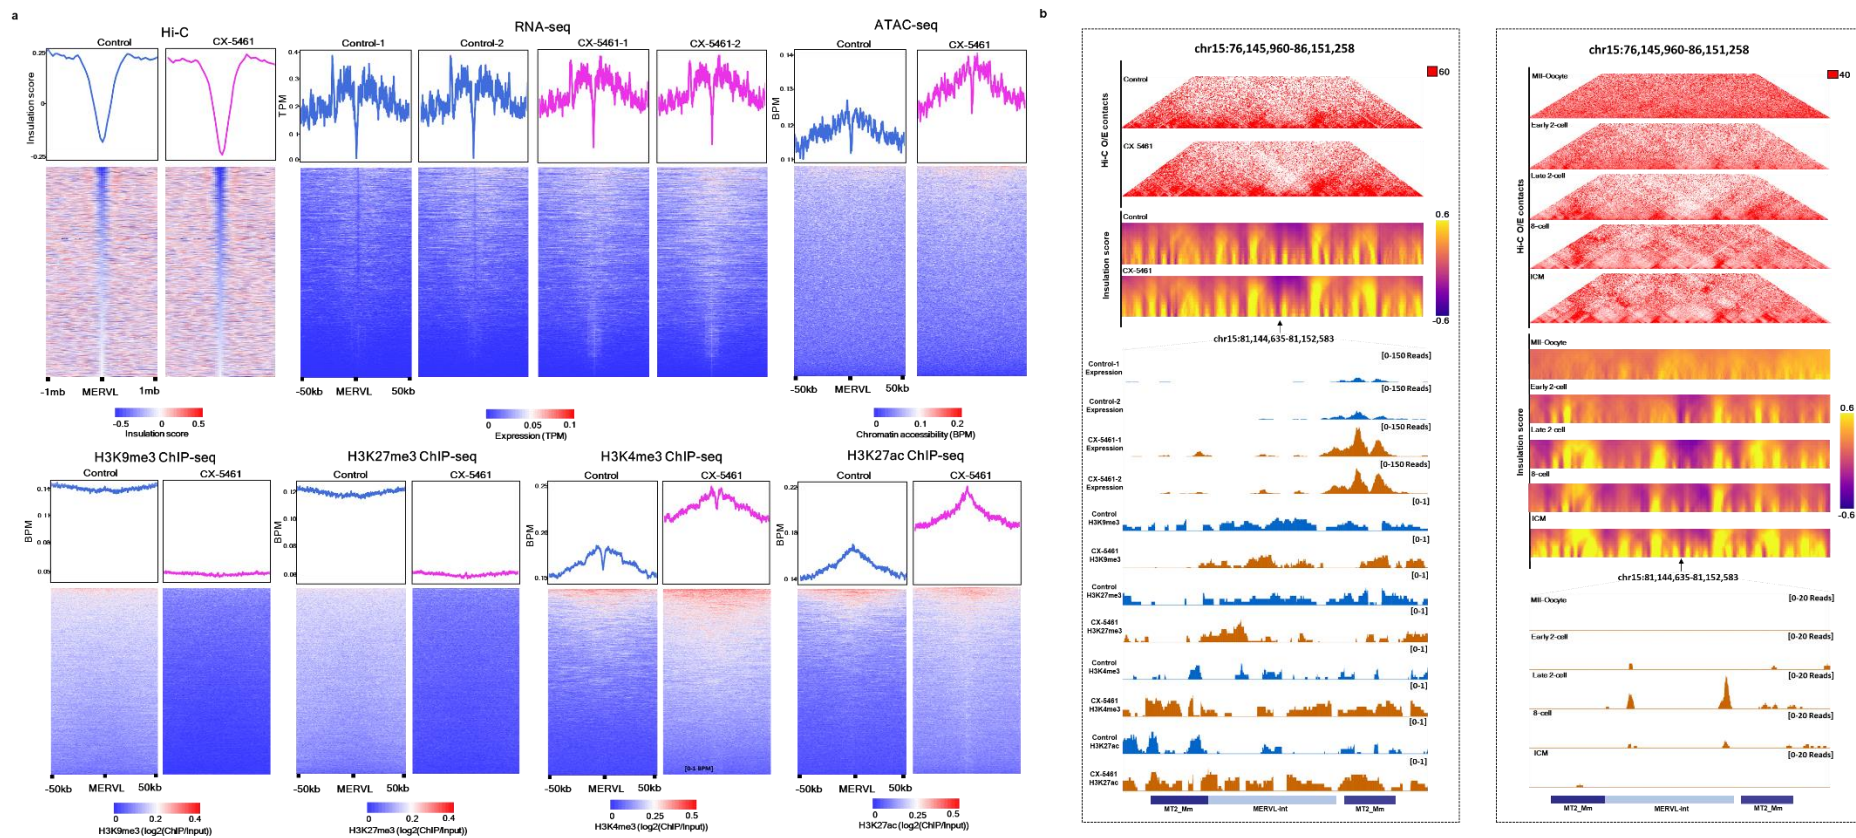

**Supplementary Figure S7: rRNA biogenesis defect drove 3D chromatin structure reorganization of MERVL region towards the 2C-like state. a)**

Insulation score, expression (TPM), ATAC-seq (BPM), H3K9me3 (log2(ChIP/Input)), H3K27me3 (log2(ChIP/Input)), H3K4me3 (log2(ChIP/Input))

and H3K27ac ( $\log_2(\text{ChIP}/\text{Input})$ ) signals of control and CX-5461-treated mES cells centered on CX-5461-induced *MERV*L genes. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>). **b)** Representative 40kb Hi-C O/E interaction matrices of a *MERV*L loci (chr15:76,145,960-86,151,258) located at TAD boundaries are shown as heatmaps, along with insulation score and genome browser tracks of RNA-Seq, H3K9me3, H3K27me3, H3K4me3 and H3K27ac ChIP-Seq signals of the expanded genomic region containing the TAD boundary (arrows) in control and CX-5461-treated mES cells as well as in mouse early embryos. GEO accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>) and GSE82185 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE82185>).

## Supplementary Figure S8:

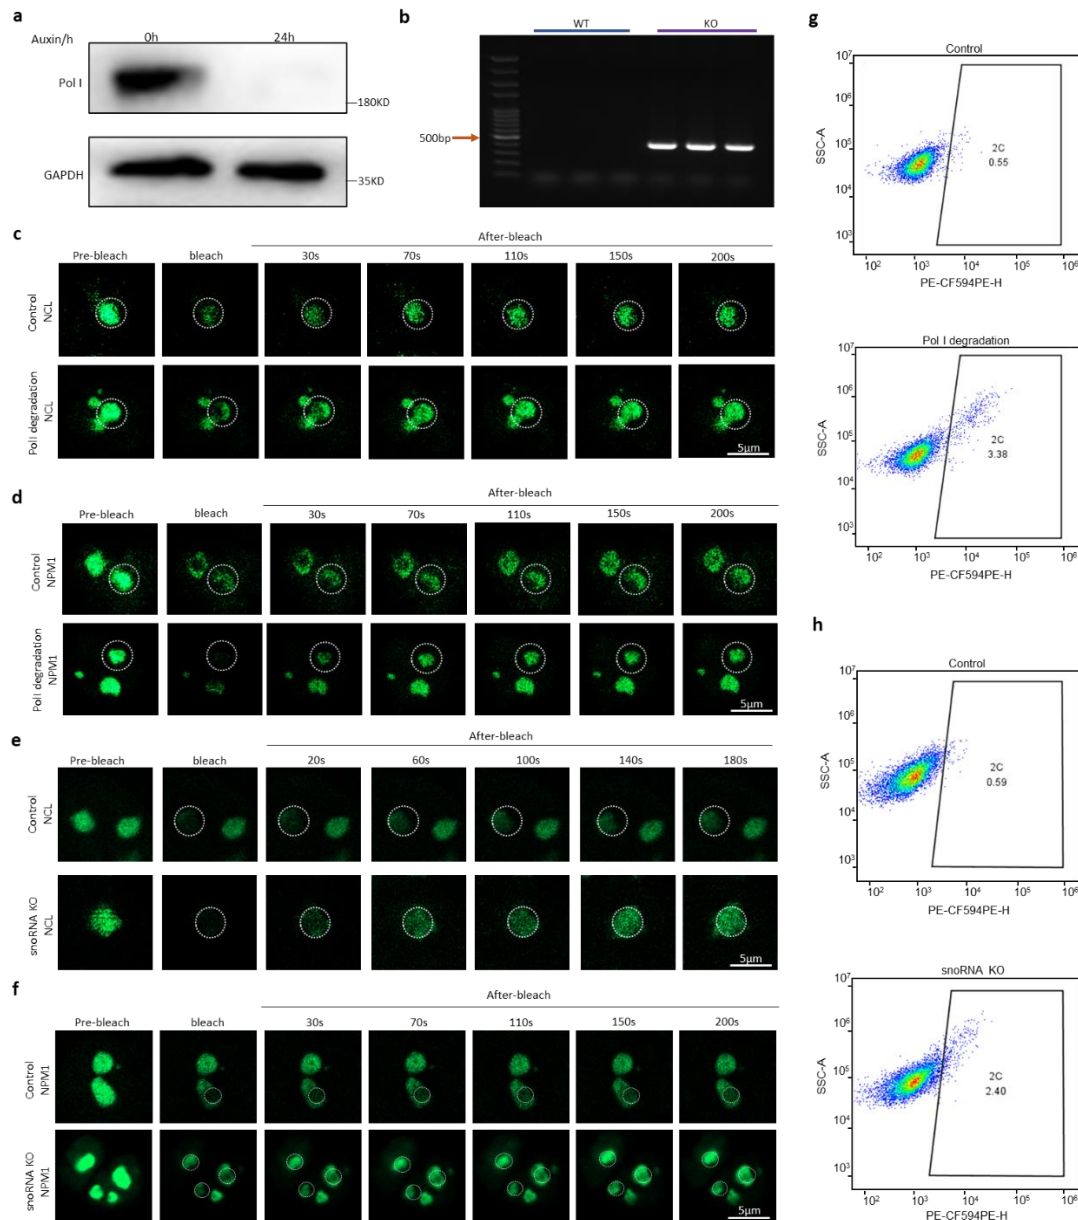

**Supplementary Figure S8: Genetic interferences of rRNA biogenesis recapitulate CX-5461-induced 2C-like molecular phenotypes.** **a)** Western Blotting experiment showing the *Pol I* protein degradation after 24h of Auxin treatment; Experiment was repeated independently 3 times with similar results. **b)** PCR experiment showing that a 400bp band was observed in the snoRNA KO mES cells, but not in the wild type (WT) mES cells; Experiment was repeated independently 3 times with similar results. As a band of 400bp was designed especially in the snoRNA KO mES cells, this result indicates that the homologs of human SNORD113-114 gene cluster was successfully knocked-out. **c)** Shown images are representative of 3 times of NCL FRAP

experiments in control mES cells and *Pol I* degraded mES cells. **d)** Shown images are representative of 3 times of NPM1 FRAP experiments in control mES cells and *Pol I* degraded mES cells. **e)** Shown images are representative of 3 times of NCL FRAP experiments in control mES cells and snoRNA knockout mES cells. **f)** Shown images are representative of 3 times of NPM1 FRAP experiments in control mES cells and snoRNA knockout mES cells. **g)** FACS analysis on 2C::*tdTomato*<sup>+</sup> mES cells in *Pol I* degraded mES cell lines, showing the change of percentage of 2C-like cells. **h)** FACS analysis on 2C::*tdTomato*<sup>+</sup> mES cells in snoRNA knockout mES cell lines, showing the change of percentage of 2C-like cells.

## Supplementary Figure S9:

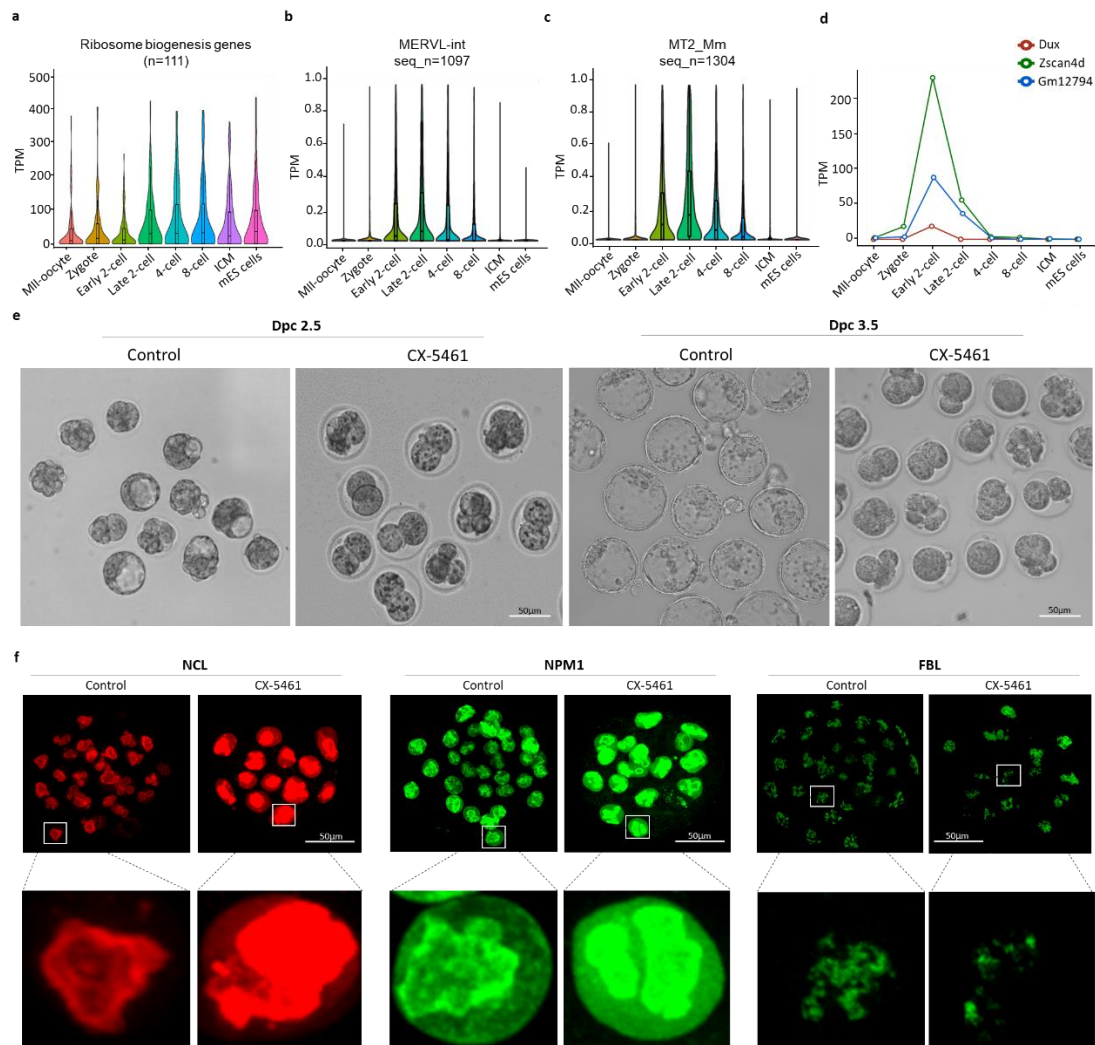

**Supplementary Figure S9: rRNA biogenesis is critically required at the 2-cell-to-4-cell stage transition during pre-implantation embryo development.** **a)** Expression pattern of Ribosome biogenesis gene set across different early embryo developmental stages using public pre-implantation mouse embryos RNA-seq data. n denotes the number of sub-classes of MERVL genes; Gene expression levels of in same developmental stage were averaged for plotting. GEO accession code GSE66390 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66390>). **b)** Expression pattern of MERVL-int genes across different embryo developmental stages using public pre-implantation mouse embryos RNA-seq data. seq\_n denotes the number of annotated MERVL-int sequences; Gene expression levels of two biological replicates in same developmental stage were averaged for plotting. GEO

accession code GSE66390

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66390>). **c)** Expression pattern of MT2\_Mm genes across different embryo developmental stages using public pre-implantation mouse embryos RNA-seq data. seq\_n denotes the number of annotated MT2\_Mm sequences; Gene expression levels of two biological replicates in same developmental stage were averaged for plotting. GEO accession code GSE66390 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66390>). **d)** Expression pattern of 2C marker genes, *Dux*, *Zscan4d* and *Gm12794*, across different embryo developmental stages using public pre-implantation mouse embryos RNA-seq data; Gene expression levels of two biological replicates in same developmental stage were averaged for plotting. GEO accession code GSE66390 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66390>). **e)** Representative images of mouse embryos produced from control and CX-5461 treatment during two different developmental stages; Dpc: Days post-coitum. Experiment was repeated 3 times independently with similar results. **f)** Immunofluorescence staining of NCL, NPM1 and FBL in control blastocyst embryos and CX-5461-treated blastocyst embryos; Experiment was repeated independently 6 times with similar results. In **a)**, **b)** and **c)**, the center line is the median, the bottom of the box is the 25th percentile boundary, the top of the box is the 75th, and the top and bottom of vertical line define the bounds of the data that are not considered outliers, with outliers defined as greater/lesser than  $\pm 1.5 \times \text{IQR}$ , where IQR = inter quartile range.

**Supplementary Figure S10:**

**FACS gating strategy**

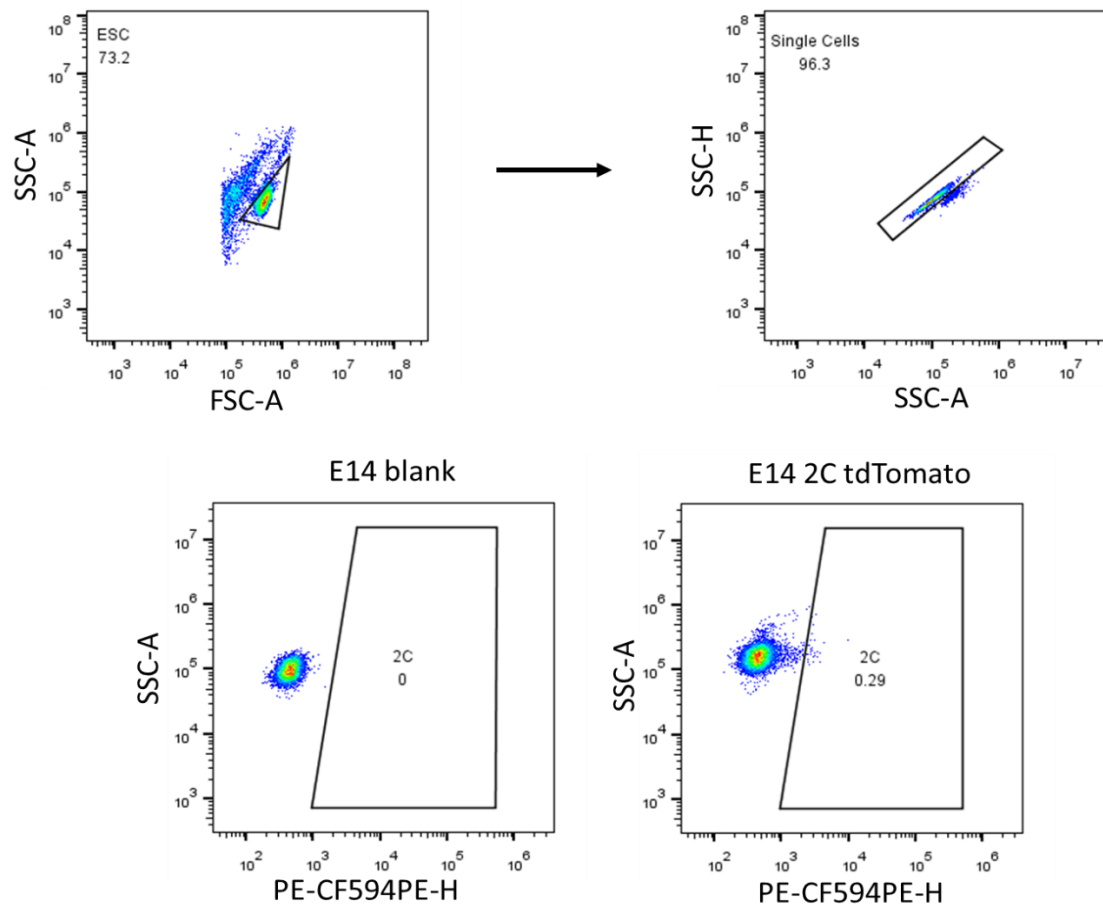

**Supplementary Figure S10:** Gating strategy applied to all FACS figures in this paper.

We circled living mouse embryonic stem cells from all cells and then detected the state of single cell. According to the "BLANK" group without expressing tdTomato Reporter, we can distinguish between 2C-like cell and non-2C-like cell.

**Supplementary Table 1: siRNA sequences for siRNA mediated knockdown experiment of Duxf3 expression**

| Targets   | sense (5'-3')         |
|-----------|-----------------------|
| Dux/Duxf3 | CCCUGCUAUCAACUUUCAATT |
|           | GGAUCCUAGGGCAAGCCUUTT |
|           | GGAUGAAGUCCAAGUAGAATT |
| NC        | UUCUCCGAACGUGUCACGUTT |

**Supplementary Table 2: Primer sequences of qRT-PCR experiment**

| Name             | Sequence (5'-3')            |
|------------------|-----------------------------|
| Zscan4-F         | CCCTTCCTAGTGGTCGTGAATGTCTTT |
| Zscan4-R         | CTGCTGTGAAGCCATTGTGGTGAC    |
| GM12794-F        | ATGAGTATGTGAGGCTATGCTGT     |
| GM12794-R        | CAAGGGGCAAAGCAACTTAGA       |
| GM4340-F         | AATCGAGGCACTGGGTCTAAG       |
| GM4340-R         | GCCGCCCTATTTTGCTTTG         |
| $\beta$ -actin-F | TAGGCACCAGGGTGTGATGG        |
| $\beta$ -actin-R | CATGGCTGGGGTGTGAAGG         |
| GAPDH-F          | AGGTCGGTGTGAACGGATTG        |
| GAPDH-R          | TGTAGACCATGTAGTTGAGGTCA     |
| Mervi-F          | ATCTCCTGGCACCTGGTATG        |
| Mervi-R          | AGAAGAAGGCATTTGCCAGA        |
| Dux-F            | CCCAGCGACTCAAACCTCTTC       |
| Dux-R            | GGACTTCGTCCAGCAGTTGAT       |
| 18s rRNA-F       | GTAACCCGTTGAACCCATT         |
| 18s rRNA-R       | CCATCCAATCGGTAGTAGCG        |
| 28s rRNA-F       | GGTTGAGGGCCACCTTATT         |
| 28s rRNA-R       | GAAGAAAGACCGGAAGAGAAA       |
| pre-rRNA-F       | AAATAAGGTGGCCCTCAACC        |
| pre-rRNA-R       | CGTGCCGGTATTAGCCTTA         |

**Supplementary Table 3: Primer sequences of ChIP-qPCR experiment**

| Name         | Sequence (5'-3')        |
|--------------|-------------------------|
| Gm12794-1-F  | CACTGGACGAGGTGGTGAAG    |
| Gm12794-1-R  | AAGCAGTGCCCCACAGGGA     |
| Gm12794-2-F  | ATGAGTATGTGAGGCTATGCTGT |
| Gm12794-2-R  | CAAGGGGCAAAGCAACTAGA    |
| Mervl LTR-F  | CTGGGCTACACCTTCTGCTG    |
| Mervl LTR-R  | TGATTCAAGTCGCAGCTGTGA   |
| Mervl-Pol-F  | TAGGAGTCCAGTGGTGTGGG    |
| Mervl-Pol-R  | AGACCCACTAAACGTTGTGCT   |
| Zscan4d-1-F  | TCCTGGTTTCCAGAGAGATTGG  |
| Zscan4d-1-R  | AACTTCTGGATTCTTCTTGCCCT |
| Zscan4d-2-F  | CAGGTTGACACATCCTTGCC    |
| Zscan4d-2-R  | TGAAGTTCAGCACAACTCAGTG  |
| Dux-TSS-F    | GCTGATCAAGGAGGGGTTCC    |
| Dux-TSS-R    | TCCTTCTGCAGAGAGTCCCA    |
| Dux-coding-F | TTGAGTGCGGGCATCTTCTT    |
| Dux-coding-R | GATACTTCAAGCCCCAGCGA    |

**Supplementary Table S4: NGS datasets used in this study**

| Data Type           | GEO accession | PMID       |
|---------------------|---------------|------------|
| RNA-seq             | GSE166041     | This study |
|                     | GSE33923      | 22722858   |
|                     | GSE51682      | 26324425   |
|                     | GSE74278      | 27003935   |
|                     | GSE85632      | 28459457   |
|                     | GSE100939     | 29937225   |
|                     | GSE120953     | 30692203   |
|                     | GSE113671     | 31932739   |
|                     | GSE97778      | 29686265   |
|                     | GSE66582      | 27309802   |
| Single-cell RNA-seq | GSE166041     | This study |
| ChIP-seq            | GSE166041     | This study |
|                     | GSE85632      | 28459457   |
|                     | GSE26360      | 22387025   |
| ATAC-seq            | GSE166041     | This study |
|                     | GSE66390      | 27309802   |
|                     | GSE85632      | 28459457   |
| Hi-C                | GSE166041     | This study |
|                     | GSE82185      | 28703188   |
|                     | GSE63525      | 25497547   |

# Supplementary material for: rRNA biogenesis regulates mouse 2C-like state by 3D structure reorganization of peri-nucleolar heterochromatin
**Source:** Nat Commun. 2021 Nov 9;12:6365. doi: 10.1038/s41467-021-26576-2
**Supplement:** Supplementary file 3 — Descriptions of Additional Supplementary Files

## **Descriptions of Additional Supplementary File**

### **Supplementary Data 1:**

Description: Experimental information of oligopaint DNA FISH.

# Supplementary material for: rRNA biogenesis regulates mouse 2C-like state by 3D structure reorganization of peri-nucleolar heterochromatin
**Source:** Nat Commun. 2021 Nov 9;12:6365. doi: 10.1038/s41467-021-26576-2
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No computer code was used to collect the data

Data analysis Flow cytometry was performed on Beckman CytoFLEX LX (Version 9). FACS data was collected using (CytExpert, Version 2.3) and was processed using (FlowJo, Version 9). All bulk RNA-seq reads were trimmed using Trimmomatic software (Version 0.36) and were further quality-filtered using FASTX Toolkit ([http://hannonlab.cshl.edu/fastx\\_toolkit/](http://hannonlab.cshl.edu/fastx_toolkit/)) fastq\_quality\_trimmer command. The high-quality reads were mapped to the mm10 genome by HISAT2 (v2.1.0), a fast and sensitive spliced alignment program for mapping RNA-seq reads. PCR duplicate reads were removed using Picard tools. The expression levels of genes and repeat sequences were independently calculated by StringTie. Differential expression analysis of genes in different samples was performed by DESeq2 (v1.32.0) using the reads count matrix produced from a python script "prepDE.py" provided in StringTie website (<http://ccb.jhu.edu/software/stringtie/>). Homer (v4.11) was used for motif discovery and enrichment analysis. For single cell RNA-seq, we used 10x Genomics system following the manufacturer's protocol. We followed the previously published pipeline<sup>78</sup> to produce digital gene expression matrices of the droplet microfluidics-based single-cell RNA-seq sequencing data derived from control and CX-5461 treated mouse ES cells. Single-cell gene expression matrix was further analyzed with Seurat (<https://satijalab.org/seurat/>) (v2.3.4). ATAC-seq and ChIP-seq reads were first aligned to mm10 genomes using Bowtie2 (version 2.3.4.1). The bamCoverage and bamCompare commands contained in deepTools (version 2.5.3) were adopted for downstream analysis. The "computeMatrix" and "plotProfile" commands of deepTools were used to produce the reads density distribution plot of ATAC-seq and ChIP-seq signal in the given genomic region. The paired-end reads of Hi-C fastq files were aligned, processed, and iteratively corrected using HiC-Pro (version 2.11.1). HiCExplorer (<https://hicexplorer.readthedocs.io/en/latest/>) was used for downstream Hi-C analysis. Visualization of Hi-C matrix was carried out by Juicer (v1.9.9) and R (v4.0.2) software. All statistical analyses for Next Generation Sequencing (NGS) data were performed with R (v4.0.2)/Bioconductor (v3.10) software utilizing custom R scripts. The other statistical analyses were performed with GraphPad Prism software (v8.0). All other analyses in this study were made based on custom perl (v5.30.0) or R (v4.0.2) codes. The codes used for the analysis reported in this study were freely available at <https://github.com/huayu1111/rRNAproj>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All the bulk RNA-seq, single-cell RNA-seq, ChIP-seq, ATAC-seq and Hi-C data generated in this study have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database under the accession code GSE166041 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166041>) and GSE164420 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164420>). Previously published RNA-Seq datasets that were re-analyzed here are available under accession codes GSE33923 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE33923>), GSE51682 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51682>), GSE74278 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74278>), GSE85632 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85632>), GSE100939 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100939>), GSE120953 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120953>), GSE113671 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113671>), GSE97778 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97778>) and GSE66582 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66582>). Published ChIP-Seq data for DUX are available under accession code GSE85632 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85632>). Published ChIP-Seq data for p53 are available under accession code GSE26360 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE26360>). Published ATAC-seq data are available under accession codes GSE66390 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66390>) and GSE85632 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85632>). Published Hi-C data of mouse pre-implantation embryos are available under accession code GSE82185 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE82185>). Published Hi-C data of lymphoblastoid cells are available under accession code GSE63525 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63525>). Supplementary Table 4 provided a summary for all analyzed NGS datasets used in this study. All other data supporting the findings of this study are available within the paper and its Source Data file and Supplementary Information files.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen in order to make sure it will be sufficient for statistic analysis. For bulk RNA-seq, the sample size was twelve. The number of ChIP-seq samples was eight. For other NGS experiments, including single-cell RNA-seq, ATAC-seq and Hi-C, the sample size was two. No statistical method were used to predetermine the sample size.                                                                                                                                                                                                                                                                                                                         |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | All bulk RNA-seq was performed with two biological replicates. ChIP-seq were performed with at least one biological replicates. The reproducibility of ChIP-seq was further verified by ChIP-qPCR. ATAC-seq were performed with at least one biological replicates. Hi-C were performed one biological replicate in two types of rRNA biogenesis inhibited mES cell lines, respectively. Single-cell RNA-seq was performed with one biological replicate. ChIP-qPCR and all other experiments were performed with at least two biological replicates. The number of replicates is sufficient to determine the corresponding results. All attempts at replication were successful. |
| Randomization   | For all treatment experiments, the mES cells/embryos were randomized into different groups prior to treatment. For all genetic experiments (snoRNA KO and Pol I degradation), We randomly selected mES cells from different groups as experimental samples. The covariates are not related to our experiments as the cell type and treatment information is known.                                                                                                                                                                                                                                                                                                                |
| Blinding        | Investigators were not blinded to the experiments as the researchers need to collect samples based on the treatment and cell type information.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                |
|-------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source. |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a                                                                              |

|                   |                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                   | <i>rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.</i>                                                                                                                                                                        |
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i> |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                          |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                     |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                    |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                              |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description                 | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample                   | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy                 | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection                   | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale          | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions                   | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility                   | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization                     | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                          | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No                                                                                                                                                                                                                                                                                                                                                                                                      |

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

H3K9me3 Rabbit polyclonal antibody (1:100, abcam, cat. no. ab8898), H3K27me3 Rabbit mAb (1:50, CST, cat. no. 9733), H3K27ac Rabbit mAb (1:100, CST, cat. no. 8173), H3K4me3 Rabbit mAb (1:50, CST, cat. no. 9751), Nucleolin (D4C7O) Rabbit (1:100, CST, cat. no. 14574), Kap1 (TRIM28) Mouse monoclonal (20C1) (1:100, abcam, cat. no. ab22553), B23 (NPM1) Mouse monoclonal (FC82291) (1:500, sigma, cat. no. B0566), FBL Mouse monoclonal (38F3) (1:100, abcam, cat. no. ab4566), RPA194 Mouse monoclonal (C1) (1:200, santa cruz, cat. no. sc-48385), Donkey anti-Rabbit secondary antibody (1:200, Abcam, cat. no. ab150077)

## Validation

Anti-H3K9me3 (abcam, cat. no. ab8898)

Specificity: Histone H3 (tri methyl K9) Rabbit polyclonal antibody (ab8898) is specific for Histone H3 tri methyl Lysine 9. Shows slight cross-reactivity with tri methyl K27, which shares a similar epitope. Does not react with mono or di methylated K9.

Suitable for: WB, IHC-P, ICC, ChIPmore details

Species reactivity: Mouse, Cow, Human.

Dilution: 1:100 for ChIP

Validation data for ChIP with mouse ES cells was provided on the manufactures's website with wide range reactivity according to the manufacture's description. <https://www.abcam.com/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html>

Anti-H3K27me3 (CST, cat. no. 9733)

Specificity / Sensitivity: Tri-Methyl-Histone H3 (Lys27) (C36B11) Rabbit mAb detects endogenous levels of histone H3 only when tri-methylated on Lys27.

Suitable for: WB, IHC, IF, F, ChIP, CUT&RUN

Species Reactivity: Human, Mouse, Rat, Monkey

Species predicted to react based on 100% sequence homology: Xenopus, Zebrafish

Dilution: 1:50 for ChIP

Validation data for ChIP with mouse ES cells was provided on the manufactures's website with wide range reactivity according to the manufacture's description. <https://www.cellsignal.com/products/primary-antibodies/tri-methyl-histone-h3-lys27-c36b11-rabbit-mab/9733>

Anti-H3K27ac (CST, cat. no. 8173)

Specificity: Acetyl-Histone H3 (Lys27) (D5E4) XP® Rabbit mAb recognizes endogenous levels of histone H3 protein only when acetylated at Lys27.

Suitable for: WB, IHC, IF, F, ChIP, CUT&RUN

Species Reactivity: Human, Mouse, Rat, Monkey

Dilution: 1:100 for ChIP

Validation data for ChIP with mouse ES cells was provided on the manufactures's website with wide range reactivity according to the manufacture's description. <https://www.cellsignal.com/products/primary-antibodies/acetyl-histone-h3-lys27-d5e4-xp-rabbit-mab/8173>

Anti-H3K4me3 (CST, cat. no. 9751)

Specificity / Sensitivity: Tri-Methyl-Histone H3 (Lys4) (C42D8) Rabbit mAb detects endogenous levels of histone H3 when tri-methylated on Lys4.

Suitable for: WB, IHC, IF, F, ChIP, CUT&RUN

Species Reactivity: Human, Mouse, Rat, Monkey, D. melanogaster, S. cerevisiae

Species predicted to react based on 100% sequence homology: Xenopus, Zebrafish

Dilution: 1:50 for ChIP

Validation data for ChIP with mouse ES cells was provided on the manufactures's website with wide range reactivity according to the manufacture's description. <https://www.cellsignal.com/products/primary-antibodies/tri-methyl-histone-h3-lys4-c42d8-rabbit-mab/9751>

Anti-NCL (CST, cat. no. 14574)

Specificity / Sensitivity: Nucleolin (D4C7O) Rabbit mAb recognizes endogenous levels of total nucleolin protein.

Suitable for: WB, IHC, IF, F

Species Reactivity: Human, Mouse, Rat, Monkey

Dilution: 1:100 for ChIP, 1: 1000 for IF

Validation data for IF with mouse ES cells was provided on the manufactures's website with wide range reactivity according to the manufacture's description. <https://www.cellsignal.com/products/primary-antibodies/nucleolin-d4c7o-rabbit-mab/14574>

Anti-Trim28 (Kap1) (abcam, cat. no. ab22553)

Specificity: Mouse monoclonal [20C1] to KAP1

Suitable for: WB, ICC, IHC-P

Species reactivity: Human

Dilution: 1:100 for ChIP

Validation data for ChIP with mouse ES cells was provided on the manufactures's website with wide range reactivity according to the manufacture's description. <https://www.abcam.cn/kap1-antibody-20c1-ab22553.html>

Anti-B23 (NPM1) (sigma, cat.no. B0566)

Specificity: B23 (nucleophosmin, NPM, numatrin) Mouse mAb (clone FC82291) detects both the phosphorylated and the unphosphorylated B23 molecule.

Suitable for: IHC, IP, WB,

Species reactivity: Bovine, Rat, Monkey, Hamster, Canine, Kangaroo rat, Human, Mouse

Dilution: 1:500 for IF

Validation data for IF with mouse ES cells was provided on the manufactures's website with wide range reactivity according to the manufacture's description. <https://www.sigmaaldrich.cn/CN/en/product/sigma/b0556?context=product>

Anti-FBL (abcam, cat. no. ab4566)

Specificity: Mouse monoclonal [38F3] to Fibrillarin

Suitable for: Flow Cyt, ICC/IF, WB

Species reactivity: Mouse, Rat, Human

Dilution: 1:100 for IF

Validation data for IF with mouse ES cells was provided on the manufactures's website with wide range reactivity according to the manufacture's description. <https://www.abcam.cn/fibrillarin-antibody-38f3-nucleolar-marker-ab4566.html>

Anti-RPA194 (santa cruz, cat. no. sc-48385)

Specificity: RPA194 (C-1) is a mouse monoclonal antibody raised against amino acids 1-300 of RPA194 of human origin.

Suitable for: WB, IP, IF, IHC (P), ELISA

Species reactivity: Mouse, Rat, Human

Dilution: 1:200 for IF

Validation data for IF with mouse ES cells was provided on the manufactures's website with wide range reactivity according to the manufacture's description. [https://www.scbt.com/p/rpa194-antibody-c-1?productCanUrl=rpa194-antibody-c-1&\\_requestid=619338](https://www.scbt.com/p/rpa194-antibody-c-1?productCanUrl=rpa194-antibody-c-1&_requestid=619338)

Goat polyclonal Secondary Antibody to Mouse IgG (abcam, cat. no. ab150113)

Specificity: Goat polyclonal Secondary Antibody to Mouse IgG - H&L (Alexa Fluor® 488)

Suitable for: IHC-Fr, ICC/IF, ELISA, Flow Cyt, IHC-P

Dilution: 1:200 for IF

Validation data for IF with mouse ES cells was provided on the manufactures's website with wide range reactivity according to the manufacture's description. <https://www.abcam.cn/goat-mouse-igg-hl-alex-fluor-488-ab150113.html>

Donkey anti-Rabbit secondary antibody (abcam, cat.no.ab150075)

Specificity: Donkey polyclonal Secondary Antibody to Rabbit IgG - H&L (Alexa Fluor® 647)

Suitable for: ICC/IF, ELISA, IHC-P, Flow Cyt, IHC-Fr

Dilution: 1:200 for IF

Validation data for IF with mouse ES cells was provided on the manufactures's website with wide range reactivity according to the manufacture's description. <https://www.abcam.cn/donkey-rabbit-igg-hl-alex-fluor-647-ab150075.htm>

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

The mouse ES cell line E14 was a gift from George Q. Daley's lab (Harvard Medical School) (ATCC, CRL-1821). mES snoRNA MAT KO #36 cell lines were originally derived from Dr. Pengxu Qian Lab (Zhejiang University). mES Pol I degradation cell lines were originally derived from Dr. Xiong Ji Lab (Peking University). FLAG-DUX mES cell lines were originally derived from Dr. Xudong Fu Lab (Zhejiang University).

|                                                                      |                                                                                                                                                                                                          |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Authentication                                                       | For mouse ES cell lines, we performed immunofluorescence staining of OCT4 and NANOG, and RT-qPCR of marker gene Pou5f1 and Nanog, and they are highly expressed indicating these are authentic ES cells. |
| Mycoplasma contamination                                             | We regularly perform mycoplasma tests and cells used in this study are negative for mycoplasma contamination.                                                                                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                                          |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition                                                                                                                             | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                                                                                                | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 female mice (4–6 weeks old) and male mice (10–24 weeks old) were used in our study. They were maintained in temperature and humidity controlled rooms on 12 hours light and 12 hours dark cycle. |
| Wild animals            | No wild animals involved.                                                                                                                                                                                |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                      |
| Ethics oversight        | All animal experiments and study protocols were approved by the Animal Research Committee guidelines of Zhejiang University.                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
| Recruitment                | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>                                                                                                                                                           |
| Ethics oversight           | <i>Identify the organization(s) that approved the study protocol.</i>                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

<ftp://47.94.193.106/pub/rRNAproj/>

Files in database submission

Control-H3K9me3.bw  
 CX-5461-H3K9me3.bw  
 Control-H3K27me3.bw  
 CX-5461-H3K27me3.bw  
 Control-H3K4me3.bw  
 CX-5461-H3K4me3.bw  
 Control-H3K27ac.bw  
 CX-5461-H3K27ac.bw  
 Control-NCL.bw  
 CX-5461-NCL.bw  
 Control-TRIM28.bw  
 CX-5461-TRIM28.bw

Genome browser session

(e.g. [UCSC](#))

track type=bigWig name="E14-H3K9me3" description="E14-H3K9me3" visibility=full color=0,100,200  
 bigDataUrl=ftp://47.94.193.106/pub/rRNAproj/Control-H3K9me3.bw  
 track type=bigWig name="CX-H3K9me3" description="CX-H3K9me3" visibility=full color=200,100,0  
 bigDataUrl=ftp://47.94.193.106/pub/rRNAproj/CX-5461-H3K9me3.bw  
 track type=bigWig name="E14-H3K27me3" description="E14-H3K27me3" visibility=full color=0,100,200  
 bigDataUrl=ftp://47.94.193.106/pub/rRNAproj/Control-H3K27me3.bw  
 track type=bigWig name="CX-H3K27me3" description="CX-H3K27me3" visibility=full color=200,100,0  
 bigDataUrl=ftp://47.94.193.106/pub/rRNAproj/CX-5461-H3K27me3.bw  
 track type=bigWig name="E14-H3K4me3" description="E14-H3K4me3" visibility=full color=0,100,200  
 bigDataUrl=ftp://47.94.193.106/pub/rRNAproj/Control-H3K4me3.bw  
 track type=bigWig name="CX-H3K4me3" description="CX-H3K4me3" visibility=full color=200,100,0  
 bigDataUrl=ftp://47.94.193.106/pub/rRNAproj/CX-5461-H3K4me3.bw

```
track type=bigWig name="E14-H3K27ac" description="E14-H3K27ac" visibility=full color=0,100,200
bigDataUrl=ftp://47.94.193.106/pub/rRNAproj/Control-H3K27ac.bw
track type=bigWig name="CX-H3K27ac" description="CX-H3K27ac" visibility=full color=200,100,0
bigDataUrl=ftp://47.94.193.106/pub/rRNAproj/CX-5461-H3K27ac.bw
track type=bigWig name="Control-NCL" description="Control-NCL" visibility=full color=0,100,200
bigDataUrl=ftp://47.94.193.106/pub/rRNAproj/Control-NCL.bw
track type=bigWig name="CX-5461-NCL" description="CX-5461-NCL" visibility=full color=200,100,0
bigDataUrl=ftp://47.94.193.106/pub/rRNAproj/CX-5461-NCL.bw
track type=bigWig name="Control-TRIM28" description="Control-TRIM28" visibility=full color=0,100,200
bigDataUrl=ftp://47.94.193.106/pub/rRNAproj/Control-TRIM28.bw
track type=bigWig name="CX-5461-TRIM28" description="CX-5461-TRIM28" visibility=full color=200,100,0
bigDataUrl=ftp://47.94.193.106/pub/rRNAproj/CX-5461-TRIM28.bw
```

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | ChIP-seq was performed with one biological replicate for each condition                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Sequencing depth        | <p>Reads are paired end, 150bp reads, with a estimated fragment length of 200-500bp in size.</p> <p>Sequencing statistics are(uniqely mapped reads/total sequencing reads) :</p> <p>Control-H3K9me3 (19,523,506/34,226,270)</p> <p>CX-5461-H3K9me3 (16,514,580/27,871,128)</p> <p>Control-H3K27me3 (13,258,486/17,019,792)</p> <p>CX-5461-H3K27me3 (10,925,854/17,278,588)</p> <p>Control-H3K4me3 (17,035,985/25,124,650)</p> <p>CX-5461-H3K4me3 (12,575,591/18,777,754)</p> <p>Control-H3K27ac (17,745,869/25,230,515)</p> <p>CX-5461-H3K27ac (10,925,854/17,278,588)</p> <p>Control-NCL (26,414,554/47,262,564)</p> <p>CX-5461-NCL (23,666,348/41,275,097)</p> <p>Control-TRIM28 (26,452,456/46,610,981)</p> <p>CX-5461-TRIM28 (10,391,766/44,678,703)</p> |
| Antibodies              | Histone H3K9me3 antibody (abcam,, ab8898), H3K9me3 Rabbit polyclonal antibody (abcam, ab8898), H3K27me3 Rabbit mAb (CST, 9733), H3K4me3 Rabbit mAb (CST, 9751), H3K27ac Rabbit mAb (CST, 8173), Nucleolin (D4C7O) Rabbit (CST, 14574), Kap1 Mouse monoclonal (20C1) (abcam, ab22553). These antibodies can be used for Flow Cyt, WE, IF and ChIP with wide range reactivity according to the manufacture's description.                                                                                                                                                                                                                                                                                                                                      |
| Peak calling parameters | All ChIP-seq and control files were mapped to mouse genome mm10 using bowtie2 (v2.3.4.1) command with the parameter "-t -q -N 1 -L 25". We did not perform peak calling. Signal tracks for each sample were generated using the deepTools' BamCoverage command (v2.5.3) and were normalized to Bins Per Million mapped reads (BPM) for visualization.                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data quality            | Signal tracks for each sample were generated using the deepTools' BamCoverage command (v2.5.3) and were normalized to Bins Per Million mapped reads (BPM) for visualization.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Software                | The "computeMatrix" and "plotProfile" commands of deepTools were used to produce the reads density distribution curve for ATAC-seq and ChIP-seq signals in a given genomic region. Custom analysis codes were generated using perl and R, and can be available upon reasonable request.                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                    |                                                                                                                                                                                                                                                                                    |
|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | ES cells transduced with reporter constructs such as 2C::tdTomato were dissociated with Trypsin for 5 min, stopped with serum containing media, and depleted with MEF for at least half-an-hour, and then applied to flow cytometry to analyze tdTomato positive cells proportion. |
| Instrument         | For all samples, cells were analyzed on Beckman CytoFLEX LX (Version 9).                                                                                                                                                                                                           |
| Software           | Flow cytometry was performed on Beckman CytoFLEX LX (Version 9). FACS data was collected using (CytExpert, Version 2.3) and was processed using (FlowJo, Version 9).                                                                                                               |

Cell population abundance

mES cells were visually inspected for tdTomato fluorescence and the analyzed tdTomato positive cell proportion was approximately 5% to 20%.

Gating strategy

Stringent gating strategies were always applied, leaving a significant gap in between negative and positive populations. Dead cells were excluded in FSC/SSC gating. E14 parental cell line (non-tdTomato) was used to establish baseline fluorescence. A preliminary gating was done to determine and assess the degree of separation between the tdTomato positive and tdTomato negative populations.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

### Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models & analysis

|                          |                                                                       |
|--------------------------|-----------------------------------------------------------------------|
| n/a                      | Involvement in the study                                              |
| <input type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

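Single-cell RNA-seq was analysed for untreated mES cells and for mES cells treated with CX-5461. The sample labels list 4 samples per condition, and the paper's supplementary legend and reporting summary give 1 biological replicate. All barcodes of a condition stand in 1 deposited table without a sample of origin, so each condition was treated as 1 library. The authors deposited raw UMI counts per gene and barcode. According to the methods, they were made with a published droplet pipeline from 10x Genomics libraries, and the authors then used Seurat with filters that the deposited tables do not yet include. A column of counts that the authors marked as shared with other genes was used only to check single genes.

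The tables were read as sparse matrices. Cells with at least 500 UMIs and at most 0.2 of UMIs on mitochondrial genes were kept, as in the methods. Gene symbols, coordinates and gene types come from the GENCODE annotation of GRCm38; 52480 of 54146 identifiers matched with their version and 54079 without it. Reported levels are UMIs summed over kept cells relative to the library's total, as CPM, and shares are percentages of cells. Intervals are exact at 95% (Poisson for summed counts, conditional binomial for ratios, Clopper-Pearson for shares) and cover counting error only. The interval of a list median comes from redrawing the counts as Poisson counts, and that of a median of total UMIs from the ranks of the cells. Where a gene was at 0 in a library, its ratio was computed against a floor of 3 counts per library. No p-value was computed, since there is 1 library per condition.

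Gene lists for 2C genes, pluripotency, ribosome biogenesis, p53 targets, fibroblasts and primitive endoderm were fixed before the data were examined. The paper's text searched here does not name the members of its own sets. Ribosomal protein genes were taken as all symbols of the Rps, Rpl and Rplp series and Rpsa without paralogs whose symbol ends in l, a rule narrowed after a first look at the data. Lists for macrophages and keratinocytes were written after the genes with the highest and lowest ratios were seen. The median log2 ratio of a list over genes with at least 200 UMIs was placed among 10000 random lists matched on mean expression in 20 bins. The genes named are those of the first results paragraphs of the paper, Gm4340, and the 5 genes with the highest and the 5 with the lowest ratio among genes with at least 200 UMIs over both libraries, of which 1 is not reported here; Sp110 and Lin28a were singled out after their values were seen.

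Cells of both libraries were clustered together with scanpy 1.11.5: values were log-normalized to 10000 UMIs per cell, and 2000 variable genes, 16 principal components, 15 neighbours and Leiden clustering at resolution 0.5 were used. A cluster was called 2C-like, fibroblast-like or primitive endoderm-like when at least 3 of that class's markers were among its 50 leading genes by fold, and ES-like when its ES markers stood at 0.5 or more of their level in all cells. Other clusters stayed unnamed, as did those with a median depth below 0.333 of their library's median and no marker of the class among their 10 leading genes. A CX-5461 cluster of 508 cells, at 0.418 of its library's median, kept the name ES-like, and a control cluster of 1169 cells, at 0.184, did not. The variable genes were scaled, a step added after a first clustering without it. No primitive endoderm-like cluster was found. Since treatment and library coincide, most ES-like clusters held cells of 1 library, and class sizes of 2C-like cells were not compared between conditions. Cells were also thinned at random to 3100 UMIs, the 10th percentile of kept cells, rounded down. Correlations across cells used the average of log-normalized values over a list in cells with at least 1 UMI of the 2C genes, within each library, without p-values. Scrublet was run on each library.

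Some tests were changed after their first results. The test of free RNA first used cells with at least 5 UMIs of the 2C genes, decided nothing, and was replaced by cells with at least 1 UMI of the list without Sp110. The test with random lists of rarely detected genes was first written for the explanation by total UMIs, and after its result that explanation was reworded and given tests of its own. Cells with at least 5000 UMIs and at most 0.1 mitochondrial, the highest Scrublet scores, the list without Sp110, and the comparison of cells matched on total UMIs were added after the data had been seen. The tests of doublets, of a few genes taking more of the UMIs and of the 2C-like state in cells low in ribosomal protein genes, and the levels without the cell with the most UMIs, were added late, and the tests replaced earlier ones whose outcome was fixed by how cells or genes were chosen or, for doublets, rested on Scrublet scores.

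The pooled ratios, scaled with the TMM factor, the random lists and the thinning were tested on simulated data. Among counts drawn for the CX-5461 over control comparison, 200 genes were changed by a log2 ratio of 2 in either direction. Of these, 183 passed the minimum of 200 UMIs among 12320 genes, and 96.7% of the 183 were recovered within 0.25 of the true value. Ratios on library totals, the main values here, were not tested. The pooled Poisson counts had no shift across all genes and no genes held by a few cells. The list check used only raised genes and the thinning check only the cells' totals, so their outcomes followed from the setup. The alternatives tried were other cell filters, leaving out doublets or feeder cells, thinning, the TMM factor, means over cells, other count minimums, other scales and statistics for correlations, and other clustering settings. Leaving out each of the 4 samples in turn was not run, since cells carry no sample.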

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

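The tests in this part were chosen after the genes were seen, except the test of reads shared with other genes.

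Of the genes with the highest ratio of CX-5461 over control, 4 are given here, which lie outside those the paper discusses and had at most 2 UMIs in the control library. Krt15 had 0 UMIs in the control library and 1351 in the CX-5461 library, at least 324-fold higher against a floor of 3 counts per library, with an exact lower limit of 263, in 716 cells. Grp had 0 and 263 UMIs, at least 63.1-fold higher against that floor, with an exact lower limit of 51.0. Krt5 had 1 UMI in control cells and 1292 in CX-5461-treated cells, a ratio of 930.0 with a counting interval of 167 to 36761. Rsph6a had 2 and 1639 UMIs, a ratio of 589.9 (163 to 4875).

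Cells of another type in the CX-5461 library, such as keratinocytes for the keratins, are argued against by the cells themselves. Of the 716 cells with a Krt15 UMI, 97.5% had a Pou5f1 UMI, beside 95.7% of all kept cells and 27.2% of fibroblast-like cells of that library. Pou5f1 stood at 580.5 CPM in the cells with a Krt15 UMI and 700.5 CPM in the whole library. The 9 other keratinocyte genes together stood at 78.6 CPM in these cells and 70.4 CPM in the whole library. Sfn, which ES-like control cells also expressed, gave 48.8 CPM of the library value, so this sum says little on keratinocytes. Krt14 had 32 UMIs in control and 7 in CX-5461-treated cells, Trp63 5 and 1, and Krt1 0 in both. The others were higher in the CX-5461 library: Itgb4 with 25 and 333 UMIs, Dsp 55 and 253, Sfn 890 and 3354, Lgals7 38 and 107, Col17a1 2 and 10, and Krt10 448 and 772. The keratinocyte list as a whole had a median log2 ratio of 2.49 over 6 genes, of which Krt5 and Krt15 were themselves picked from these libraries, and 2 of its 11 genes, Krt10 and Sfn, had at least 1 CPM in ES-like control cells. Reads shared with other genes are argued against as well, since the counts the authors marked as shared came to 0% of the UMIs of the 4 genes. The UMIs were spread over ES-like cells rather than held by a few. Rsph6a was found in 22.3% and Krt5 in 19.7% of 4443 ES-like CX-5461-treated cells, against 2 and 0 of 162 fibroblast-like cells. Krt15 was also a leading gene of an ES-like CX-5461 cluster of 277 cells. Its ES markers stood at 5208.8 CPM, against 7603.8 to 8891.4 CPM in the other ES-like clusters with CX-5461-treated cells. Whether the treatment, the culture or the preparation of the library raised these genes was not tested and stays open, since each condition has 1 library.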

How the results depend on the processing

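Alternatives with Scrublet scores, with at least 5000 UMIs and at most 0.1 mitochondrial, without Sp110, and without the cell with the most 2C gene UMIs were chosen after seeing the data. Of 256 alternative values for 33 results, 200 stayed within the counting interval (for correlations an interval from the number of cells, for numbers of cells kept within 1.5 times), 53 moved outside it in the same direction and 3 changed sign. The cause was not tested unless stated.

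The sign changed for small log2 ratios with the TMM factor, which shifts every gene by the same amount. The median of ribosome biogenesis genes went from 0.028 to -0.32, the median of pluripotency genes from 0.067 to -0.28 and their sum from 0.11 to -0.24. The TMM factor also gave medians of 1.97 for 2C genes, -0.60 for ribosomal protein genes and 1.02 for p53 targets, and sums of -0.63 for ribosomal protein and -0.53 for ribosome biogenesis genes. As a mean over cells, the medians were 2.01 for 2C genes, -0.16 for ribosomal protein genes and 1.50 for p53 targets, and the sums -0.19 for ribosomal protein, -0.21 for ribosome biogenesis and 0.049 for pluripotency genes.

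Without a cell filter, ribosomal protein genes had a median of -0.26 and a sum of -0.29. With the stricter cell filter the medians were 2.58 for 2C genes and -0.23 for ribosomal protein genes, the sums -0.27 for ribosomal protein, -0.18 for ribosome biogenesis and 0.12 for pluripotency genes, and the control share of cells with a 2C gene UMI 5.00%. Without fibroblast-like cells the median of p53 targets was 1.71, and the sums were -0.28 for ribosomal protein, -0.21 for ribosome biogenesis and 0.062 for pluripotency genes. With at least 50 UMIs in place of 200 the median of 2C genes was 2.69, and without the cell with the most 2C gene UMIs in each library it was 2.81. In cells with at least 5000 UMIs and at most 0.1 mitochondrial, it was 2.61, and the median of ribosomal protein genes -0.22.

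Thinning lowers the chance that a cell shows a UMI, and it leaves out shallow cells. Thinned shares were 0 for Dux, 1.43% for 2C genes (at least 1 UMI) in control cells, and in CX-5461-treated cells 0.214% for Dux, 0.791% for Zscan4d, 0.342% for Gm12794, 7.49% for 2C genes (at least 1 UMI) and 1.48% (at least 5). Without Sp110, 15.5% of CX-5461-treated cells had a UMI of the list. For Dux, Zscan4d and Gm12794 at 1 UMI and the 2C genes at 1 and 5 UMIs, the CX-5461 share stayed above the control share under each alternative run. The 2C-like cluster held 3.96% of CX-5461-treated cells with 30 principal components, against 1.87%; fibroblast-like shares stayed within their intervals.

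Correlations of 2C genes with ribosomal genes kept a negative sign under every alternative but varied in size. With ribosomal protein genes in control cells, r was -0.420, and -0.0582 over all kept cells, -0.165 pooled over both libraries and -0.104 in cells with at least 5000 UMIs and at most 0.1 mitochondrial. In CX-5461-treated cells it was -0.122, and -0.211 with the stricter filter, -0.0343 over all kept cells, -0.0532 as a partial correlation and -0.217 in the deeper cells. With ribosome biogenesis genes, r in control cells was -0.262, and -0.411 without fibroblast-like cells, -0.0494 over all kept cells and -0.0810 in the deeper cells; in CX-5461-treated cells it was -0.206, and -0.0749 over all kept cells.

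No paired analysis was possible because the barcodes carry no replicate number, although the labels give both conditions the same 4 numbers. Leaving out each sample in turn was not run for the same reason, and a share of cells with MERVL was not analysed here. Depth limits the rarest genes most: Dux and Gm12794 rest on 3 control cells each.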

Differences from the paper's values

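The values compared were the cell numbers and the percentages of cells with Dux, Zscan4d and Gm12794, and with the filter of the methods none differed from the paper's by more than 1.5 times. The paper's values for MERVL, its correlations and its percentages for pluripotency genes were not compared. The paper's cell numbers are 2981 control and 3219 CX-5461-treated cells, and the filter stated in the methods left 3767 and 4697. With the mitochondrial limit at 0.1, an alternative set before the data were examined, 2996 and 4212 cells were left, and with at least 1000 UMIs 3743 and 4697. Without a cell filter, the percentages of cells with Dux, Zscan4d and Gm12794 match those printed in Supplementary Fig. S2a.

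The paper states that pluripotency genes were lower after CX-5461 treatment. Of the 19 genes listed here, 10 were higher and 9 lower on library totals, with a median log2 ratio of 0.067 and a log2 ratio of the sums of 0.11. With the TMM factor, an alternative set before the data were examined, these were -0.28 and -0.24. The sums mostly follow Dppa5a, which held 226516 of 367193 control UMIs and 379305 of 551027 CX-5461 UMIs of the list. Per cell, the average of log-normalized values was lower in the CX-5461 library among ES-like cells, with medians of 0.855 and 0.812, among those with at least 5000 UMIs and at most 0.1 mitochondrial, a choice made after seeing the values, with 0.857 and 0.825, and in all kept cells after thinning, with 0.676 and 0.648, but not in all kept cells at the deposited depth, with 0.784 and 0.804. The members of the paper's own set are not named in its text.

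The paper describes 2C-like cells as repressed in ribosomal genes. In CX-5461-treated cells with at least 10 UMIs of the 2C genes, 1 fibroblast-like cell left out, the share of UMIs on ribosomal protein genes differed from that of the 50 ES-like cells without a 2C gene UMI nearest in total UMIs by a median of 0.0306 percentage points, with 45 of 91 cells lower. In the 13 such control cells it was lower by a median difference of -0.453 percentage points, in 9 cells. For ribosome biogenesis genes the median differences were -0.0816 points in CX-5461-treated cells, lower in 57 of 91, and -0.275 points in control cells, lower in 8 of 13. This comparison was chosen after the data were examined, and the paper's cells were chosen by MERVL and these by 2C genes.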

Other observations

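Tests chosen or reworded after the result was seen were those of free RNA without Sp110, doublets, low-UMI cells, a few genes taking more of the UMIs, library preparation, cells in which rarely detected genes were seen, total UMIs as a cause of the correlations, the cells with the most UMIs and the 2C-like state.

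The larger share of CX-5461-treated cells with a 2C gene UMI was tested against 3 technical explanations. A difference in UMIs per cell is argued against, since 7.49% of CX-5461-treated and 1.43% of control cells had such a UMI after thinning. For free RNA from 2C-like cells the answer depended on the test. The first test, of cells with at least 5 UMIs, decided nothing, with 0.617% of 162 fibroblast-like cells (interval 0.0156 to 3.39) against 3.02% of the other CX-5461-treated cells. At least 1 UMI of the full list was found in 14.2% of fibroblast-like cells (9.22 to 20.5) and 17.5% of the others, which decided nothing either. The test then used, after the Sp110 values were seen, was at least 1 UMI of the list without Sp110, with 6.17% of fibroblast-like cells (to 11.1) against 15.9% of the others (from 14.8), at median depths of 23608 and 14080 UMIs. It argues against free RNA as the whole source, on a list chosen with these values in view. Free RNA may still account for part of the cells with 1 UMI. The list without Sp110 stood at 9.94 CPM in fibroblast-like cells of the CX-5461 library, but 27 of these 39 UMIs lay in 1 cell. Without the cell with the most UMIs in each library it stood at 3.08 CPM (1.59 to 5.38), against 0.887 CPM (0.242 to 2.27) in those of the control library, and these intervals overlap. Doublets are argued against as the source of most such cells in the CX-5461 library, since a doublet should hold the UMIs of 2 cells, and cells with a 2C gene UMI held a median of 14584 UMIs (14158 to 15008) against 14155 in cells without one. Those with at least 5 UMIs of the 2C genes held a median of 13036. In the control library, cells with a 2C gene UMI held more UMIs than those without, with medians of 16537 (15214 to 17584) and 12830, or 1.29 times as many. A difference between library preparations stays open.

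The lower share of UMIs on ribosomal protein genes in the CX-5461 library was not explained by low-UMI cells with a high mitochondrial share, since among cells with at least 5000 UMIs and at most 0.1 mitochondrial the log2 ratio of the sums was -0.27. A few genes taking more of the UMIs account for part of it but not the whole. Without the mitochondrial genes and the 100 genes outside the ribosomal protein genes that gained most, 129 genes in all, which held 10.2% of control and 16.2% of CX-5461 UMIs, the log2 ratio was -0.18 in place of -0.28. This test replaced one whose choice of genes included rising ribosomal protein genes. The treatment and the library preparation cannot be told apart with 1 library per condition, and both stay open.

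Across cells with a 2C gene UMI, 2C genes and ribosomal protein genes were negatively correlated, with r = -0.420 over 162 control cells and r = -0.122 over 818 CX-5461-treated cells (rho = -0.397 and -0.130). Taking only the cells in which rarely detected genes were seen may give such a correlation by itself. Of 1000 random lists of other rarely detected genes, each seen in about as many cells, 98.7% had a lower r with ribosomal protein genes than the 2C genes in the control library (median r -0.687) and 99.2% in the CX-5461 library (median r -0.316). The random lists were first written as a test of total UMIs per cell, which was then tested by other values that do not settle it. In the control library the partial r given the log of total UMIs was -0.302 and r in 42 thinned cells -0.503, both with intervals below 0, but r was -0.104 (-0.267 to 0.0640) in cells with at least 5000 UMIs and at most 0.1 mitochondrial. In the CX-5461 library the partial r was -0.0532 (-0.121 to 0.0154), while r was -0.121 after thinning and -0.217 in the deeper cells, both with intervals below 0. Intervals come from the number of cells. These correlations are across cells of 1 library, which are not replicates, and concern 2C genes, not MERVL.

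For most cells with the lowest 10% of ribosomal protein shares, a 2C-like state as strong as in the 2C-like cluster is argued against as the cause. In the CX-5461 library 12.6% of these 470 cells (9.70 to 15.9) had a 2C gene UMI, and in the control library 2.39% of 377 (1.1 to 4.48). Of all kept CX-5461-treated cells 17.4% had one, but at a median of 14213 UMIs against 5834 in the 470 cells. These 2 shares are at unequal depth, so they do not show a lower level of 2C genes in the 470 cells. Thinned to the median depth of the cells with the lowest shares, 5834 and 2008 UMIs, 99.2% and 99.9% of the cells of the 2C-like cluster would have a 2C gene UMI. That cluster was named by its 2C genes, so a high rate followed from the choice of cells. It gives no rate for cells with fewer 2C gene UMIs, for which the test cannot decide. Whether 2C-like cells themselves are more often this low stays open, with 5 of the 88 in the CX-5461 library, 5.68% (1.87 to 12.8), and 3 of the 12 in the control library, 25% (5.49 to 57.2), where all cells give 10%. Of the 470 CX-5461-treated cells with the lowest shares, 429 had more than 0.1 of their UMIs on mitochondrial genes. The whole CX-5461 library held 485 such cells. Of the 377 control cells with the lowest shares, 336 were over that limit, against 771 in the whole control library. Most control cells over the limit thus lay outside the lowest 10%. Whether damage produced the cells with the lowest shares, or in the CX-5461 library the treatment, was not tested.

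Lyz2 had the lowest ratio of CX-5461 over control, with 511 UMIs in control and 8 in CX-5461-treated cells. A few macrophages among the control cells may be the source. Of the control UMIs, 98.2% (502 UMIs) lay in 5 cells that held a median of 11 of 12 other macrophage genes, all in the fibroblast-like cluster, and 0 such cells were found in the CX-5461 library. Without regard to Lyz2, 6 control and 23 CX-5461-treated cells held at least 3 of the other genes, 0 of the latter with Lyz2. The macrophage list as a whole had a median log2 ratio of -1.26 over 4 genes with at least 200 UMIs, but 0.17 for the sums of its 13 genes, of which Cd68 and Laptm5 had at least 1 CPM in ES-like control cells and Lyz2 was picked from these libraries.

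The other genes with the lowest ratios were Snora73b, with 211 UMIs in control and 7 in CX-5461-treated cells, Gm47428 with 245 and 24, Il1rl1 with 909 and 90, and Gm9800, a processed pseudogene, with 11985 and 1393. Il1rl1 was a gene of the fibroblast-like cells, which held 886 of its control UMIs, at 194.7 CPM in the control library and 22.7 CPM in the CX-5461 library. Among the pluripotency genes Lin28a had the lowest ratio, with 948 and 132 UMIs, a log2 ratio of -3.32, and Prdm14 the highest, at 0.80.

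All 22 p53 target genes were higher in the CX-5461 library, with a median log2 ratio of 1.37, at the 100th percentile of the random lists matched on mean expression. The fibroblast list had a median of -0.075 over 16 genes and the primitive endoderm list of 0.41 over 3 genes. The log2 ratios of their sums were -0.68 and 0.24. Fibroblast-like cells made up 5.73% of control cells (5.01 to 6.52) and 3.45% of CX-5461-treated cells (2.95 to 4.01).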
